# Quartz-Seq: a highly reproducible and sensitive single-cell RNA sequencing method, reveals non-genetic gene-expression heterogeneity

**DOI:** 10.1186/gb-2013-14-4-r31

**Published:** 2013-04-17

**Authors:** Yohei Sasagawa, Itoshi Nikaido, Tetsutaro Hayashi, Hiroki Danno, Kenichiro D Uno, Takeshi Imai, Hiroki R Ueda

**Keywords:** Single cell, RNA-seq, Transcriptome, Sequencing, Bioinformatics, Cellular heterogeneity, Cell biology

## Abstract

Development of a highly reproducible and sensitive single-cell RNA sequencing (RNA-seq) method would facilitate the understanding of the biological roles and underlying mechanisms of non-genetic cellular heterogeneity. In this study, we report a novel single-cell RNA-seq method called Quartz-Seq that has a simpler protocol and higher reproducibility and sensitivity than existing methods. We show that single-cell Quartz-Seq can quantitatively detect various kinds of non-genetic cellular heterogeneity, and can detect different cell types and different cell-cycle phases of a single cell type. Moreover, this method can comprehensively reveal gene-expression heterogeneity between single cells of the same cell type in the same cell-cycle phase.

## Background

Non-genetic cellular heterogeneity at the mRNA and protein levels has been observed within cell populations in diverse developmental processes and physiological conditions [1-4]. However, the comprehensive and quantitative analysis of this cellular heterogeneity and its changes in response to perturbations has been extremely challenging. Recently, several researchers reported quantification of gene-expression heterogeneity within genetically identical cell populations, and elucidation of its biological roles and underlying mechanisms [5-8]. Although gene-expression heterogeneities have been quantitatively measured for several target genes using single-molecule imaging or single-cell quantitative (q)PCR, comprehensive studies on the quantification of gene-expression heterogeneity are limited [9] and thus further work is required. Because global gene-expression heterogeneity may provide biological information (for example, on cell fate, culture environment, and drug response), the question of how to comprehensively and quantitatively detect the heterogeneity of mRNA expression in single cells and how to extract biological information from those data remains to be addressed.

Single-cell RNA sequencing (RNA-seq) analysis has been shown to be an effective approach for the comprehensive quantification of gene-expression heterogeneity that reflects the cellular heterogeneity at the single-cell level [10,11]. To understand the biological roles and underlying mechanisms of such heterogeneity, an ideal single-cell transcriptome analysis method would provide a simple, highly reproducible, and sensitive method for measuring the gene-expression heterogeneity of cell populations. In addition, this method should be able to distinguish clearly the gene-expression heterogeneity from experimental errors.

Single-cell transcriptome analyses, which can be achieved through the use of various platforms, such as microarrays, massively parallel sequencers and bead arrays [12-17], are able to identify cell-type markers and/or rare cell types in tissues. These platforms require nanogram quantities of DNA as the starting material. However, a typical single cell has approximately 10 pg of total RNA and often contains only 0.1 pg of polyadenylated RNA, hence, o obtain the amount of DNA starting material that is required by these platforms, it is necessary to perform whole-transcript amplification (WTA).

Previous WTA methods for single cells fall into two categories, based on the modifications that are introduced into the first-strand cDNAs in the PCR-based methods. One approach is based on the poly-A tailing reaction, and the other on the template-switching reaction. In principle, the goal of poly-A tailing is to obtain both full-length first-strand cDNAs and truncated cDNAs. The aim of template switching is to obtain first-strand cDNAs that have reached the 5' ends of the RNA templates. These modified cDNAs are amplifiable by subsequent PCR enrichment methods.

Kurimoto *et al*. reported a quantitative WTA method based on the poly-A-tailing reaction for single-cell microarrays [12]. They used this single-cell transcriptome analysis, and published initial validation data for technical replicates, each of which required 10 pg of total RNA. The Pearson correlation coefficient (PCC) for the reproducibility of this method using 10 pg of total RNA per reaction was approximately 0.85 [12]. Using a method similar to the one used by Kurimoto *et al*., Tang *et al*. performed single-cell RNA-seq. When they applied their method to a single mouse oocyte (around 1 ng of total RNA), these researchers were able to detect a larger number of genes than could be identified using a microarray approach [13]. However, these methods are complicated because they require multiple PCR tubes for a single cell, and gel purification is required for the removal of unexpected byproducts [18,19]. Furthermore, detailed quantitative analysis of the performance of the Tang *et al*. single-cell RNA-seq method, including its reproducibility and sensitivity, has not been analyzed.

Two single-cell RNA-seq methods based on the template-switching reaction have been reported. Islam *et al*. described a method called single-cell tagged reverse transcription sequencing (STRT-seq), which is a highly multiplexed single-cell RNA-seq method that can detect the restricted 5' ends of mRNAs [14]. Ramsköld *et al*. developed Smart-Seq (the WTA part of Smart-Seq is now marketed as SMARTer Ultra Low RNA Kit for Illumina Sequencing, Clontech, Mountain View, CA, USA), which exhibits a greater read coverage across transcripts than previously developed methods [16]. The PCCs for the reproducibility of the methods using 10 pg of total RNA were both approximately 0.7. Recently, Hashimshony *et al*. described CEL-Seq (Cell Expression by Linear amplification and Sequencing), which is an *in vitro *transcription (IVT)-based method but not a PCR-based method. CEL-Seq is a highly multiplexed single-cell RNA-seq method that can detect the 3' end of mRNA [17]. CEL-Seq was shown to detect significantly more genes in single mouse embryonic stem (ES) cells compared with STRT-Seq. The performance of these reported methods is sufficient for the identification of cell-type markers. However, their specifications for WTA did not validate whether the methods are sufficient to quantitatively assess the global gene-expression heterogeneity that is indicative of cellular heterogeneity. Because the PCC for reproducibility is greater than 0.95 for conventional non-WTA RNA-seq, it would be desirable to improve the reproducibility and sensitivity of single-cell RNA-seq to a greater degree than is possible with existing methods.

To comprehensively and quantitatively detect gene-expression heterogeneity, we have developed a simple and highly quantitative single-cell RNA-seq approach that we term Quartz-Seq. In this study, we identified some defective factors that allowed us to simplify the experimental procedures and improve the quantitative performance. In particular, to maintain the simplicity and enhance the quantitative performance of WTA, we improved three crucial aspects: 1) we achieved robust suppression of byproduct synthesis; 2) we identified a robust PCR enzyme that allows the use of a single-tube reaction; and 3) we determined the optimal conditions of reverse transcription (RT) and second-strand synthesis for the capturing mRNA and the first-strand cDNA. We also performed a quantitative comparison between our method and previously developed methods using 10 pg of total RNA as the starting material the reproducibility and sensitivity of the Quartz-Seq method was better than those of the other methods.

When used in the global expression analysis of real single cells, the single-cell Quartz-Seq approach successfully detected gene expression heterogeneity even between cells of the same cell type and in the same cell-cycle phase. This observed gene-expression heterogeneity was found to be highly reproducible in two independent experiments, and could be distinguished from experimental errors, which were measured through technical replicates of pooled samples. We also found that single-cell Quartz-Seq was able to discriminate more easily between different cell types and/or between different cell-cycle phases. Therefore, single-cell Quartz-Seq is a useful method for the comprehensive identification and quantitative assessment of cellular heterogeneity.

## Results

### Whole-transcript amplification for single-cell Quartz-Seq and Quartz-Chip

The WTA for Quartz-Seq and Quartz- consists of five main steps (Figure 1). The first step is a reverse transcription with an RT primer to generate the first-strand cDNAs from the target RNAs. The second step is a primer digestion with exonuclease I; this is one of the key steps to prevent the synthesis of byproducts. The third step is the addition of a poly-A tail to the 3' ends of the first-strand cDNAs, and the fourth step is the second-strand synthesis using a tagging primer, which prepares the substrate for subsequent amplification. The fifth step is a PCR enrichment reaction with a suppression PCR primer to ensure that a sufficient quantity of DNA is obtained for the massively parallel sequencers or microarrays. All five steps are completed in a single PCR tube without any purification. The amplified cDNA contains WTA adaptor sequences from the RT primer and the tagging primer.

**Figure 1:**
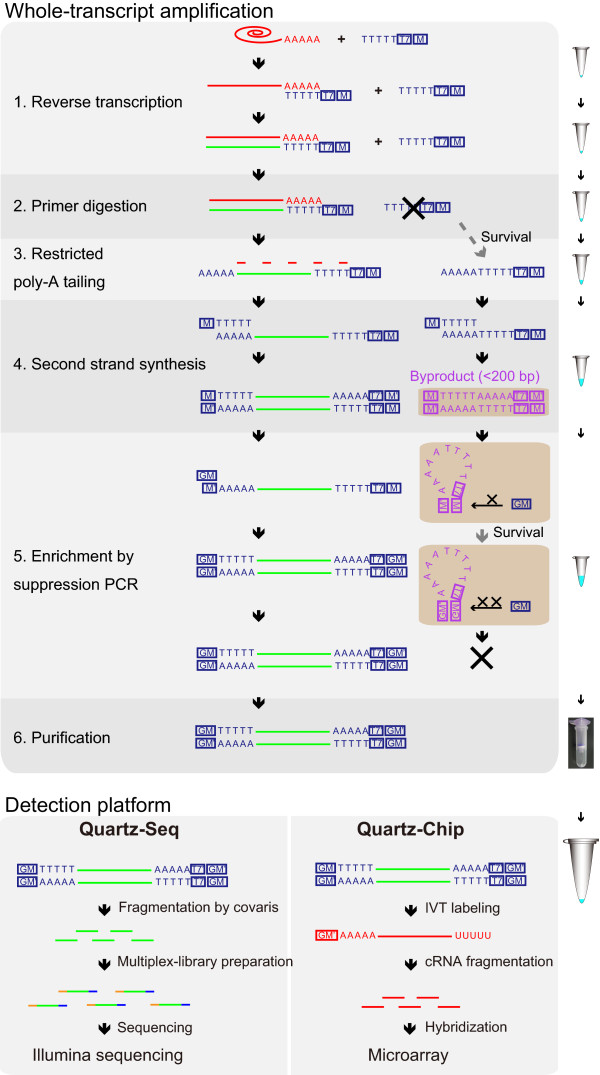
**Schematic of the single-cell Quartz-Seq and Quartz-Chip methods**. All of the steps of the whole-transcript amplification were executed in a single PCR tube. The first-strand cDNA was synthesized using the reverse transcription (RT) primer, which contains oligo-dT24, the T7 promoter (T7) and the PCR target region (M) sequences. After the first-strand synthesis, the majority of the RT primer was digested by exonuclease I, although it was not possible to eliminate the RT primer completely using this procedure. A poly-A tail was then added to the 3' ends of the first-strand cDNA and to any surviving RT primer. After the second-strand synthesis with the tagging primer, the resulting cDNA and the byproducts from the surviving primers contained the whole-transcript amplification (WTA) adaptor sequences, which include the RT primer sequence and the tagging primer sequence. These DNAs were used for the suppression PCR, which used the suppression PCR primer. Enrichment of the short DNA fragments, such as the byproducts, was suppressed. After the enrichment, the high-quality cDNA, which did not contain any byproducts, was obtained. The amplified cDNAs then had the T7 promoter sequence at the 3' ends of the DNA. These cDNAs were used for the Illumina sequencing and microarray experiments.

The amplified cDNA was then used in a massively parallel sequencer (Quartz-Seq) and a microarray system (Quartz-Chip). For the Quartz-Seq, the amplified cDNA was fragmented using the Covaris shearing system. The fragmented cDNA was ligated to adaptors, which enable the multiplex production of paired-end (PE) sequences. The DNA sequencing library was analyzed using an Illumina sequencer. For the Quartz-Chip method, we synthesized labeled cRNA from the amplified cDNA using *in vitro *transcription. The labeled cRNA was used for the microarray analysis.

### Performance improvements of whole-transcript amplification

In previous WTA methods based on the poly-A-tailing reaction, excessive amounts of byproducts are produced (see Additional file 1, Figure S1). These byproducts (usually DNA < 200 bp in length) are derived from the RT primer. The RT primer is modified by terminal deoxynucleotidyl transferase, similarly to the first-strand cDNA. The modified RT primer then causes synthesis of the byproducts [18], and the amplified byproducts need to be removed by gel purification [18,19] (see Additional file 2, Supplementary note). This gel-purification step for the removal of these byproducts increases the complexity of the method. The byproducts contain WTA adaptor sequences. We found that the byproducts cause early saturation of the PCR amplification, and reduce the molar ratio between the objective cDNA and the byproducts. The contamination rate from the WTA adaptor sequence was dramatically increased using the Illumina sequencing method (see Additional file 1, Figure S2e,f).

To overcome this byproduct contamination, the byproduct synthesis was completely eliminated using a combination of exonuclease I treatment, restricted poly-A tailing, and an optimized suppression PCR (see Additional file 1, Figure S3 and Figure S4). We successfully eliminated the synthesis of byproducts using the following three improvement points, thus eliminating the need for gel purification.

The first improvement point is the adjustment of the RT primer concentration after the RT procedure described above. We used the minimum primer concentration for the RT. Moreover, we removed the RT primer by treating with exonuclease I, which digests single-strand DNAs such as primers. This exonuclease I digestion suppressed the synthesis of byproducts (see Additional file 1, Figure S2a). However, the primer removal was not complete at this point, which is in agreement with the results of a previous study [18] (see Additional file 1, Figure S1). The molar ratio between the single-cell-level mRNA (0.1 pg; Ensembl Mouse Transcript 1817 bp average size) and the RT primer is greater than 190,000. Complete removal solely by exonuclease I digestion was difficult. The remaining primers were then modified by terminal deoxynucleotidyl transferase, similarly to the first-strand cDNA; these modified primers caused the production of byproducts.

In the second improvement point, to prevent amplification of the modified primers, we used suppression PCR technology. Suppression PCR is very effective in the suppressing amplification of small-size DNA that contains complementary sequences at both ends of the template DNA [20]. In suppression PCR, these complementary sequences can bind to each other, and the self-bound template DNA forms a 'pan-like' structure. In addition, the DNA is not amplified by PCR because the PCR primer cannot bind to the template DNA (see Additional file 1, Figure S4). The target DNA size of suppression PCR depends on the end of the complementary sequences (including the length and GC content). We also identified a good primer sequence for the suppression PCR, and showed that the B-primer effectively suppressed the synthesis of byproducts (see Additional file 1, Figure S2c and Figure S4b).

In the third improvement point, to shorten the length of the remaining primers modified by the terminal transferase and thus make them targets for suppression PCR, we restricted the reaction time of the terminal transferase. This restriction suppressed the synthesis of byproducts (see Additional file 1, Figure S2b).

It should be noted that in addition, we found that topoisomerase V could suppress byproduct synthesis (see Additional file 1, Figure S2d). However, the mechanism of byproduct suppression by topoisomerase V is not known. Using the combination of the three previously discussed improvement points, we successfully suppressed the synthesis of byproducts completely in a single-tube reaction (see Additional file 1, Figure S2e), without using topoisomerase V.

Furthermore, we selected a robust PCR enzyme that was optimal for the single-tube reaction. The use of this DNA polymerase (MightyAmp DNA Polymerase (Takara Bio, Inc., Tokyo, Japan), also marketed as Terra PCR Direct Polymerase (Clontech, Mountain View, CA, USA)) improved the yield of cDNA (see Additional file 1, Figure S2c and Figure S5) and the reproducibility of the WTA replication (see Additional file 1, Figure S2d and Figure S5). In addition, by using this DNA polymerase (MightyAmp), the number of PCR cycles in WTA could be reduced.

Moreover, we improved the efficiencies of the RT and second-strand synthesis steps to counter the lowered reproducibility of the WTA that occurred as a result of the variable efficiencies of these steps. We identified the optimal annealing temperature that reduced the variability in the efficiencies of these steps (see Additional file 1, Figure S2a,d b). Our simplified method enabled us to consistently obtain highly reproducible cDNA that was optimized for RNA-seq (see Additional file 1, Figure S6).

### Reproducibility and sensitivity of single-cell Quartz-Seq

We performed single-cell Quartz-Seq with 10 pg of diluted total ES-cell RNA to validate the reproducibility of the technical replicates. 

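For these technical replicates, the deposited values of 3 Quartz-Seq libraries were analyzed, each amplified in a separate tube from 10 pg of total RNA of mouse embryonic stem (ES) cells and sequenced as paired reads of 50 bp. The authors trimmed the reads, mapped them to mm9 with TopHat and computed FPKM with Cufflinks, so each library is a list of Ensembl genes with 1 FPKM value per gene. The paper's sample table lists between 54.96 and 63.40 M analyzed read pairs per library, with a median of 58.26 M. The lowest FPKM values of a library fall in steps that depend on its depth. These steps put the 3 libraries at 1.00 to 1.16 times the depth of the first library, against 1.00 to 1.15 times from the listed read pairs. Per library, 11243.7 ± 78.7 genes (SD, n = 3) had FPKM greater than 1, and the FPKM values of a library summed to between 356325 and 369733. From these files, PCCs were computed on log10(FPKM + 1) over all genes for each pair of libraries, without a further normalization. A gene was counted as detected in a pair when its FPKM was greater than 1 in both libraries, and as within 2-fold when its FPKM values differed by less than 2-fold. The paper does not state whether 1 library or both must pass the FPKM limit, nor the constant added before the logarithm. These choices, and quantile normalization, were therefore each varied.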

We prepared a multiplex, PE DNA sequencing library from the amplified cDNA produced from the 10 pg of total RNA. The DNA sequencing library was analyzed using a massively parallel sequencer (HiSeq 1000/2000; Illumina).

Pairwise comparisons of the products of triplicate amplifications were used to quantify the reproducibility of the protocol based on the PCCs (Figure 2a) in log_10_-transformed fragments per kilobase of transcript per million fragments sequenced (FKPM). The PCCs of these comparisons were approximately 0.93. 

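The 3 pairs of Quartz-Seq libraries made from 10 pg of total ES-cell RNA had a PCC of 0.9375 ± 0.0019 (SD, n = 3 pairs) on log10(FPKM + 1). The regression of 1 library on another had a mean slope of 0.938 and a mean intercept of 0.023. The pairs share libraries, so their SD describes the spread between pairs and not 3 independent experiments. By the same measure, the 2 conventional RNA-seq libraries made from 1 µg of total RNA without amplification had a PCC of 0.9733 (1 pair, no replicates of the pair). With only the genes detected in both libraries of a pair, the PCC of the 10 pg libraries fell to 0.8968, the largest change among the alternatives. The paper uses the PCC among these libraries as its measure of the reproducibility of Quartz-Seq.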

We counted highly reproducible expressed transcripts with FPKM greater than 1.0 and that exhibited less than two-fold expression changes between technical replicates. The single-cell Quartz-Seq method was capable of reproducibly detecting a (mean ± SD) 8,110.3 ± 100.8 (82.1 ± 0.6%) of 9,872.6 ± 54.4 transcripts (Figure 2b; for pairwise plots, see Additional file 3, Figure S7, and for linear regression and correlation analysis, see Additional file 4, Table S1).

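In the deposited values, a pair of the 10 pg libraries had 9824.3 ± 28.9 genes with FPKM greater than 1 in both libraries (SD, n = 3 pairs). Of these, 7541.3 ± 58.3 genes differed by less than 2-fold, or 76.76 ± 0.37% (SD, n = 3 pairs). The 2 conventional RNA-seq libraries shared 10617 detected genes, of which 10497 (98.87%) were within 2-fold (1 pair). When a gene was counted as detected in a pair with FPKM greater than 1 in either library, the 10 pg libraries had 60.68% within 2-fold. With the 2-fold limit applied to FPKM + 1, which narrows the differences of weakly expressed genes, 8058.7 genes or 82.03% were within 2-fold.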

**Figure 2:**
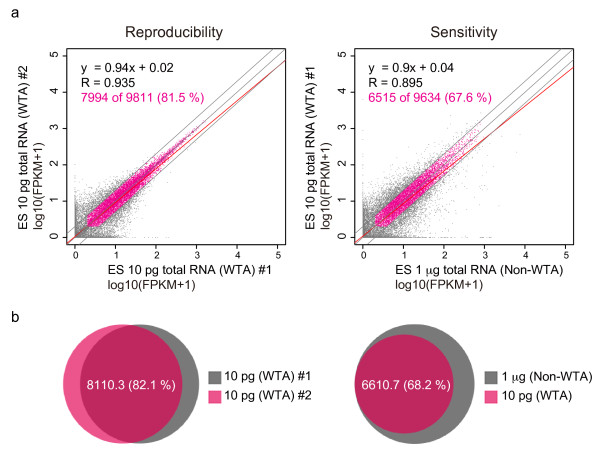
**Reproducibility and sensitivity of single-cell Quartz-Seq**. **(a) **Representative scatter plot of the gene-expression data from two replicate single-cell Quartz-Seq analyses of 10 pg of total embryonic stem (ES)-cell RNA (left panel). The blue line indicates a two-fold change, and the red line is a linear regression. Scatter plot of single-cell Quartz-Seq (whole-transcript amplification; WTA) and conventional RNA-seq (non-WTA) data using 1 µg of total ES-cell RNA (right panel). **(b) **Ratio of detected genes for three replicate Quartz-Seq analyses. Using two different independent Quartz-Seq experiments, 82.1% of the genes were detected by (left panel). The right panel shows the ratio of the genes detected by Quartz-Seq and conventional RNA-seq; more than 68.2% of the genes were detected by single-cell Quartz-Seq.

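The conventional RNA-seq libraries were prepared from 1 µg of total ES-cell RNA without whole-transcript amplification (WTA), 2 with KAPA polymerase and 1 with TruSeq polymerase for the library PCR. The paper's sample table lists 144.68 and 156.05 M analyzed read pairs for the KAPA libraries and 129.82 M for the TruSeq library. FPKM was greater than 1 for 10816 ± 177 genes (SD, n = 2) in the KAPA libraries and for 10773 genes in the TruSeq library (no replicates). The 10 genes with the highest FPKM held 45.28% of the FPKM total in the KAPA libraries on average and 34.35% in the TruSeq library, against 7.88% in the 3 Quartz-Seq libraries of 10 pg. Since FPKM is relative to all fragments of a library, genes that take many fragments lower the FPKM of the rest. FPKM is also divided by gene length, so a share of the FPKM total is not a share of the fragments. These shares alone therefore do not show that the other genes were lowered. The KAPA libraries were used as the reference and the TruSeq library as an alternative. Each of the 3 Quartz-Seq libraries was paired with each KAPA library.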

To evaluate the sensitivity of Quartz-Seq, we compared the results of conventional RNA-seq (non-WTA) and Quartz-Seq. 

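Over the 6 pairs of a 10 pg Quartz-Seq library with a conventional library, the PCC on log10(FPKM + 1) was 0.8871 ± 0.0034 (SD, n = 6 pairs). The mean for each Quartz-Seq library lay between 0.8833 and 0.8904. The PCCs were lower than each of the 3 PCCs between the Quartz-Seq libraries themselves, whose mean was 0.9375. Restricting each pair to the genes detected in both libraries moved the mean most, to 0.7822. With the TruSeq library as the reference the PCC was 0.8925.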

The PCCs of these comparisons were approximately 0.89, Figure 2a). We also counted highly sensitive transcripts that had FPKM greater than 1 and exhibited less than two-fold expression changes between technical replicates. The single-cell Quartz-Seq method was capable of sensitively detecting 6,605 ± 139.9 (68.1 ± 0.5%) of 9,686 ± 63.7 transcripts (Figure 2b).

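A 10 pg Quartz-Seq library and a conventional library had 9460.0 ± 88.5 genes with FPKM greater than 1 in both (SD, n = 6 pairs). The FPKM of 4602.7 ± 194.9 of these genes differed by less than 2-fold, or 48.64 ± 1.70% (SD, n = 6 pairs). The median ratio of Quartz-Seq to conventional FPKM over detected genes was 0.855 on the log2 scale, with a range of 0.800 to 0.924 over the pairs. Counted another way, each Quartz-Seq library detected between 87.91 and 88.39% of the 10617 genes with FPKM greater than 1 in both conventional libraries. Of the alternatives set before the files arrived, quantile normalization across the compared libraries moved the share within 2-fold most, to 6064.8 genes or 63.23%. Quantile normalization of each pair with the 2-fold limit on FPKM + 1, chosen after seeing the values, moved it further, to 70.26%. The paper evaluates sensitivity by the share of genes within 2-fold of conventional RNA-seq and by the PCC with it.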

To evaluate the over-representation of the sequences derived from the WTA and the library preparation, we searched for the WTA adaptor sequence in all of the sequence reads using sequence similarity (see details in Materials and methods). Using Smart-Seq, 21.1 ± 3.05% of the sequences were identified as WTA adaptor (Smart-Seq, 10 pg ES-cell DNA, PE 30 million reads, *n *= 4; see Additional file 1, Figure S8) whereas 7.68 ± 0.66% of the sequences were identified as WTA adaptors by Quartz-Seq (Quartz-Seq, 10 pg ES-cell DNA, PE 60 million reads, *n *= 3; see Additional file 1, Figure S8).

We also evaluated the number of reads required for the method to detect mRNAs. From 0.01, 0.1, 0.5 1.0, 5.0, 10, 30, and 45 million reads (uniquely mapped reads, single-ended, 50 bp), we counted the number of detected genes and calculated the PCCs between different samples of the same origin (10 pg of total RNA). We found that a Quartz-Seq result from more than 1 million reads had a correlation of greater than 0.9 and detected more than 7,642 ± 40 transcripts (73 ± 0.19%) (see Additional file 1, Figure S9).

Furthermore, we compared the cDNA lengths resulting from the Quartz-Seq and conventional RNA-seq methods (see Additional file 1, Figure S10). The median of the read coverage across the expressed transcripts (FPKM ≥ 10) was 53.8% (705 bp) for Quartz-Seq compared with 84.8% (1,326 bp) using conventional RNA-seq.

### Comparison between Quartz-Seq and other methods

We carefully compared the quantitative performance of Quartz-Seq/Chip and three reported methods for single-cell transcriptome analysis. To compare the reproducibility of Quartz-Seq and Smart-Seq, four Smart-Seq data sets from the first Smart-Seq paper published by Ramsköld *et al*. were downloaded from the National Center for Biotechnology (NCBI) Gene Expression Omnibus (GEO) repository (GSE38495). We calculated the PCC between pairs of samples using 10 pg of total RNA (see Additional file 3, Figure S7; see Additional file 4, Table S1). The read numbers for the Quartz-Seq and Smart-Seq methods were adjusted to approximately 30 million reads of single-end sequences of 50 bp. The PCC values for Quartz-Seq and Smart-Seq were approximately 0.93 and 0.7, respectively (Figure 3a).

**Figure 3:**
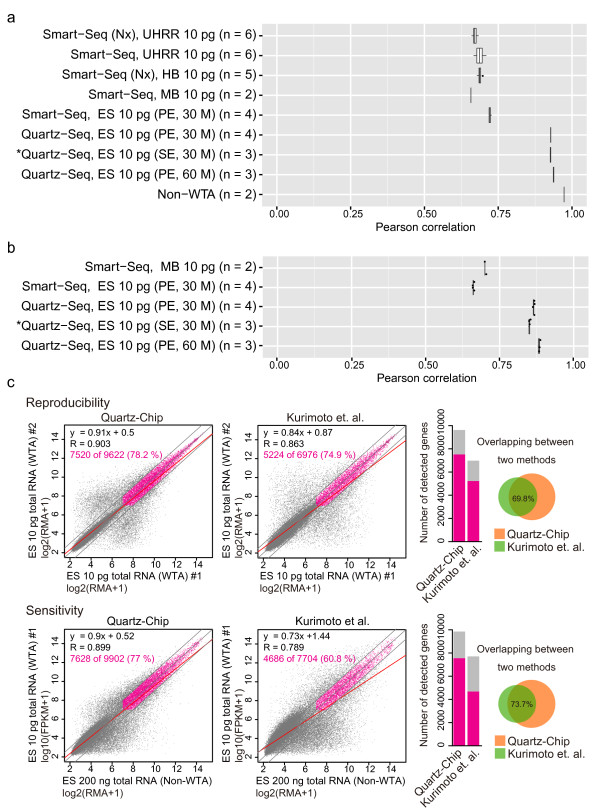
**Comparison of the performances of Quartz-Seq, Quartz-Chip and other methods**. **(a) **Box plot of Pearson correlation coefficients (PCCs) for the technical replication of Quartz-Seq and Smart-Seq with 10 pg diluted total RNA. We reanalyzed the following four original Smart-Seq datasets: mouse brain: MB; human brain (Nextera library preparation kit: HB (Nx); Universal human reference RNA: UHRR and UHRR with the Nextera library preparation kit: UHRR (Nx). The asterisk indicates the downsampling sequence reads from single-cell Quartz-Seq (paired-end (PE), 60 million reads, *n *= 3). **(b) **Box plot of PCCs between conventional RNA-seq and single-cell RNA-seq methods. **(c) **Comparison of our current and previous methods using 10 pg of total ES-cell RNA with GeneChip. Performance of (left) Quartz-Chip, and (right) the Kurimoto *et al*. method. The Kurimoto *et al*. data were reanalyzed using the original sets. The bar plots in the right panels show the numbers of genes that were detected with each method: the gray bars show the total number of genes, and the blue bars indicate the number of detected genes.

We counted highly reproducible transcripts that had FPKM or RPKM (reads per kilobase of exon model per million mapped) greater than 1 and exhibited less than two-fold expression changes between technical replicates. Quartz-Seq detected 8,110.3 ± 100 of 9,872.6 ± 54.4 transcripts (82.1 ± 0.6%), whereas Smart-Seq detected 2,745.5 ± 87.2 of 5,286.6 ± 92.0 transcripts (51.9 ± 0.8%) (human brain), 2,312 of 4,202 transcripts (55.0%) (mouse brain), and 3,706.0 ± 173.5 of 7,388.4 ± 256.2 transcripts (50.1 ± 1.5%) (universal human reference RNA). 

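The additional libraries were 4 Quartz-Seq and 4 Smart-Seq libraries, each from 10 pg of total ES-cell RNA. Smart-Seq is a WTA method based on template switching at the end of reverse transcription, in place of the poly-A tailing of Quartz-Seq. The paper's sample table lists 30.0 M analyzed read pairs for each of the 8 libraries, the number to which the authors adjusted them, with reads of 50 bp. FPKM was greater than 1 for 10971.5 ± 57.1 genes in a Quartz-Seq library and for 5455.3 ± 89.7 genes in a Smart-Seq library (SD, n = 4 each). The FPKM values of a library summed to between 240351 and 258000 for Quartz-Seq and between 1213134 and 1342189 for Smart-Seq. The deposited FPKM values were compared without a further normalization between the methods. Differences between the methods were tested by exact permutation of the method labels over all 70 assignments of the 8 libraries to groups of 4 and 4, which cannot give a p below 0.0286. The labels give no other batch for the Smart-Seq libraries, so the method cannot be told apart from any batch in which they were prepared.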

To confirm the experimental reproducibility, we performed additional Quartz-Seq and Smart-Seq procedures using 10 pg of diluted total RNA from an ES cell (*n *= 4). The read numbers for Quartz-Seq and Smart-Seq were adjusted to approximately 30 million reads of PE sequences of 50 bp. 

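The 6 pairs of Quartz-Seq libraries had a PCC of 0.9281 ± 0.0006 and the 6 pairs of Smart-Seq libraries a PCC of 0.7218 ± 0.0039 (SD, n = 6 pairs each). The difference of 0.2063 was many times the spread between pairs, and no other assignment of the 8 libraries gave a larger one (exact permutation test, p = 0.0286, the smallest p that 4 libraries against 4 allow). The 4 comparisons of PCC and 2-fold share between the methods all gave this p, so Benjamini-Hochberg adjustment over the 4 left it unchanged. With only the genes detected in both libraries of a pair, the difference narrowed to 0.1122, with the same exact p of 0.0286.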

In this comparison, the PCC of Quartz-Seq was approximately 0.93, whereas the PCC of Smart-Seq was approximately 0.72 (Figure 3a). 

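In a pair of Quartz-Seq libraries, 9526.5 ± 25.2 genes had FPKM greater than 1 in both, and 7212.2 ± 54.0 of them (75.71 ± 0.42%) were within 2-fold (SD, n = 6 pairs). In a pair of Smart-Seq libraries, 3691.2 ± 56.4 genes had FPKM greater than 1 in both, and 2260.5 ± 32.0 of them (61.25 ± 1.28%) were within 2-fold (SD, n = 6 pairs). The share was 14.45 percentage points higher for Quartz-Seq (exact permutation of the method labels, p = 0.0286, the smallest possible). Counting genes whose mean FPKM in the pair was greater than 1 widened the difference most, to 29.98 percentage points, whereas quantile normalization narrowed it most, to 7.57 percentage points. Quantile normalization of all samples with the 2-fold limit on FPKM + 1, a setting chosen after seeing the values, gave 9.78 percentage points.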

Quartz-Seq detected 7,739 ± 38.5 of 9,506.1 ± 22.7 transcripts (81.4 ± 0.5%), whereas Smart-Seq detected 2,320.6 ± 34.7 of 3675 ± 100.6 transcripts (63.1 ± 1.3%.

To evaluate the sensitivity of Quartz-Seq and Smart-Seq, we compared the results of conventional RNA-seq (non-WTA) and each method from same pooled total RNA mixture. 

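Each of the 8 libraries was paired with both conventional libraries. The PCC with conventional RNA-seq was 0.8688 ± 0.0028 for Quartz-Seq and 0.6646 ± 0.0018 for Smart-Seq (SD, n = 8 pairs each). Averaged per library, it ranged from 0.8673 to 0.8718 over the 4 Quartz-Seq libraries and from 0.6634 to 0.6672 over the 4 Smart-Seq libraries. The ranges did not overlap, and the difference of means was 0.2042 (exact permutation test, p = 0.0286, the smallest possible with 4 libraries each). After quantile normalization of the compared libraries it was 0.1573, the largest change among the alternatives.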

The PCCs of these comparisons were approximately 0.88 for Quartz-Seq and 0.7 for Smart-Seq (Figure 3b). We also counted highly sensitive transcripts that had FPKM greater than 1 and exhibited less than two-fold expression changes between technical replicates. Using 10 pg ES total RNA, Smart-Seq was capable of detecting 2,906 ± 87.4 of 6,263 ± 149.1 transcripts (46.3 ± 0.5%) whereas Quartz-Seq detected 6,191.2 ± 58.0 of 9,342 ± 134.7 transcripts (66.2 ± 0.6%).

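For Smart-Seq, 4525.6 ± 77.7 genes had FPKM greater than 1 in the amplified and the conventional library, and 781.9 ± 36.6 of them (17.27 ± 0.57%) were within 2-fold (SD, n = 8 pairs). For Quartz-Seq, 9411.6 ± 77.3 genes had FPKM greater than 1 in both, and 4516.5 ± 144.4 of them (47.98 ± 1.30%) were within 2-fold (SD, n = 8 pairs). The share was 30.71 percentage points higher for Quartz-Seq (exact permutation of the labels of the 8 libraries, p = 0.0286, the smallest possible). On the log2 scale, the median ratio of amplified to conventional FPKM was 2.69 for Smart-Seq and 0.703 for Quartz-Seq, so most genes that Smart-Seq detected had FPKM values well above those of conventional RNA-seq. Quantile normalization of each method's libraries with the conventional ones raised the count within 2-fold to 1353.5 genes for Smart-Seq and to 5388.3 genes for Quartz-Seq. The difference between the methods narrowed to 13.95 percentage points in another normalization, of both methods and the conventional libraries together. With the 2-fold limit on FPKM + 1, chosen after seeing the values, it was 16.70 in this joint normalization. It was 12.47 with all samples normalized together and 31.74 with each pair normalized alone. Of the 10617 genes detected by conventional RNA-seq, a Quartz-Seq library detected between 87.54 and 87.97% and a Smart-Seq library between 41.57 and 42.90%.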

Next, we compared the quantitative performance between Quartz-Seq and CEL-Seq. CEL-Seq data sets from the original paper published by Hashimshony *et al*. were downloaded from the NCBI Sequence Read Archive (SRA) (SRP014672). We calculated the PCC between pairs of samples using 10 pg of *C. elegans *total RNA (see Additional file 3, Figure S7; see Additional file 4, Table S1). The PCCs of these comparisons were approximately 0.72. We counted highly reproducible expressed transcripts that had greater than 1.0 tags per million (tpm) and exhibited less than two-fold expression changes between technical replicates. CEL-Seq was capable of reproducibly detecting 2,564 ± 183.8 of 5,196.8 ± 364.9 transcripts (49.3 ± 1.7%). Moreover, we reanalyzed CEL-Seq data with mouse ES cell. We counted highly reproducible expressed transcripts that were greater than 1.0 tpm using the data. CEL-Seq detected 4,070.3 ± 332.4 transcripts in single mouse ES cells (*n *= 9), whereas Quartz-Seq detected 6,069.1 ± 854.9 transcripts in the same cell type (*n *= 35).

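The 35 single ES cells of this count were 20 cells in G1 phase, 7 in S phase and 8 in G2/M phase. In a pair of these cells, 6072.5 ± 554.6 genes had FPKM greater than 1 in both cells (SD, 595 pairs), with a range of 4900 to 7843. Counted per cell in place of per pair, 8008.9 ± 754.3 genes had FPKM greater than 1 (SD, n = 35 cells). When FPKM greater than 1 in either cell was enough, a pair had 9945.3 genes. The CEL-Seq values in the sentence are the paper's, since CEL-Seq data are not in the files analyzed here.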

Subsequently, we compared the quantitative performances of our method and other methods based on the poly-A-tailing reaction. The detailed quantitative performance of the single-cell RNA-seq method of Tang *et al*. using 10 pg total RNA has not been analyzed. Therefore, we evaluated the performance (reproducibility and sensitivity) of the Quartz-Chip and Kurimoto *et al*. methods using a chip array (GeneChip; Affymetrix Inc., Santa Clara, CA, USA) with 10 pg of diluted total RNA. For this comparison, we reanalyzed the original data from Kurimoto *et al*., and compared the results with the Quartz-Chip data. We first compared the technical duplicates to quantify the reproducibility of both protocols (Figure 3c, upper panels). In this analysis, we counted a transcript that had robust multi-array averaging (RMA) expression greater than 7.0 and exhibited less than two-fold expression change between technical duplicates. The Quartz-Chip method was capable of reproducibly detecting 7,520 of 9,622 transcripts (78.2%) in the technical duplicates; however, the Kurimoto *et al*. method detected 5,224 of 6,976 transcripts (74.9%). In addition, 69.8% of the transcripts detected by the Kurimoto method were detected by Quartz-Chip.

We then compared the results of conventional non-WTA GeneChip with the Quartz-Chip and the Kurimoto *et al*. methods to quantify the sensitivity of both protocols (Figure 3c, lower panels). Similarly to the reproducibility analysis, we counted a transcript that had RMA expression greater than 7.0 and exhibited less than two-fold expression changes between the non-WTA GeneChip and the WTA samples (either the Quartz-Chip or the Kurimoto *et al*. methods). The Quartz-Chip method was capable of sensitively detecting 7,557 of 9,849 transcripts (77%), whereas the Kurimoto *et al*. method detected 4,686 of 7,704 transcripts (60.8%). In addition, 73.7% of the transcripts detected by the Kurimoto *et al*. method were also detected by Quartz-Chip.

### Limitations of Quartz-Seq

We investigated whether there are specific transcript structures that have greater noise or are under-represented. 

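GC content and cDNA length were compared with the 4 Quartz-Seq and 4 Smart-Seq libraries of 10 pg adjusted to 30.0 M read pairs and the 2 conventional KAPA libraries. The paper works on isoforms, whereas the deposited values are per gene, so genes were compared here. A gene with FPKM greater than 1 in both conventional libraries (10617 genes) was called unamplified in a library when its FPKM there was more than 4-fold lower than the conventional mean, and amplified when its FPKM was greater than 1 and within 2-fold of it. Each gene took the GC content and length of its longest transcript in the GENCODE vM1 annotation of NCBIM37, the assembly that is mm9. The mean over all transcripts of the gene was an alternative. A transcript was found for at least 99.86% of the unamplified and 99.87% of the amplified genes of every library. Of all genes in the files, 98.09% had a transcript, and the 95495 transcripts had a mean length of 1828.6 bp and a mean GC content of 50.09%. Tests used 1 value per library, because genes within a library are not independent replicates.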

We calculated and compared the GC content and cDNA lengths of the amplified and unamplified isoforms obtained by each single-cell RNA-seq method (see Additional file 1, Figure S11). As expected, we found that the unamplified isoforms from Quartz-Seq had a higher GC content (mean 52.1%) than the amplified isoforms (mean 50.2%). 

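In the 4 Quartz-Seq libraries, the mean GC content was 51.94 ± 0.10% for the unamplified genes and 50.63 ± 0.06% for the amplified genes (SD, n = 4 libraries). The difference of 1.306 percentage points was positive in all 4 libraries, from 1.169 to 1.402 (exact sign-flip permutation test, p = 0.125, the smallest p that 4 libraries allow). It is small beside the spread between genes of a library, whose SD averaged 6.52 percentage points among the unamplified and 6.13 among the amplified genes. When genes more than 4-fold different in either direction were counted as unamplified, which adds genes that Quartz-Seq raised, the difference reversed to -0.332 percentage points. The legend of Figure S11 gives a change of more than 4-fold without naming a direction, so its wording covers this setting too. The paper takes the higher GC content of the unamplified isoforms as what a method based on PCR amplification would give.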

In addition, the unamplified isoforms from Quartz-Seq had a higher GC content (mean 52.1%) than those from Smart-Seq (mean 51.5%). 

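The unamplified genes of Smart-Seq had a mean GC content of 50.62 ± 0.02%, against 51.94 ± 0.10% for those of Quartz-Seq (SD, n = 4 libraries each). The difference was 1.320 percentage points (exact permutation of the method labels, p = 0.0286, the smallest possible). The groups of genes differ in size, with 1485.3 unamplified genes per library for Quartz-Seq and 6331.8 for Smart-Seq. Among genes with FPKM greater than 10 in conventional RNA-seq the difference was 0.070 percentage points and smaller than the spread between libraries (exact permutation test, p = 0.543).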

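The longest transcript of the unamplified genes of Quartz-Seq had a mean length of 2373.1 ± 17.9 bp, and that of the amplified genes 3220.0 ± 32.3 bp (SD, n = 4 libraries). The difference was -846.9 bp, with the same sign in all 4 libraries, from -883.6 to -798.0 (exact sign-flip permutation test, p = 0.125, the smallest p that 4 libraries allow). As means over all transcripts of a gene, the lengths were 1661.9 bp and 2122.1 bp. In the alternative that moved the difference most, only genes with FPKM greater than 10 in conventional RNA-seq were counted, and the difference was -1552.3 bp. Among genes matched for expression in conventional RNA-seq it was -911.9 bp. In its discussion, the paper reasons that a longer cDNA generates more reads and is therefore detected more sensitively than a shorter cDNA.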

In the analysis of cDNA lengths, we found that the unamplified isoforms from Quartz-Seq had a shorter cDNA length (mean 1,684.0 bp) than the amplified (or detected) isoforms (mean 2558.6 bp).

We then represented the detailed comparison of technical noise between different polymerases. We performed Quartz-Seq with Ex Taq DNA polymerase (TaKaRa) instead of MightyAmp DNA polymerase because Ex Taq DNA polymerase has been used in previous methods (Kurimoto *et al*. and of Tang *et al*.) that were based on the poly-A-tailing reaction. We calculated the GC contents and cDNA lengths of the amplified and unamplified isoforms (see Additional file 1, Figure S11). Using Quartz-Seq, the unamplified isoforms produced by MightyAmp had a higher GC content (mean 52.1%) than those produced by Ex Taq (mean 51.7%), while the unamplified isoforms produced by MightyAmp had a shorter cDNA length (mean 1,684.0 bp) than those produced by Ex Taq (mean 2,481.1 bp).

### Single-cell Quartz-Seq detects different cell types

Heterogeneous cell populations, such as cultured cell lines and tissues, are composed of various types of single cells, which have different gene-expression patterns. We therefore tested whether single-cell Quartz-Seq can distinguish between different cell types and whether it can detect the differentially expressed genes that are characteristic of each cell type. 

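The values analyzed were from 12 single ES cells and 12 single primitive endoderm (PrE) cells, all sorted in G1 phase, each amplified by Quartz-Seq and sequenced as paired reads of 50 bp. The PrE cells had been differentiated from ES cells for 72 h, and the sample labels give 6 to 7 pg of total RNA for an ES cell and 6 pg for a PrE cell. The paper's sample table lists 34.37 to 54.69 M analyzed read pairs per ES cell (median 44.38 M) and 38.97 to 51.79 M per PrE cell (median 44.27 M). The steps between the lowest FPKM values of the cells gave relative depths within 17.08% of these numbers for the ES cells and within 20.02% for the PrE cells. FPKM was greater than 1 for 7885.7 ± 500.1 genes in an ES cell and 8116.3 ± 487.5 genes in a PrE cell (SD, n = 12 each). A second set of 8 ES cells in G1 phase, amplified independently, served as an alternative to these 12 ES cells. The authors' FPKM values were used as they were, on a log10 or log2 scale after adding 1, and a difference on that scale understates the change of weakly expressed genes. Cells were clustered by Ward linkage on 1 - Pearson correlation. Each gene with FPKM greater than 1 in at least 3 of the 24 cells was tested by an exact Wilcoxon rank-sum test with Benjamini-Hochberg adjustment. The paper names the Wilcoxon rank test and the Ward function but states neither a significance threshold nor the distance between cells. The labels give no amplification batch for the PrE cells, so they cannot tell cell type and batch apart. A batch confined to the single cells is argued against by the separate samples of 50 ES and 50 PrE cells. There 97.79% of the 3213 genes that differed between single cells had the same direction, against 71.69% of the 9287 other genes. A batch shared with those samples stays open.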

We performed single-cell Quartz-Seq with 12 mouse ES cells and with 12 primitive endoderm (PrE) cells that are directly differentiated from ES cells [21]. We collected single cells directly into PCR tubes using fluorescence-activated cell sorting (FACS), as previously reported [22]. In this system, all sorted cells were readily discerned as single cells (see Additional file 1, Figure S13). We successfully obtained amplification products from almost all of these single cells (98%, *n *= 50, see Additional file 1, Figure S13). The ES and PrE cells were collected during the G1 phase of the cell cycle (see Additional file 1, Figure S12). Although the cell population that combined cells from all cell-cycle phases contained an average of approximately 10 pg of total RNA per cell, the cells in G1 phase contained only approximately 6 pg of total RNA per single cell (see Additional file 1, Figure S14).

We first performed a cluster analysis of all the transcripts from all of the samples. The global expression patterns of the ES and PrE cells were clearly divided into two clusters (Figure 4a). 

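In the clustering of the 12 ES and 12 PrE cells over all genes, the 2 top clusters held the 12 ES cells and the 12 PrE cells, without a cell in the cluster of the other type. The branches joined at a height of 0.957, whereas every cell had joined a cluster of its own type by a height of 0.250. The cells were divided by type in all 1000 of 1000 bootstrap resamplings of the genes. The PCC was 0.791 ± 0.018 between ES cells (SD, 66 pairs), 0.807 ± 0.019 between PrE cells (66 pairs) and 0.736 ± 0.020 between an ES and a PrE cell (144 pairs). The mean PCC within a type exceeded that between types by 0.0630 (permutation test of the cell labels, p = 1e-05, the smallest p that 100000 resamples allow), and by 0.0547 with only the genes detected in both cells of a pair. Average linkage, Euclidean distance and a filter on weakly expressed genes all placed 24 of 24 cells with their type, and with the second set of ES cells added 32 of 32 cells were. From this division, the paper concludes that the global expression patterns of the cell types are distinct.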

A heat map of the ES and PrE marker genes and the non-differentially expressed genes is shown in Figure 4b. We detected 1,620 and 1,436 differentially expressed genes in the ES and PrE cells, respectively. 

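Of 12655 genes tested, 1419 were higher in the ES cells and 1794 higher in the PrE cells at an adjusted p under 0.05 (exact Wilcoxon rank-sum test, 12 cells each, with Benjamini-Hochberg adjustment). For 107 of the genes higher in ES cells and 159 of those higher in PrE cells, every cell of the higher type exceeded every cell of the other (exact p = 7.4e-07, the smallest possible). On simulated values with an 8-fold change in 200 genes, the same test found 83 of the changed genes among genes with mean FPKM greater than 5 and 181 among genes detected in all 12 cells, so it misses many changes in genes that only some cells express. The counts moved most under the rule in the legend of Figure 5, a mean FPKM above 2 in the higher type and below 1 in the lower, which left 417 and 470 genes. With the second set of ES cells in place of the first, 1257 and 1621 genes differed. Of the 3050 genes tested in both comparisons and differing in the first, 3018 changed in the same direction and 2035 differed again. Both comparisons use the same 12 PrE cells, so part of this agreement is built in. The cells are numbered 1 to 12 in both types, and limma was fitted with and without this number as a block, with the pairing taken from the labels. Without the block, limma gave 989 and 1329 genes, and with it 859 and 1235. The deviations of same-numbered ES and PrE cells from their group means had a correlation of 0.0080 across genes (12 pairs), against -0.0007 for cells with different numbers, a difference that a permutation test did not separate from chance (p = 0.083).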

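The ES marker genes were expressed in ES cells and were low or absent in PrE cells. Coordinates are those of NCBIM37 (mm9). *Nanog* (ENSMUSG00000012396, chromosome 6, 122657507 to 122664651, protein coding) had an FPKM of 199.6 ± 73.6 in ES cells (SD, n = 12) and was greater than 1 in 12 of 12 of them and in 0 of 12 PrE cells. *Pou5f1* (ENSMUSG00000024406, chromosome 17, 35642982 to 35647721, protein coding) had an FPKM of 354.2 ± 114.0 in ES and 50.3 ± 52.5 in PrE cells (SD, n = 12 each). *Fgf4* (ENSMUSG00000050917, chromosome 7, 152047291 to 152051148, protein coding) had 45.8 ± 30.9 in ES cells, where 10 of 12 cells exceeded FPKM 1, and 0 of 12 PrE cells did. Of the PrE marker genes, *Gata4* (ENSMUSG00000021944, chromosome 14, 63817759 to 63890529, protein coding) had an FPKM of 415.3 ± 141.3 in PrE cells (SD, n = 12). It was 0 in all 12 ES cells of the first set. It exceeded FPKM 1 in 1 of 8 G1 ES cells of the second set (46.9) and 1 of 8 G2/M cells (16.0). *Gata6* (ENSMUSG00000005836, chromosome 18, 11052508 to 11085633, protein coding) had 173.5 ± 129.8 in PrE and 0.25 ± 0.69 in ES cells. *Dab2* (ENSMUSG00000022150, chromosome 15, 6249788 to 6390712, protein coding) had 745.4 ± 382.2 in PrE and 1.9 ± 6.7 in ES cells, where 1 of 12 cells exceeded FPKM 1. The files hold a second entry for *Dab2*, ENSMUSG00000079102 (chromosome 15, 6279556 to 6287206), which was 0 in all 24 cells.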

These differentially expressed genes included the ES marker genes (for example, *Nanog*, *Pou5f1*, and *Fgf4*) and the PrE marker genes (for example, *Gata4*, *Gata6*, and *Dab2*). 

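Among the 12 ES cells of the first set and the 12 PrE cells, each of these 6 marker genes separated the types without overlap. The higher values were in the type that the gene marks. For each gene the exact Wilcoxon rank-sum test gave p = 7.4e-07, the smallest that 12 cells against 12 allow (adjusted p = 3.5e-05). For *Fgf4*, the lowest ES cell (0.049) and the highest PrE cell (0.012) were both below FPKM 1. Other ES cells overlapped with PrE cells. A G2/M cell had a *Gata6* FPKM of 8.41, above the lowest PrE cell (6.15). The lowest *Pou5f1* value of the second G1 set (138.9) was below the highest PrE cell (159.7). The differences of ES minus PrE on the log2(FPKM + 1) scale were 7.56 for *Nanog*, 4.01 for *Pou5f1* and 4.72 for *Fgf4*, and -8.58 for *Gata4*, -6.62 for *Gata6* and -8.96 for *Dab2*. Their standard errors from limma were 0.26, 0.72 and 0.66 for the ES markers and 0.28, 0.53 and 0.46 for the PrE markers. Of the alternatives, a pseudocount of 0.1 moved these differences most, to 10.85 for *Nanog* and -11.99 for *Dab2*. Further genes were taken from those that the paper does not name and that separated the types without overlap. Of these, *Ifitm1*, *Igfbp2*, *Trh*, *Lefty2* and *Chchd10* had the largest differences toward ES cells, from 8.89 for *Ifitm1* to 7.83 for *Chchd10*. Toward PrE cells these were *Srgn*, *Hs3st1*, *Cryab*, *Col4a1* and *F3*, from -11.20 for *Srgn* to -8.58 for *F3*.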

In addition, these marker genes had clear differential expression between the ES and PrE cells. 

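*Gnb1l* (ENSMUSG00000000884, chromosome 16, 18498861 to 18566772, protein coding) had an FPKM of 9.2 ± 14.9 in ES and 7.8 ± 16.8 in PrE cells (SD, n = 12 each) and exceeded FPKM 1 in 4 of 12 ES cells and 3 of 12 PrE cells. Its difference was not larger than the spread between cells (exact Wilcoxon rank-sum test, adjusted p = 0.552), and with so few cells expressing it a difference would be hard to detect. *Gnb2l1* (ENSMUSG00000020372, chromosome 11, 48613834 to 48619936, protein coding) was detected in all 24 cells, with an FPKM of 3981.0 ± 636.4 in ES and 3360.3 ± 815.6 in PrE cells (adjusted p = 0.141 by the same exact test). *Eef1b2* (ENSMUSG00000025967, chromosome 1, 63223399 to 63227060, protein coding) was also detected in every cell, with an FPKM of 2701.0 ± 345.6 in ES and 2212.4 ± 558.1 in PrE cells (adjusted p = 0.141). With the second set of ES cells in place of the first, the log2 difference of *Eef1b2* moved from 0.324 to 0.059, while that of *Gnb2l1* rose from 0.267 to 0.402 (exact Wilcoxon rank-sum test, adjusted p = 0.0501). With both sets of ES cells it was 0.321 for *Gnb2l1*, with an adjusted p of 0.0334 by the same exact test, so whether *Gnb2l1* differs depends on the ES cells used. The paper contrasts the even expression of such genes with the marker genes.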

By contrast, the non-differentially expressed genes, such as *Gnb1 l *and *Eef1b2*, did not exhibit a differential expression pattern (Figure 4b).

**Figure 4:**
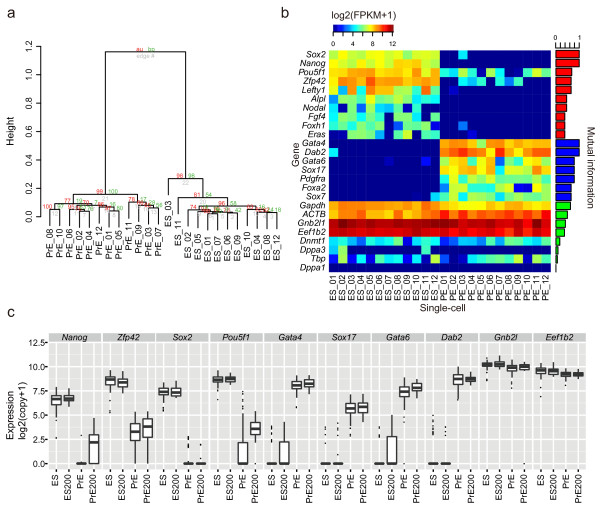
**Single-cell Quartz-Seq detects different cell types**. Results of single-cell Quartz-Seq with 12 embryonic stem (ES) cells and 12 primitive endoderm (PrE) cells. **(a) **Clustering of all samples. **(b) **Heat map of the marker genes for ES and PrE cells and the housekeeping genes. The bar plot in the right panel shows the mutual information (MI); a high degree of MI indicates high differential expression between two cell states. **(c) **Verification of the expression pattern between single cells using amplification-free single-cell quantitative (q)PCR. The gene-expression data for single cells correspond to the ES (*n *= 96 single ES cells in the G1 phase of the cell cycle), PrE (*n *= 96 single PrE cells in the G1 phase), ES200 (*n *= 40 single-cell-sized samples from pooled lysis of ES cells in the G1 phase), and PrE200 (*n *= 40 single-cell-sized samples from pooled lysis of PrE cells in the G1 phase) groups. The ES and PrE box plots represent the gene-expression variability, which includes the biological variability and the experimental error, while the ES200 and PrE200 box plots represent the gene-expression variability due to experimental error.

We then validated the expression patterns of the ES and PrE marker genes and the non-differentially expressed genes using an amplification-free single-cell qPCR method. To avoid any amplification bias, we directly detected the gene expression from single cells without amplification (see details in Materials and methods). The results show expression patterns for the ES and PrE cell markers and the non-differentially expressed genes that were highly correlated with the single-cell RNA-seq data. The gene-expression levels of *Pou5f1 *and *Zfp42 *were dramatically decreased in the majority of the single PrE cells. However, the gene-expression levels of *Pou5f1 *and *Zfp42 *remained high in a small number of single PrE cells (Figure 4c). 

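In single-cell Quartz-Seq, the median FPKM of *Pou5f1* (chromosome 17, 35642982 to 35647721 in mm9) was 314.7 in the 12 ES cells and 32.6 in the 12 PrE cells. It exceeded FPKM 1 in 9 of the 12 PrE cells, and the highest PrE cells had 159.7 and 127.4. The median FPKM of *Zfp42* (ENSMUSG00000051176, chromosome 8, 44380422 to 44392363) was 490.5 in the ES cells and 3.86 in the PrE cells. It exceeded FPKM 1 in 6 PrE cells, and the highest PrE cells had 40.7 and 39.1. The lowest ES cell had an FPKM of 178.9 for *Pou5f1* and 235.8 for *Zfp42*, and 0 of 12 PrE cells reached these values. In the second set of G1 ES cells the lowest *Pou5f1* value was 138.9 and in S cells 125.7, both below the highest PrE cell. For *Zfp42* the lowest values in these groups were 151.8 and 273.6, above every PrE cell. With a pseudocount of 0.1 the log2 difference of ES minus PrE rose from 6.53 to 8.11 for *Zfp42* and from 4.01 to 4.53 for *Pou5f1*. The qPCR measurements are not in the files analyzed here. From the PrE cells that kept these transcripts, the paper concludes that sequencing and qPCR show the same trend.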

This trend was observed in both the single-cell Quartz-Seq and the amplification-free single-cell qPCR methods.

### Single-cell Quartz-Seq detects the different cell-cycle phases of a single cell type

In addition to being a result of different cell types, gene-expression heterogeneity can also result from different cell-cycle phases. To investigate the performance limits of the single-cell Quartz-Seq method, we tested whether this method is able to distinguish cell-cycle-dependent heterogeneity among ES cells.

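The cells of this comparison were 35 single ES cells sorted by cell-cycle phase, 20 in G1 phase (12 cells of the first and 8 of the second amplification set), 7 in S phase and 8 in G2/M phase, together with the 12 PrE cells in G1 phase. The sample labels give 6 to 7 pg of total RNA for a G1 cell, 8 to 9 pg for an S cell and 14 pg for a G2/M cell. They give no amplification set for the S and G2/M cells, so a difference between phases cannot be fully separated from a difference between sets. The paper's sample table lists 30.91 to 43.33 M analyzed read pairs for the 8 G1 cells of the second set (median 37.19 M), 37.21 to 56.51 M for the S cells (median 44.09 M) and 38.10 to 45.42 M for the G2/M cells (median 42.37 M). PCA was run on log10(FPKM + 1) of the genes with FPKM greater than 1 in at least 3 cells, centered and not scaled. The separation of phases was measured as the share of the squared distance on principal components 1 to 3 that lies between the phases, with a permutation test of the phase labels.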

We performed single-cell Quartz-Seq with ES cells in different cell-cycle phases (G1, S, and G2/M) and then used principal components analysis (PCA) to analyze the results. 

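PCA of the 47 cells over 13923 genes put 13.81% of the variance on the first component. The 35 ES cells had scores from -16.37 to -8.55 on it and the 12 PrE cells scores from 33.74 to 39.63, leaving a gap of 42.29 between the types. On the first 3 components, 68.28% of the squared distance lay between ES and PrE cells (permutation test, p = 1e-05, the smallest that 100000 resamples allow). The paper reads these separate groups as the ES and PrE clusters.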

The single PrE cells and the single ES cells formed two clearly divided clusters: the ES and PrE clusters (see Additional file 1, Figure S15a; see Additional file 5, Supplementary movie 1). 

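Without the PrE cells, the first 3 components held 4.89, 4.61 and 4.02% of the variance of 13097 genes. The phases accounted for 33.62% of the squared distance between the 35 ES cells on these components (permutation test, p = 1e-05, the smallest that 100000 resamples allow). With distances of 1 - Pearson correlation over all genes in place of the components, the share was 8.17%, and with the G1 cells of the second set only it was 43.38%, with the same permutation p of 1e-05 in both. The distance between the phase means on the components was 24.69 for G1 and S, 16.30 for G1 and G2/M and 23.98 for S and G2/M, against a mean distance of 16.33 from a G1 cell to the G1 mean. All 3 pairs of phases differed by exact permutation tests, with adjusted p values of 2.7e-05 for G1 and S, 0.0030 for G1 and G2/M and 0.00023 for S and G2/M. On the first component, S cells 4 to 7 scored from -35.55 to -19.62 and had 6767 to 7144 genes with FPKM greater than 1. S cells 1 to 3 scored from -3.88 to -0.82 and had 7846 to 8096 such genes. The score followed this number within the S cells (r = 0.944). The distance of the S cells thus rests largely on cells with few detected genes, and yield and phase were not told apart. Of all cells, 27 of 35 were nearest to the mean of their own phase. Of the 20 G1 cells, 5 were nearest to the G2/M mean, and of the 7 S cells 2 were nearest to the G2/M mean and 1 to the G1 mean, while all 8 G2/M cells were nearest to their own.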

When the single PrE cells were excluded, the single ES cells from each cell-cycle phase formed three different clusters, although a few single cells from the G1 and S phases were close to the G2/M cluster (see Additional file 1, Figure S15b; see Additional file 6, Supplementary movie 2). 

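On the first 3 components of the 47 cells, the means of the ES and PrE cells were 49.23 apart, and those of G1 ES and G1 PrE cells 49.80. Between ES cells of different phases, the means were 24.36 apart for G1 and S, 15.37 for G1 and G2/M and 22.84 for S and G2/M. The share of squared distance that lay between groups was 68.28% for the cell types over all 47 cells and 48.38% for the phases among the ES cells (permutation test, p = 1e-05 for each, the smallest possible).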

As expected, the differences between the cell-cycle phases were smaller than the difference between the stem cells and the more differentiated cells. 

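Expression that follows the cell cycle was examined with 23 G2/M and 24 S phase marker genes, a list drawn up after the files had arrived. Their mean log2(FPKM + 1) per cell for the G2/M genes was 5.86 ± 0.40 in the 8 G2/M cells and 3.71 ± 0.94 in the 20 G1 cells (SD). The difference of 2.16 exceeded the spread between cells (exact permutation test, p = 1.61e-06). With only the 8 G1 cells of the second set it was 2.06 (exact permutation test, p = 0.000155, the smallest that 8 cells against 8 allow). For the S phase genes the mean was 5.08 ± 0.41 in the 7 S cells and 4.92 ± 0.61 in the 20 G1 cells (SD). The difference of 0.16 was within the spread (exact permutation test, p = 0.529). With only the G1 cells of the second set it was -0.150 (exact permutation test, p = 0.397). The number of genes with FPKM greater than 1 was 9083.9 ± 338.0 in a G2/M cell, 7782.1 ± 459.9 in a G1 cell and 7428.4 ± 562.2 in an S cell (SD). The excess of 1301.8 genes in G2/M over G1 cells had a permutation p of 1e-05, the smallest possible. At FPKM greater than 10 it was 383.0 genes (permutation test, p = 0.0022). From G1 to S cells the number fell by 353.6, a difference within the spread between cells (permutation test, p = 0.110). From the separate positions of the phases in the PCA, the paper concludes that Quartz-Seq detects cell-cycle phases within a cell type.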

Despite these smaller differences, the single-cell Quartz-Seq method was able to detect the different cell-cycle phases within a single cell type.

### Single-cell Quartz-Seq reveals that the gene expression fluctuations in a single cell type in the same cell-cycle phase

If the differences associated with the different cell types and cell-cycle phases are excluded, there still remains a small amount of heterogeneity due to the fluctuations in gene expression among single cells.

To test whether single-cell Quartz-Seq can detect these gene-expression fluctuations, we calculated and plotted the standard deviations from two independently amplified sets of single-cell Quartz-Seq data (*n *= 12 and *n *= 8) of ES cells in G1 phase (Figure 5a). 

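The 2 sets were 12 and 8 single ES cells in G1 phase that the labels list as separate amplifications. The paper's sample table lists 34.37 to 54.69 M analyzed read pairs per cell for the first set (median 44.38 M) and 30.91 to 43.33 M for the second (median 37.19 M). FPKM was greater than 1 for 7885.7 ± 500.1 genes per cell in the first set (SD, n = 12) and 7626.6 ± 367.4 in the second (SD, n = 8). The SD of log10(FPKM + 1) was taken for each gene over the cells of a set. Pearson correlation and linear regression then ran across the genes, which are not independent replicates. For each of the 14253 genes whose variance was above 0 in both sets, a two-sided F-test compared the variances, with Benjamini-Hochberg adjustment. The F-test assumes normally distributed values, which the many cells with FPKM 0 do not give. The numbers of genes were therefore compared with those from 100 splits of the same 20 cells into 12 and 8, the real one and random ones.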

The PCC of these standard deviations from two independent sets was approximately 0.85 (Figure 5a). 

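Across all genes in the files, the SDs of the first and second set of G1 cells had a Pearson correlation of 0.851, with a regression slope of 0.832 and an intercept of 0.014. Many of these genes were not expressed, and 19744 of them had no variance in either set. Among the 11889 genes with FPKM greater than 1 in at least 3 of the 20 cells, the correlation was 0.670, the lowest among the alternatives. After the trend of the SD on mean expression was removed in those genes, it was 0.7504. In 100 splits of the 20 cells into 12 and 8, the real one among them, the random splits had correlations from 0.8498 to 0.8599 with a median of 0.8549, and 3 of them were below that of the amplification sets.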

We performed an F-test of the equality of the two Quartz-Seq data variances to identify reproducible gene-expression fluctuations (false-discovery rate (FDR) > 0.6). 

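Of the 14253 genes with variance in both sets, 10098 (70.85%) had an adjusted p above 0.6 in the F-test, the paper's limit for a variance that did not differ. At an adjusted p under 0.05, the variances of 1605 genes differed, 955 of them larger in the first set and 650 in the second. A further 2810 genes had variance in only 1 set, and these and the genes without variance in either set could not be tested. The count of variances that did not differ moved most, to 12648 genes, with an adjusted p above 0.05 as the limit. It was 9996 of 11786 genes with FPKM greater than 1 in at least 3 of the 20 cells.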

Variances in 17,064 gene expressions were reproducibly observed. These results suggest that the gene-expression fluctuations detected by single-cell Quartz-Seq are highly reproducible and thus not due to experimental errors.

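Random splits of the 20 G1 cells into 12 and 8 gave a median of 10157 genes whose variance did not differ (range 9531 to 10557), against 10098 between the amplification sets. They gave a median of 2060 genes with differing variances (range 1790 to 2235), against 1605 between the sets, all among the genes that could be tested. The amplification sets had the fewest such genes, 14253 against 14473 to 14957 in the random splits, so the counts leave out genes that varied in only 1 set. As a measure of experimental error, the SD of each gene was also taken over 6 single-cell-sized samples of a pooled PrE lysate and over 12 single PrE cells. Over 11718 genes, the mean variance of log10(FPKM + 1) was 0.180 in the pooled samples and 0.261 in the single cells, a ratio of 1.45. The variance was higher in the single cells for 73.82% of these genes. The SDs of pooled samples and single cells had a correlation of 0.823 across genes, or 0.690 after the trend on mean expression was removed. From the similarity of the variances in the independent sets, the paper reasons that the fluctuations do not come from experimental error.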

**Figure 5:**
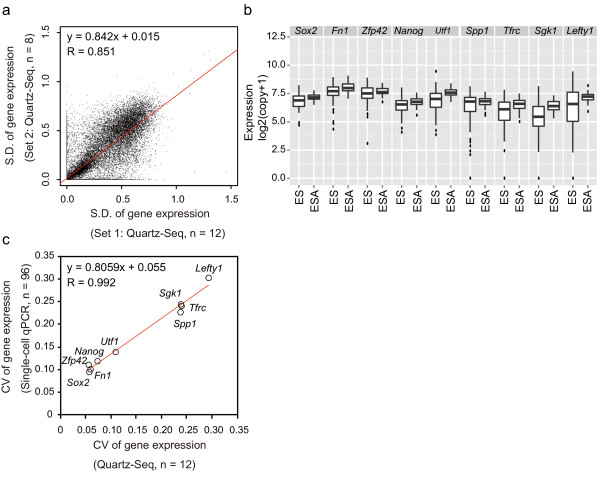
**Single-cell Quartz-Seq reveals fluctuations in global gene expression in a single cell type in the same cell-cycle phase**. **(a) **The × and Y axes represent the standard deviation (SD) of gene expression from the different datasets from single-cell Quartz-Seq with single embryonic stem (ES) cells that were all in the G1 phase of the cell cycle (*n *= 12, *n *= 8). **(b) **We detected expression of nine genes (*Fn1*, *Zfp42*, *Sgk1*, *Tfrc*, *Utf1*, *Lefty1*, *Nanog*, *Sox2*, and *Spp1*) by amplification-free single-cell quantitative (q)PCR with single ES cells in the G1 phase.The nine genes were selected from the ES cell differentiated genes (ES: fragment per kilobase of transcript per million fragments sequenced (FPKM) > 2; PrE: FPKM < 1). The plot shows the gene expression for the single-cell analysis of ES (*n *= 96 single ES cells in the G1 phase of the cell cycle) and ESA samples (*n *= 48 'averaged' single-cell samples from 300 pooled ES cells in the G1 phase). The ES single-cell box plots represent the gene-expression variability that contains the biological variability and the experimental error, while the ESA sample box plots represent the gene-expression variability due to experimental error. **(c) **The × axis represents the coefficient of variation (CV) of the gene expression from single-cell Quartz-Seq data with single ES cells in the G1 phase of the cell cycle (*n *= 12). The Y axis represents the CV of the gene expression from amplification-free single-cell qPCR with ES cells in the G1 phase of the cell cycle (*n *= 96). The CVs of the gene expression are plotted for the nine genes. The red lines represent regressions.

To further validate the observed gene-expression fluctuations using an independent experimental method, we used amplification-free single-cell qPCR to assess the gene expression of nine genes (Figure 5b), which were selected according to their gene-expression levels. To assess both the gene-expression fluctuations and the experimental errors, we prepared samples from single cells (for the assessment of the gene-expression fluctuations) and single-cell-sized samples of pooled cells (for the assessment of the experimental errors). We expected that, if the gene-expression fluctuations detected by single-cell Quartz-Seq were not solely due to experimental errors, the gene-expression fluctuations detected by the single-cell qPCR of the single-cell samples would be greater than the experimental errors detected from the pooled samples. As expected, we found that the gene-expression fluctuations detected by single-cell qPCR for the single-cell samples were indeed significantly greater than the experimental errors detected from the pooled samples (F-test, *P*<0.001, Figure 5b). This result indicates that single-cell qPCR can clearly distinguish gene-expression fluctuations from experimental errors.

If the single-cell Quartz-Seq method quantitatively detects gene-expression fluctuations, we also expected that the gene-expression fluctuations would be highly correlated between the single-cell Quartz-Seq and the qPCR methods. To confirm this, we compared the single-cell Quartz-Seq data with the single-cell qPCR data. To compare these two different platforms (single-cell Quartz-Seq and qPCR), we chose to use a relative measure, such as coefficient of variation (CV), rather than an absolute measure, such as standard deviation. 

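For the Quartz-Seq side of this comparison, the CV of log2(FPKM + 1) was computed over the 12 G1 ES cells of the first set for each of the 9 genes. It was highest for *Lefty1*, with 26.7 ± 5.0% (jackknife SE, n = 12 cells), followed by *Spp1* with 22.6 ± 7.3%, *Tfrc* with 22.5 ± 11.8% and *Sgk1* with 21.5 ± 5.4%. *Utf1* had a CV of 10.9 ± 2.0%, *Nanog* 7.0 ± 0.8%, *Fn1* 5.7 ± 1.9%, *Zfp42* 5.4 ± 1.5% and *Sox2* 5.4 ± 1.5%. The CVs of *Lefty1*, *Spp1*, *Tfrc* and *Sgk1* lay within their errors of each other. Taken on FPKM without the logarithm, the CVs were from 25.0% for *Sox2* to 99.7% for *Lefty1*. In the 8 cells of the second set, *Sgk1* had the highest CV with 55.4% and *Nanog* the lowest with 3.5%. Across the 9 genes, the CVs of the sets had a Pearson r of 0.764 (exact permutation test, p = 0.0217) and a Spearman rho of 0.583 (exact permutation test, p = 0.108). Without the 2 genes farthest from the median of the first set, r was 0.630 (exact permutation test, p = 0.135, 7 genes). In 3 pooled-lysate ES samples, which hold no differences between cells, the CV of *Fn1* was 10.3%, above that in the single cells of either set. The other genes had lower CVs there than in the first set, from 1.4% for *Tfrc* to 8.8% for *Spp1*. *Sox2*, with 4.7%, came close to its single-cell value. The genes are not independent replicates, and the qPCR values are not in the files analyzed here. From the correlation of CVs between Quartz-Seq and qPCR, the paper proposes that Quartz-Seq detects fluctuations quantitatively.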

As expected, we found that the CVs of the single-cell Quartz-Seq approach were highly correlated with those obtained with single-cell qPCR (PCC for the CVs was 0.992) (Figure 5c), suggesting that the single-cell Quartz-Seq method quantitatively detects gene-expression fluctuations.

To assess the functional features of fluctuated genes, we performed over-representation analysis using the Gene Ontology and the REACTOME pathway database for single-cell Quartz-Seq with 20 mouse ES cells in G1 phase (see Additional file 1, Figure S16). First, we performed clustering using PCA to collect groups of similar fluctuated genes. 

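PCA of the 20 G1 ES cells, 12 of the first set and 8 of the second, used 11889 genes with FPKM greater than 1 in at least 3 cells. The first 3 components held 7.26, 6.70 and 6.19% of the variance. Scores on the first component were from -27.14 to 18.50 in the first set and from -1.17 to 20.57 in the second, and the mean of the second set was higher by 17.89 (exact permutation test, p = 0.0056). The second component was dominated by cell 12 of the first set, with a score of -54.89 against a range of -7.29 to 12.21 for the other cells. The Gene Ontology and pathway annotations are not in the files analyzed here, so the over-representation itself was not recomputed.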

Each principal component was calculated using a hypergeometric test with the Gene Ontology and REACTOME pathway database. We found that the chromosome maintenance, G1/S−specific transcription, and RNA polymerase II transcription pathways were significantly over-represented in PC 1.

## Discussion

In this study, we established a novel WTA method that is optimized for single-cell RNA-seq, and detects gene-expression heterogeneity between individual cells. This WTA method for single-cell Quartz-Seq is substantially easier to perform than other previously developed methods that are based on the poly-A-tailing reaction [18,19] (see Additional file 1, Figure S1). For example, the Kurimoto *et al*. method requires approximately 17 PCR tubes and 11 reaction steps for a single cell [18], whereas the single-cell Quartz-Seq amplification, requires only 1 PCR tube and 6 reaction steps per single cell; all of the steps are completed in a single PCR tube without any purification. These improvements, which drastically simplify the single-cell Quartz-Seq method, will be useful for high-throughput production of single-cell preparations.

In addition to its simplicity, the single-cell Quartz-Seq method is highly quantitative (Figure 2). We validated the performance of single-cell Quartz-Seq using 10 pg samples of purified total RNA prepared from pooled cell populations, and found that the quantitative performance of single-cell Quartz-Seq was better than that of previously developed single-cell methods (Figure 3). Moreover, Quartz-Seq was useful for the analysis of cell subpopulations (50 cells containing 300 to 350 pg of total RNA) with highly quantitative performance (*R *= 0.99; see Additional file 1, Figure S17).

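For samples of 50 cells, which the labels describe as holding 300 to 350 pg of total RNA, the files hold 2 ES and 2 PrE samples. The paper's sample table lists 48.95 and 72.68 M analyzed read pairs for the ES samples and 54.94 and 56.60 M for the PrE samples. The ES samples had a PCC of 0.9897 (1 pair), and 10092 of the 10409 genes with FPKM greater than 1 in both (96.95%) were within 2-fold. The PrE samples had a PCC of 0.9885 (1 pair), with 95.95% of 10479 genes within 2-fold. With a single pair of each type there is no replicate error for these values. With Spearman correlation in place of Pearson, the values were 0.942 for each type. The paper takes the correlation between samples of 50 cells as evidence that Quartz-Seq is suited to small subpopulations.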

Any method based on PCR amplification will have difficulty amplifying transcripts with an extremely high GC content, and thus we would expect these to be under-represented in the Quartz-Seq. We performed a detailed comparison of technical noise between different polymerases, and found that Quartz-Seq is more robust against high GC content when MightyAmp DNA polymerase is used for amplification of GC-rich sequences compared with Ex Taq DNA polymerase.

In the analysis of cDNA lengths in each method, we found that the unamplified isoforms from Quartz-Seq had a shorter cDNA length (mean 1,684.0 bp) than the amplified isoforms (mean 2558.6 bp). This seems counterintuitive but can be explained by the principle of massively parallel sequencing with WTA, in which a longer cDNA generates more reads and therefore can be detected more sensitively than a shorter cDNA (see Additional file 1, Figure S11d). 

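As means over all transcripts of a gene, the unamplified genes of Quartz-Seq had a cDNA length of 1661.9 ± 13.5 bp (SD, n = 4 libraries). All 95495 transcripts of the annotated genes in the files had a mean length of 1828.6 bp. Every library lay below it, from 1642.6 to 1674.3 bp. By the longest transcript of each gene, the mean of the unamplified genes was 2373.1 ± 17.9 bp and the median 1855.6 bp, so the position against the mean of all transcripts depends on which transcript stands for a gene.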

The unamplified isoforms from Quartz-Seq also had a shorter cDNA length (mean 1,684.0 bp) compared with the mean length of all of the Ensembl Mouse Transcripts (mean 1,817 bp). 

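By the longest transcript of each gene, the unamplified genes had a mean cDNA length of 2373.1 ± 17.9 bp in Quartz-Seq and 3550.9 ± 6.6 bp in Smart-Seq (SD, n = 4 libraries each). The difference was -1177.8 bp (exact permutation of the method labels, p = 0.0286, the smallest possible). As means over all transcripts of a gene, the lengths were 1661.9 and 2325.0 bp. In Smart-Seq the unamplified genes were longer than the amplified genes, which had a mean length of 2728.3 ± 93.3 bp, whereas in Quartz-Seq they were shorter. Among genes matched for expression in conventional RNA-seq, the difference in Smart-Seq was 81.1 ± 259.4 bp, from -220.0 to 403.6 bp over the 4 libraries, so its direction was not the same in every library, while in Quartz-Seq it was -911.9 ± 34.7 bp (SD, n = 4 libraries each). Genes more than 4-fold different in either direction gave the smallest difference between the methods, -374.2 bp. The paper reasons from this length difference to the robustness of Quartz-Seq for short cDNA.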

The unamplified isoforms from Quartz-Seq had a significantly shorter cDNA length (mean 1,684.0 bp) than those from Smart-Seq (mean 2,382.0 bp), suggesting that Quartz-Seq is more robust against a shorter cDNA length. We also found that Smart-Seq was unable to amplify 3,924 ± 124.5 isoforms, whereas the number of isoforms that could not be amplified by Quartz-Seq was only 1,614 ± 88.9.

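Of the 10617 genes with FPKM greater than 1 in both conventional libraries, 1485.3 ± 42.6 (13.99%) were more than 4-fold lower in a Quartz-Seq library and 6331.8 ± 72.8 (59.64%) in a Smart-Seq library (SD, n = 4 libraries each). The difference of 4846.5 genes was far beyond the range between libraries, which was 1432 to 1523 genes for Quartz-Seq and 6243 to 6412 for Smart-Seq (exact permutation test, p = 0.0286, the smallest that 4 libraries against 4 allow). Most of these genes had an FPKM of 1 or less, 1044.8 of them in Quartz-Seq and 6081.0 in Smart-Seq. For many this follows from the definition, since an unamplified gene with a conventional mean under 4 must have an FPKM under 1. The median conventional FPKM of the unamplified genes was 3.75 to 3.97 over the Quartz-Seq libraries and 4.00 to 4.06 over the Smart-Seq libraries. The same 560 genes were unamplified in all 4 Quartz-Seq libraries and the same 3421 in all 4 Smart-Seq libraries, and 218 genes were in both lists. The difference shrank most, to 733.5 genes, among the 3342 genes with FPKM greater than 10 in conventional RNA-seq. There 446.0 genes were unamplified in Quartz-Seq and 1179.5 in Smart-Seq. Part of this shrinkage comes from the smaller number of genes, of which 12.63 to 14.09% were unamplified in Quartz-Seq and 34.23 to 36.15% in Smart-Seq.

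**Figure D1:**
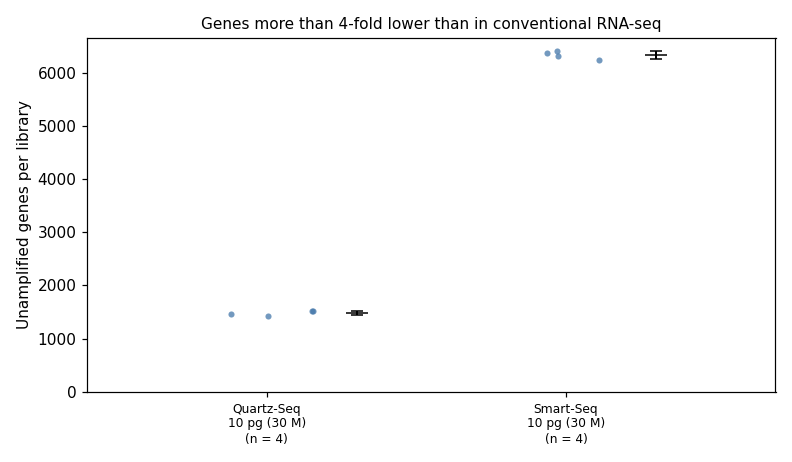
Unamplified genes per library for the 4 Quartz-Seq and 4 Smart-Seq libraries made from 10 pg of total RNA, with the number of genes more than 4-fold lower than in conventional RNA-seq on the y axis, 1 point per library, and the mean ± SD of each method beside its points. The Quartz-Seq libraries lie between 1432 and 1523 genes and the Smart-Seq libraries between 6243 and 6412.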

As a result of its higher reproducibility and sensitivity, single-cell Quartz-Seq can distinguish not only different cell types but also different cell-cycle phases of the same cell type. In addition, this method can also comprehensively detect gene-expression fluctuations within the same cell type and cell-cycle phase; these fluctuations were highly reproducible in two independent experiments (Figure 5a,c) and were distinguished from experimental errors measured from technical replicates of pooled samples (Figure 5b). Therefore, our method is capable of comprehensively and quantitatively revealing gene-expression fluctuations. Such fluctuations can be generated by both the intrinsic stochastic nature of gene expression and the extrinsic environmental differences between cells [5-8]. In fact, it has been reported that individual cells in a population of ES cells exhibit fluctuations in both mRNA and protein expression under the same culture conditions (for example, as reported for *Nanog*, *Zfp42 Whsc2*, *Rhox9*, *and Zscan4*) that might be associated with different cellular phenotypes [1,23-25]. Hence, the single-cell Quartz-Seq approach should be useful for the analysis of the roles and mechanisms of non-genetic cellular heterogeneity.

## Conclusions

Single-cell Quartz-Seq is a simplified protocol compared with previously established methods based on the poly-A-tailing reaction. All of the steps are completed in a single PCR tube without any purification. The reproducibility and sensitivity of Quartz-Seq were higher than those of other single-cell RNA-seq methods. Use of Quartz-Seq in technical replicates with 10 pg each of total RNA produced a PCC of approximately 0.93, whereas the reproducibility of previous methods is approximately 0.7. To evaluate the sensitivity of Quartz-Seq, we compared the performance of conventional RNA-seq and single-cell RNA-seq methods with 10 pg total RNA and found the PCC to be approximately 0.88 in Quartz-Seq compared with approximately 0.7 in other methods. When used in the global expression analysis of real single cells, the single-cell Quartz-Seq approach successfully detected gene-expression heterogeneity even between cells of the same cell type and/or between different cell-cycle phases. This observed gene-expression heterogeneity was found to be highly reproducible in two independent experiments, and could be distinguished from experimental errors, which were measured using technical replicates of pooled samples. Therefore, single-cell Quartz-Seq is a useful method for the comprehensive identification and quantitative assessment of cellular heterogeneity.

## Materials and methods

### Cell culture

We used EB5 ES cells for preparation of total RNA. This cell line is derived from E14tg2a ES cells, in which a blasticidin**-**resistance gene disrupts one endogenous *Pou5f1 *allele. We used 5G6GR ES cells for the single-cell Quartz-Seq. This cell line was generated by random integration of the linearized Gata6-GR-IRES-Puro vector into EB5 ES cells [21]. These cells were cultured on gelatin-coated dishes, in the absence of feeder cells and in Glasgow minimal essential medium (GMEM; Sigma-Aldrich, St Louis, MO, USA) supplemented with 10% fetal calf serum, 1000 U/ml leukemia inhibitory factor (ESGRO; Invitrogen Corp., Carlsbad, CA, USA), 100 µmol/l 2-mercaptoethanol (Nacalai Tesque Inc., Kyoto, Japan), 1× non-essential amino acids (Invitrogen), 1 mmol/l sodium pyruvate (Invitrogen), 2 mmol/l L-glutamine (Nacalai Tesque), 0.5× penicillin/streptomycin (Invitrogen), and 10 µg/ml blasticidin (Invitrogen). For culture of 5G6GR ES cells, 0.5 µg/ml puromycin (Sigma-Aldrich) was also added to the culture. For differentiation of 5G6GR ES cells into PrE cells, the cells were seeded into medium supplemented with 100 mmol/l dexamethasone instead of blasticidin, and cultured for 72 hours. After this 72 hours culture, the 5G6GR cells had completely differentiated into PrE cells.

### RNA preparation

The total RNA was purified from the ES cells (EB5 cell line) using reagent (TRIzol; Life Technologies Corp., Carlsbad, CA, USA) and a commercial kit (RNeasy Mini Kit; Qiagen Inc., Valencia, CA, USA). The amount of total RNA from an ES cell was quantified using an absorptiometer (ND-1000; LMS, Tokyo, Japan). The length distribution of the total RNA was measured using a RNA 6000 Nano Kit (Agilent Biotechnology, Santa Clara, CA, USA), which produced an RNA integrity number of 10 for the total RNA. The spike RNAs were synthesized using the pGIBS-LYS, pGIBS-DAP, pGIBS-PHE, and pGIBS-THR plasmids (American Type Culture Collection (ATCC), Manassas, VA, USA) and the MEGAscript T3 kit (Ambion Inc., Austin, TX, USA), as previously reported [12]. The spike RNAs were added to the total RNA from the ES cells as follows (per 10 pg of total RNA): *Lys*, 1000 copies; *Dap*, 100 copies; *Phe*, 20 copies; and *Thr*, 5 copies. The total RNA containing the spike RNAs was diluted to 25 pg/µl using single-cell lysis buffer (0.5% NP40, Thermo) immediately before amplification.

### Single-cell collection using FACS

The cultured cells were dissociated using trypsin-EDTA at 37°C for 3 minutes. The resulting cells were subsequently washed with PBS buffer. A total of 0.5 × 10^6 ^cells were stained with 1 ml of PBS containing 10 µg/ml Hoechst 33342 at 37°C for 15 minutes. The stained cells were sorted as previously reported, based on the Hoechst 33342-stained cell area of the FACS distribution [22]. To increase the amplification success rate, we added several bubbles to the single-cell lysis buffer using a micropipette (see Additional file 1, Figure S13). We sorted each single cell into a 0.4 µl aliquot of lysis buffer with a bubble; the buffer was pre-chilled to 0°C using a PCR chill rack (IsoFreeze; Labgene Scientific, Châtel-St-Denis, Switzerland). Subsequently, we performed WTA with each single-cell lysis sample. For details of all of the samples used, see Additional file 7, Table S2.

### Whole-transcript amplification for single-cell Quartz-Seq

To reduce the risk of RNase contamination, the workbench environment and all experimental equipment were cleaned using an RNase removal reagent (RNase Out; Molecular BioProducts, San Diego, CA, USA). We used low-retention single PCR tubes or sets of 8-linked PCR tubes for single-cell amplifications (TaKaRa Bio Inc., Otsu, Japan). The cells and 10 pg total RNA samples were dissolved in 0.4 µl of single-cell lysis buffer (0.5% NP40) in an aluminum PCR rack at 0°C and transferred to ice. These solutions were mixed using a bench-top mixer (MixMate; Eppendorf, Westbury, NY, USA) at 2,500 rpm and 4°C for 15 seconds and then at 3000 × *g *and 4°C for 10 seconds. Immediately after the second centrifugation, 0.8 µl of priming buffer (1.5× PCR buffer with MgCl_2 _(TaKaRa Bio), 41.67 pmol/l of the RT primer (HPLC-purified; Table 1), 4 U/µl of RNase inhibitor (RNasin Plus; Promega Corp., Madison, WI, USA), and 50 µmol/l dNTPs were added to each tube. The solutions were mixed at 2,500 rpm and 4°C for 15 seconds. The denaturation and priming were performed at 70°C for 90 seconds and 35°C for 15 seconds using a thermal cycler (C1000 and S1000; Bio-Rad Laboratories, Inc., Hercules, CA, USA), and the reaction tubes were placed into an aluminum PCR rack at 0°C. Subsequently, 0.8 µl of RT buffer (1× PCR buffer, 25 U/µl reverse transcriptase (SuperScript III; Life Technologies), and 12.5 mmol/l DTT) was added to each tube. The reverse transcription was performed at 35°C for 5 minutes and 45°C for 20 minutes, and the reactions were heat-inactivated at 70°C for 10 minutes. The reaction tubes were then placed into an aluminum PCR rack at 0°C. We consistently used the latest available lots of the reverse transcriptase (SuperScript III) for the single-cell amplification. After centrifugation at 3000 × *g *and 4°C for 10 seconds, 1 µl of the exonuclease solution (1× Exonuclease buffer and 1.5 U/µl exonuclease I; both TaKaRa Bio) was added to each tube. The primer digestion was performed at 37°C for 30 minutes, and the reactions were heat-inactivated at 80°C for 10 minutes. The reaction tubes were placed into an aluminum PCR rack at 0°C. After centrifugation at 3,000 × *g *and 4°C for 30 seconds, 2.5 µl of poly-A-tailing buffer (1× PCR buffer, 3 mmol/l dATP, 33.6 U/µl terminal transferase (Roche Applied Science, Indianapolis, IN, USA), and 0.048 U/µl RNase H (Invitrogen) was added to each tube in the aluminum PCR rack at 0°C. The reaction tubes were mixed at 2,500 rpm and 4°C for 15 seconds. Immediately after centrifugation at 3000 × *g *and 0°C for 10 seconds, the reaction tubes were placed into a thermal cycler block, which was pre-chilled to 0°C. Subsequently, the poly-A-tailing reaction was performed at 37°C for 50 seconds and heat-inactivated at 65°C for 10 minutes. The reaction tubes were then placed into an aluminum PCR rack at 0°C. After centrifugation at 3000 × *g *and 4°C for 30 seconds, the reaction tubes were placed into an aluminum PCR rack at 0°C. We then added 23 µl of the second-strand buffer (1.09× MightyAmp Buffer v2 (TaKaRa), 70 pmol/l tagging primer (HPLC-purified; Table 1), and 0.054 U/µl MightyAmp DNA polymerase (TaKaRa)) to each tube. The reaction tubes were mixed at 2500 rpm and 4°C for 15 seconds. After centrifugation at 3000 × *g *and 4°C for 10 seconds, the second-strand synthesis was performed at 98°C for 130 seconds, 40°C for 1 minute, and 68°C for 5 minutes. The reaction tubes were then immediately placed into an aluminum PCR rack at 0°C, and 25 µl of PCR buffer (1× MightyAmp Buffer version 2 and 1.9 µmol/l suppression PCR primer (HPLC-purified; Table 1)) was added. The reaction tubes were mixed at 2,500 rpm and 4°C for 15 seconds. After centrifugation at 3000 × *g *and 4°C for 10 seconds, the PCR enrichment was performed using the following conditions per cycle for a total of 21 PCR cycles: 98°C for 10 seconds, 65°C for 15 seconds, and 68°C for 5 minutes. After the PCR step, the reaction tubes were incubated at 68°C for 5 minutes. The reaction tubes were then placed into an aluminum PCR rack at 25°C. The amplified cDNA was purified using a PCR purification column (MinElute; Qiagen) or a PCR purification bead system (Agencourt AMPure XP; Beckman Coulter Inc., Brea, CA, USA). The obtained amplified cDNA was used for subsequent detection by each platform.

**Table 1:** Primers used in the various reactions

**Primer**	**Sequence 5'→'**
RT primer (WTA)	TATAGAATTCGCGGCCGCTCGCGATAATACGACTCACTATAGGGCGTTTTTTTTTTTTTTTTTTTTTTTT
Tagging primer	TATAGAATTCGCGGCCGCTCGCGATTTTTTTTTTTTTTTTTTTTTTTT
Suppression primer	(NH**_2_**)-GTATAGAATTCGCGGCCGCTCGCGAT
TRSU	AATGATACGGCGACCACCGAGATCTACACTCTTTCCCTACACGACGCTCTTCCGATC*T
TRSI-2	(5'-phosphate)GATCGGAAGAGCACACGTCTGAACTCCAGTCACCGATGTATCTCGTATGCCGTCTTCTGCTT*G
TRSI-4	(5'-phosphate)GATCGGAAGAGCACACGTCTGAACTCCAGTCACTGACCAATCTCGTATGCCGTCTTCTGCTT*G
TRSI-5	(5'-phosphate)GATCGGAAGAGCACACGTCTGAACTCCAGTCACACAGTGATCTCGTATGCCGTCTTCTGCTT*G
TRSI-6	(5'-phosphate)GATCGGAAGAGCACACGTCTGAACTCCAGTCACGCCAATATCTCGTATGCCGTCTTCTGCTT*G
TRSI-7	(5'-phosphate)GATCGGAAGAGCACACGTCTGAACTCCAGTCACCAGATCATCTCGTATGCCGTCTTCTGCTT*G
TRSI-12	(5'-phosphate)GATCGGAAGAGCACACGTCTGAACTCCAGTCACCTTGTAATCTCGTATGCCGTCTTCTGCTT*G
TPC1	AATGATACGGCGACCACCGA*G
TPC2	CAAGCAGAAGACGGCATACGA*G
RT primer (qPCR)	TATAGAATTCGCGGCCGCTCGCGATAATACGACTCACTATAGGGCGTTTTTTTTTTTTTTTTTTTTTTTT

qPCR, quantiative PCR, WTA, whole-transcript amplification.

*Indicates phosphorothioate bonds

For the Smart-Seq analysis, we amplified cDNA from 10 pg of the total RNA from ES cells using a commercial kit (SMARTer Ultra Low RNA Kit for Illumina sequencing; Clontech, Mountain View, CA, USA). After 19 cycles of PCR enrichment from the 10 pg of total ES-cell RNA, 2 to 3 ng of amplified cDNA were obtained.

### Library preparation for single-cell Quartz-Seq

We prepared a library for conventional RNA-seq (with non-WTA) using a commercial kit (TruSeq RNA Sample Kit; Illumina Inc., San Diego, CA, USA) in accordance with the manufacturer's protocol with the exception of the PCR enrichment, for which we used a different polymerase (HiFi DNA polymerase; Kapa Biosystems Inc., Woburn, MA, USA).

To prepare the library for Quartz-Seq (with WTA) and Smart-Seq (with WTA), we prepared a DNA sequencing library using our optimized library preparation method, which we call ligation-based Illumina multiplex library preparation (LIMprep). For LIMprep, we used the same library preparation kit as before (Kapa Biosystems) and self-produced the TruSeq (Illumina) adaptors and PCR primers. For Quartz-Seq, 20 ng of amplified cDNA was diluted in 130 µl of Tris-EDTA (TE) buffer. The solutions were transferred into snap-cap microtubes (Covaris Inc., Woburn, MA, USA). The amplified cDNAs in the microtubes were fragmented using a focused ultrasonicator (model S220; Covaris). The ultrasonication process was configured as follows: duty factor 10%; peak incident power 175 W; cycles per burst 100; and time 600 seconds. The fragmented cDNA was purified into 10 µl of nuclease-free water using a concentrating column (DNA Clean and Concentrator-5; Zymo Research, Irvine, CA. USA). Subsequently, 40 µl of the reaction mix (1.25× End Repair Buffer and 1.25× End Repair Enzyme Mix) (Kapa Biosystems) was added to 10 µl of the fragmented cDNA solution. The end-repair reaction was performed at 20°C for 30 minutes. The end-repaired DNA was purified into 12.5 µl of EB1/10 buffer (1 mmol/l Tris-HCl pH 8.0) using a concentrating column as before (DNA Clean and Concentrator-5; Zymo Research). Subsequently, 12.5 µl of the A-tailing mix (2× A-tailing Buffer and 2× A-tailing Enzyme) was added to 12.5 µl of the end-repaired DNA solution. The A-tailing reaction was performed at 30°C for 30 minutes. The A-tailed DNA was purified into 12.5 µl of EB1/10 buffer using a concentrating column as before (DNA Clean and Concentrator-5; Zymo Research). Subsequently, 12.5 µl of the adaptor ligation mix (2× ligation buffer, 2× DNA ligase, and 10 pmol of each self-produced adaptor) was added to 12.5 µl of the A-tailed DNA solution at 4°C. The adaptor ligation was performed at 20°C for 15 minutes. For the adaptor ligation, we used 10 pmol of the self-produced TruSeq adaptor per sample. Each self-produced TruSeq adaptor was prepared using the following HPLC-purified primers (Hokkaido System Science Co. Ltd., Sapporo, Japan): TRSU, TRSI-2, TRSI-4, TRSI-5, TRSI-6, TRSI-7, and TRSI-12 (Table 1).

Each primer was dissolved in the adaptor buffer (10 mmol/l Tris-HCl pH 7.8, 0.1 mmol/l EDTA pH 8.0, and 50 mmol/l NaCl) to a concentration of 100 µmol/l. Equal amounts of 100 µmol/l TRSU and 100 µmol/l of each TRSI primer were added to the PCR tubes. After mixing, these primers were incubated at 95°C for 2 minutes. The primer annealing was then performed (95°C for 2 minutes, followed by a temperature decrease of -0.5°C per cycle for 170 cycles). Subsequently, the reaction tubes were incubated at 4°C for 5 minutes. The resulting adaptors were diluted with adaptor buffer to a concentration of 10 µmol/l. We prepared 1 µl aliquots with 10 µ° of each adaptor, which were stored at -80°C until use. The removal of the adaptor dimer was performed as follows: 25 µl of binding support buffer (1 mol/l NaCl, 20 mmol/l MgCl_2_, and 20 mmol/l Tris-HCl pH 7.8) and 60 µl of bead solution (Agencourt AMPure XP; Beckman Coulter) was added to 25 µl of the adaptor-ligated DNA solution. After 15 minutes of incubation at 25°C, the beads were separated using a magnetic stand for at least 10 minutes. Then washed twice with 80% ethanol for 1 minute. The adaptor-ligated DNA was eluted with 25 µl of EB1/10. The purification step for the removal of the adaptor dimer was repeated. Finally, the adaptor-ligated DNA was eluted with 20 µl of EB1/10. A volume of 30 µl of the PCR solution (1.666× HiFi DNA polymerase ready mix (Kapa Biosystems), 17.5 pmol TPC1 primer, and 17.5 pmol TPC2 primer) was added to 20 µl of the adaptor-ligated DNA. The primer sequences are shown in Table 1. Each primer was dissolved in the adaptor buffer (10 mmol/l Tris-HCl pH 7.8, 0.1 mmol/l EDTA pH 8.0, and 50 mmol/l NaCl) to a concentration of 100 µmol/l. Prior to PCR enrichment, the reaction tubes were incubated at 98°C for 45 seconds, and the PCR enrichment was then performed (98°C for 15 seconds, 60°C for 30 seconds and 72°C for 30 seconds per cycle). Typically, 10 to 12 PCR cycles were used. After the PCR enrichment, the DNA sequencing library was purified (Agencourt Ampure XP beads; Beckman Coulter). The concentrations of the DNA sequencing library, including the TruSeq Index sequence, were estimated using a library quantification kit (Kapa Biosystems). The PCC for three technical replicates of the LIMprep protocol was 0.9976 ± 0.0005.

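The files hold 3 technical replicates of the LIMprep library preparation from ES-cell material, for which the paper's sample table lists 36.46 to 46.13 M analyzed read pairs. The 3 pairs had a PCC of 0.99782 ± 0.00031 on log10(FPKM + 1) (SD, n = 3 pairs). A pair had 9771.0 ± 6.9 genes with FPKM greater than 1 in both, of which 99.65 ± 0.05% were within 2-fold (SD, n = 3 pairs). Spearman correlation gave the lowest value among the alternatives, 0.969.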

### GeneChip

The cDNA was synthesized from 0.25 µg of total RNA using random six-mers (Promega) and reverse transcriptase (SuperScript II; Invitrogen) in accordance with the Illumina standard protocol. The cDNA synthesis, cRNA labeling reactions, and hybridization to the high-density oligonucleotide arrays for *Mus musculus *(Mouse Genome 430 Array; Affymetrix Inc., Santa Clara, CA, USA) were performed in accordance with the instructions detailed in the manufacturer's instructions (Expression Analysis Technical Manual; Affymetrix). For single-cell Quartz-Chip, 10 ng of amplified cDNA was used in the cRNA labeling reactions. The expression values of the Kurimoto *et al*. and the Quartz-Chip methods were quantified using the RMA method. All of the data were normalized using the quantile normalization method to compare the expression values between the different microarrays [26].

### Bioinformatics analysis

All raw sequencing reads were trimmed using Trimmomatic software to remove the sequencing and WTA primers. All of the trimmed sequence reads were mapped to the mouse reference genome (mm9) using TopHat (version 2.0.3 [27]) with the default parameters. FPKMs were calculated using Cufflinks (version2.0.1 [28]) with a transcriptome reference (Ensembl Mouse Transcript). The sample clustering of the single-cell RNA-seq data was performed using R software and the pvclust package [29] with 1000 bootstrap resamplings and Ward distance functions. All of the data were visualized using R, the ggplot2 package, and the cummeRbund software.

To identify the significant differential expression between two differentiated cell states from single-cell RNA-seq data, we performed the Wilcoxon rank test, and calculated the mutual information between the gene-expression distributions of the ES cells and the PrE cells using an empirical Bayes estimator.

Although our novel single-cell RNA-seq method is highly sensitive, cost-effective, and easy to perform, it is not completely without amplification bias. To identify the differentially expressed genes from the single-cell RNA-seq method with small sample datasets, we inferred mutual information between the gene-expression distributions of the two types of cells using an empirical Bayes estimator: the mutual information MI(X, Y) for pairs of cell states × and Y, where × and Y may, for example, represent expression levels of the two cell states. The MI is considered the Kullback-Leibler distance from the joint probability density to the product of the marginal probability densities as follows:

The MI is always non-negative, symmetric, and equal to 0 only if × and Y are independent. The MI can be represented as a summation of entropies:

To infer the entropy from gene-expression data with a small sample size, we applied an empirical Bayes approach, namely, the so-called James-Stein estimator [30]. First, the gene-expression data were made discrete using the Freedman and Diaconis algorithm to determine the number of bins and the width of the histograms. We then estimated the K2 cell frequencies of the K × K contingency table for each cell-state pair × and Y using the James-Stein estimator. Finally, we calculated H(X), H(Y), H(X, Y) and MI(X, Y).

To define the reproducibility of the variation in the measured expression levels between the single cells analyzed using Quartz-Seq, we used FDR to apply the F-test to two independent Quartz-Seq datasets with multi-testing adjustments.

### Accession codes

All data are available on GEO [GSE42268].

### qPCR validation of reverse-transcribed cDNA and quantification of amplified cDNA

To validate the quantification of the reverse-transcribed cDNA and the amplified cDNA, we detected the gene expression using a SYBR Green system (Power SYBR Green PCR Master Mix; Applied Biosystems, Foster City, CA, USA) and qPCR primers as described previously [12]. For the qPCR primer sets for each gene, see Additional file 8, Table S3.

The non-WTA sample was prepared by reverse transcription using 200 ng of total ES-cell (EB5 cell line) RNA containing the spike RNAs (*Lys*, *Dap*, *Phe*, and *Thr*). A sample of 200 ng total RNA was dissolved in 10 µl of single-cell lysis buffer (0.5% NP40) on an aluminum PCR rack at 0°C and placed on ice. Immediately after, 20 µl of priming buffer (1.5× PCR buffer with MgCl_2 _(TaKaRa), 41.67 pmol/l of RT primer (HPLC-purified; Table 1), 4 U/µl RNase (RNasin Plus; Promega), and 50 µmol/l dNTPs) was added to each tube. The solution was mixed at 2,500 rpm and 4°C for 15 seconds. The denaturation and priming were performed at 70°C for 90 seconds and 35°C for 15 seconds using a thermal cycler (C1000 and S1000; Bio-Rad Laboratories), and the reaction tubes were placed in an aluminum PCR rack at 0°C, then 20 µl of RT buffer (1× PCR buffer, 25 U/µl SuperScript III (Life Technologies), and 12.5 mmol/l DTT) was added to each tube. The RT was performed at 35°C for 5 minutes and 45°C for 18 minutes and then heat-inactivated at 70°C for 10 minutes. Subsequently, the reaction tubes were placed in an aluminum PCR rack at 0°C.

### Amplification-free single-cell qPCR

We used a semi-skirted 96-well PCR plate for the amplification-free single-cell qPCR. Single cells in the G1 cell-cycle phase were individually collected into 1 µl of lysis buffer (0.25% NP40 and 1 U/µl RNasin (Promega) plus RNase inhibitor) at 4°C in a PCR chill rack (IsoFreeze; Labgene Scientifid). After centrifugation at 2000 × *g *and 4°C for 2 minutes, these solutions were mixed at 2,000 rpm for 15 seconds. To detect the variability of the reverse transcription of each gene, we prepared an 'averaged' single-cell pooled sample. For the pooled sample, 200 single cells in the G1 phase were collected into 200 µl of lysis buffer. After mixing, 1 µl of the pooled lysis solution was dispensed into each well of a 96-well PCR plate. Subsequently, 2 µl of RT buffer (1.5× VILO Reaction Buffer (contains random primers) and 1.5× SuperScript Enzyme Mix; both Invitrogen) was added to each well. These plates were incubated as follows: 25°C for 10 minutes, 42°C for 60 minutes, and 85°C for 10 minutes. Then 15 µl of the qPCR dilution solution (0.0001% NP40) was added and mixed well. Mouse genomic DNA was used to normalize the qPCR quantification. To a 384-well qPCR plate, we added 7 µl of the qPCR solution (1.4× QuantiTect SYBR Green PCR Master Mix (Qiagen), 5 pmol forward primer, and 5 pmol reverse primer) and 3 µl of diluted solution were added The qPCR plate was incubated at 95°C for 15 minutes. Subsequently, qPCR was performed for 45 cycles, which consisted of 95°C for 15 seconds, and 60°C for 1 minute. The data were collected at 60°C. For the primer sets for each gene, see Additional file 8, Table S3.

## Abbreviations

cDNA: complementary DNA; cRNA: complementary RNA; CV: Coefficient of variation; DTT: dithiothreitol; EDTA: ethylenediamene tetraacetic acid; ES cell: Embryonic stem cell; FACS: fluorescence-activated cell sorting; FDR: False-discovery rate; FPKM: Fragment per kilobase of transcript per million fragments sequenced; GEO: Gene Expression Omnibus; GMEM: Glasgow minimal essential medium; HPLC: high-performance liquid chromatography; IVT: *In vitro *transcription; LIMprep: ligation-based Illumina multiplex library preparation; PBS: phosphate-buffered saline; PCA: Principal component analysis; PCC: Pearson correlation coefficient; qPCR: Quantitative polymerase chain reaction; PE: Paired-end; PrE: Primitive endoderm; RT: Reverse transcription; RMA: Robust multi-array averaging; RNA-seq: RNA sequencing; RPKM: Reads per kilobase of exon model per million mapped reads; rRNA: ribosomal RNA; RT: Reverse transcription; SE: Single-end; Seq: sequencing; SRA: Sequence Read Archive; STRT: Single-cell tagged RT sequencing; tpm: Tag per million; TE: Tris-EDTA; WTA: Whole-transcript amplification

## Competing interests

The authors declare that they have no competing interests.

## Authors' contributions

YS, IN, and HRU designed and configured the various approaches used in this study. YS performed the majority of the experiments. IN analyzed the data and developed the bioinformatics methods and tools. TH performed the cell sorting and assisted with the amplification-free single-cell qPCR. HD assisted with the cellular experiments. KDU assisted with the GeneChip experiments. TI assisted with the discussion on the amplification of small amounts of RNA. YS, IN, and HRU prepared the figures and wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 **Figure S1: **Schematic of the whole-transcript amplification methods based on the poly-A-tailing reaction. **Figure S2: **Improvement parameters of whole-transcript amplification for Quartz-Seq. **Figure S3: **Key steps for robust suppression of byproducts. **Figure S4: **Optimization of suppression PCR for Quartz-Seq. **Figure S5: **Optimal DNA polymerase for whole-transcript amplification. **Figure S6: **Quality check of the library preparation for single-cell Quartz-Seq. **Figure S8: **Percentage of sequence reads of the suppression PCR primer or rRNA. **Figure S9: **Relationship between the read number and the reproducibility. **Figure S10: **Optimization of cDNA length in technical development for single-cell Quartz-Seq. **Figure S11: **Trend of unamplified isoforms in each single-cell RNA-seq method. **Figure S12: **Amplified cDNA lengths resulting from single-cell RNA-seq methods. **Figure S13: **Success rate of whole-transcript amplification from single cells sorted by fluorescence-activated cell sorting (FACS). **Figure S14: **Amount of total RNA from a single cell at each cell-cycle phase. **Figure S15: **Principal component analysis (PCA) of single cells from different cell types at different cell-cycle phases. **Figure S16: **Over-representation analyses for principal component (PC) of single cells from same cell types in the same cell-cycle phase (G1). **Figure S17: **Scatter plots of conventional RNA-seq and Quartz-Seq using 50 ES cells in the G1 phase of the cell cycle and Quartz-Seq using 10 pg of total ES RNA. **Figure S18: **Effect of carried-over buffer for PCR efficiency. Click here for file

Additional file 2 **Supplementary note**. Click here for file

Additional file 3 **Figure S7: **All scatter plots Click here for file

Additional file 4 **Table S1**. All results of linear regression and correlation analyses. Click here for file

Additional file 5 **Supplementary movie 1**. Principal component analysis (PCA) with single-cell Quartz-Seq data of embryonic stem (ES) and primitive endoderm (PrE) single-cell preparations. Click here for file

Additional file 6 **Supplementary movie 2**. Principal component analysis (PCA) with single-cell Quartz-Seq data of embryonic stem (ES) cells in different cell-cycle phases. Click here for file

Additional file 7 **Table S2**. Sequencing information. Click here for file

Additional file 8 **Table S3**. Primer information. Click here for file

# Supplementary material for: Quartz-Seq: a highly reproducible and sensitive single-cell RNA sequencing method, reveals non-genetic gene-expression heterogeneity
**Source:** Genome Biol. 2013 Apr 17;14(4):R31. doi: 10.1186/gb-2013-14-4-r31
**Supplement:** Additional file 1 — Figure S1: Schematic of the whole-transcript amplification methods based on the poly-A-tailing reaction. Figure S2: Improvement parameters of whole-transcript amplification for Quartz-Seq. Figure S3: Key steps for robust suppression of byproducts. Figure S4: Optimization of suppression PCR for Quartz-Seq. Figure S5: Optimal DNA polymerase for whole-transcript amplification. Figure S6: Quality check of the library preparation for single-cell Quartz-Seq. Figure S8: Percentage of sequence reads of the suppression PCR primer or rRNA. Figure S9: Relationship between the read number and the reproducibility. Figure S10: Optimization of cDNA length in technical development for single-cell Quartz-Seq. Figure S11: Trend of unamplified isoforms in each single-cell RNA-seq method. Figure S12: Amplified cDNA lengths resulting from single-cell RNA-seq methods. Figure S13: Success rate of whole-transcript amplification from single cells sorted by fluorescence-activated cell sorting (FACS). Figure S14: Amount of total RNA from a single cell at each cell-cycle phase. Figure S15: Principal component analysis (PCA) of single cells from different cell types at different cell-cycle phases. Figure S16: Over-representation analyses for principal component (PC) of single cells from same cell types in the same cell-cycle phase (G1). Figure S17: Scatter plots of conventional RNA-seq and Quartz-Seq using 50 ES cells in the G1 phase of the cell cycle and Quartz-Seq using 10 pg of total ES RNA. Figure S18: Effect of carried-over buffer for PCR efficiency.

### Whole-transcript amplification for Quartz-Seq/Chip

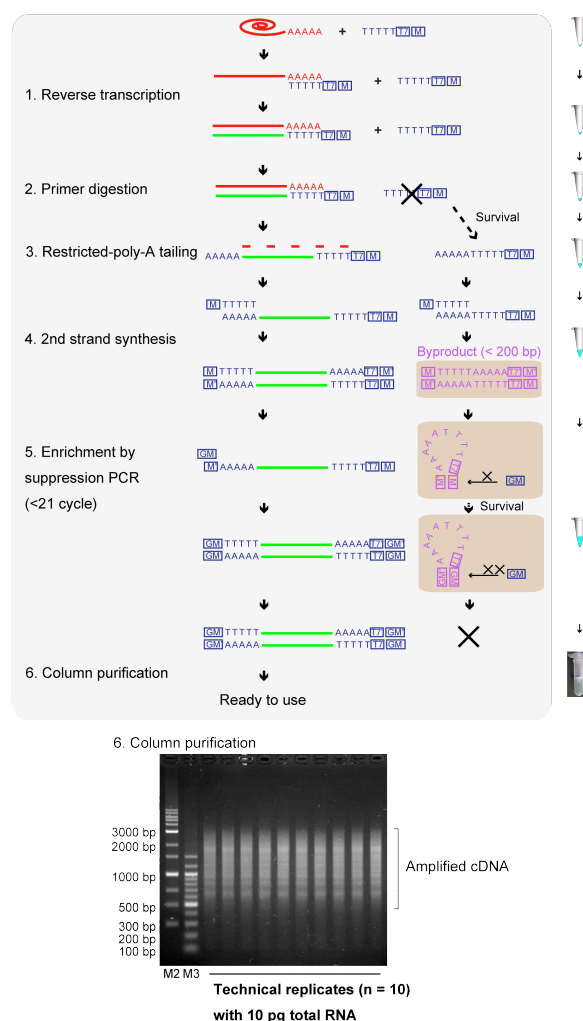

The synthesis of byproducts was completely suppressed in WTA for the Quartz-Seq method. After a one-step purification with a Qiagen MinElute column, we obtained cDNA without any byproducts. In contrast, large amount of byproducts were synthesized in the PCR enrichment step of a previous method (Kurimoto et al.); these should then be removed by gel-purification prior to analysis. The amplified cDNA is purified using the Qiagen Gel Extraction Kit. The left gel image shows the amplified cDNA just before the gel-purification in the Kurimoto et al. method. These cDNAs were amplified according to the Kurimoto et al. method with 10 pg of total RNA and then separated using 3 % gel-electrophoresis. The amplified cDNA from the upper broad band was collected and purified. The right gel image shows the amplified cDNA in our whole-transcript amplification method with 10 pg of total RNA. M1: 100-bp ladder marker (Invitrogen). M2: 1-kbp ladder marker (Nacalai Tesque). M3: 100-bp ladder marker (Nacalai Tesque).

## Capture variability

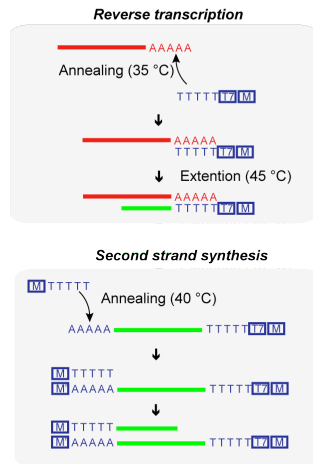

## Sensitivity and bias in PCR

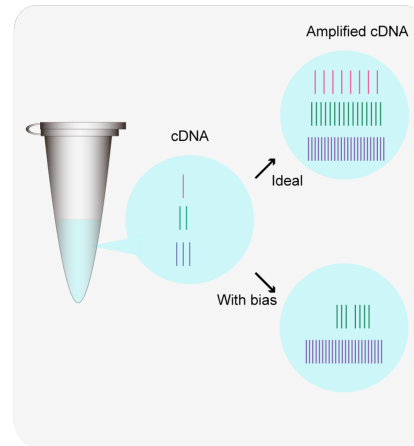

## Byproducts

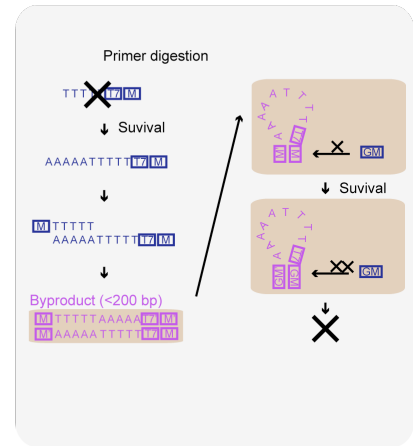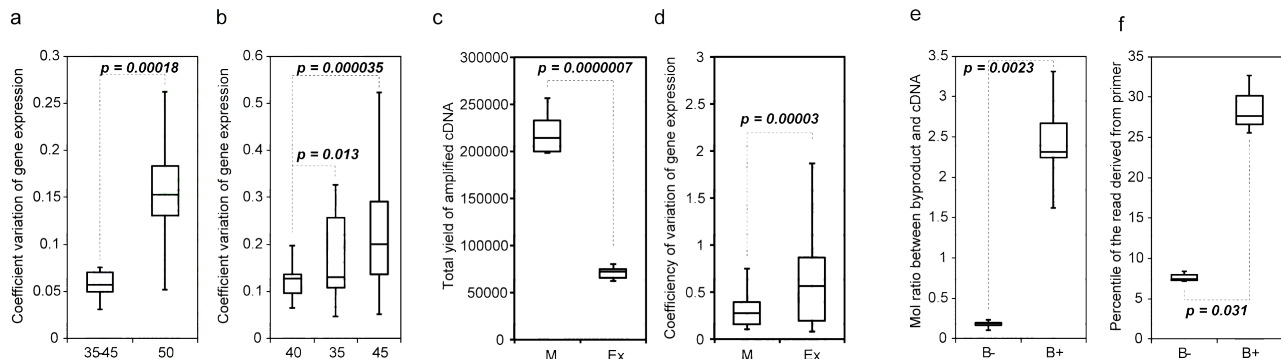

**Figure S2 Improvement parameters of whole-transcript amplification for Quartz-Seq.**

**(a)** The optimal reaction temperature steadily reduced the variability of the reverse-transcription. The box plots represent the coefficient of variation (CV) of the gene expressions from technical replicates. A total of 50 pg of total RNA was reverse transcribed with 10  $\mu$ l of RT buffer using Quartz-Seq at different temperature conditions ( $n = 5$  for each condition). The reverse transcription was performed at the following conditions: 35 °C for 5 min, 45 °C for 20 min (indicated as 35-45; used in Quartz-Seq) or 50 °C for 20 min (indicated as 50; used in previous method). After the reverse transcription, the RT solution was diluted with nuclease-free water. We then directly detected the endogenous expression of 8 genes using the prism7900 qPCR machine (ABI). The detected genes were the following: *Atp5a*, *Ddb1*, *Cox8a*, *Nanog*, *Sox2*, *Prdx1*, *Ywhae* and *Trim28*.

**(b)** The optimal annealing temperature reduced the variability of the second-strand synthesis. The box plots represent the coefficient of variation (CV) of the genes expression obtained from technical replicates. We amplified the cDNA from 10 pg of total RNA ( $n = 4$  per different condition). The annealing conditions in the second strand synthesis were as follows: 40 °C for 1 min (indicated as 40; used in Quartz-Seq), 35 °C for 1 min (indicated as 35), and 45 °C for 1 min (indicated as 45). We detected the expression of 10 endogenous genes by qPCR: *Tbp*, *Pou5f1*, *Actb*, *Lefty1*, *Cox8a*, *Nanog*, *Sox2*, *Prdx1*, *Ywhae* and *Trim28*.

**(c, d)** The MightyAmp DNA polymerase improved the yield of amplified cDNA and the amplification reproducibility. The box plots represent the total yield of amplified cDNA or the CV of the gene expression from 8 technical replicates using MightyAmp (M, used in Quartz-Seq) and Ex Taq DNA polymerase (Ex, used in the previous method). The details are shown in Figure S5.

**(e)** Molar ratio between the byproducts (50-300 bp) and the cDNA (300-8000 bp) in each condition ("B-", with complete byproduct removal treatment; "B+", with partial byproduct removal treatment).

**(f)** Percentage of read number derived from the WTA adaptor sequences in each condition.

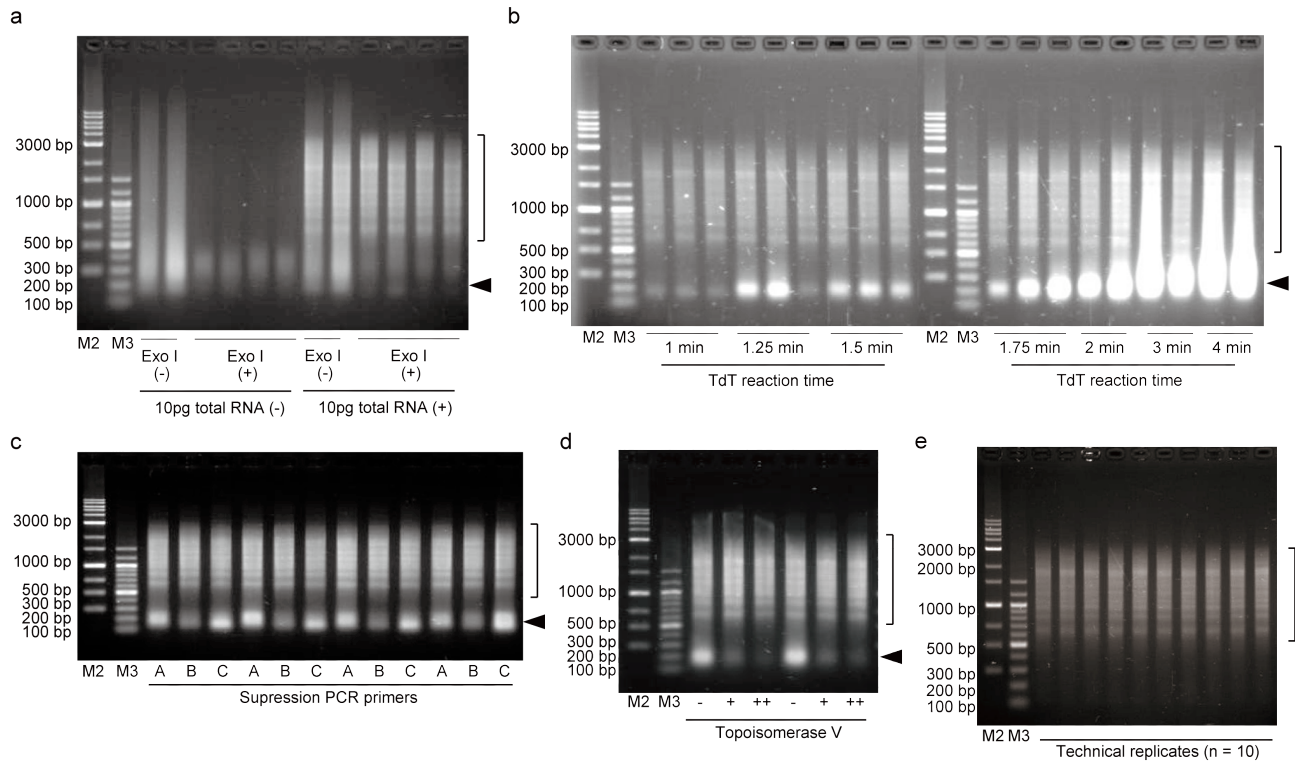

**Figure S3 Key steps for robust suppression of byproducts**

**(a)** Digestion of RT primer through the use of exonuclease I: "Exo 1 (+)", with exonuclease I treatment; "Exo 1 (-)", without exonuclease I treatment. **(b)** Reaction time of poly-A-tailing by terminal transferase (TdT) affected the synthesis of byproducts. **(c)** The effect of the suppression PCR primers: A primer (TATAGAATTCGCGGCCGCTCGCGAT), B primer (GTATAGAATTCGCGGCCGCTCGCGAT), and C primer (CTATAGAATTCGCGGCCGCTCGCGAT). **(d)** Optional parameter for the suppression of the synthesis of byproducts. Topoisomerase V suppressed the production of byproducts. We added topoisomerase V (ThermoFidelase I) to each reaction as follows: "-", none; "+", 1 unit; and "++", 2 units. The black arrowheads represent the byproducts. **(e)** Three parameters completely suppressed the synthesis of byproducts: exonuclease I treatment, restricted TdT reaction time (50 sec) and suppression PCR primer (B primer). The arrowheads represent the byproducts. The square bracket represents the amplified cDNA.

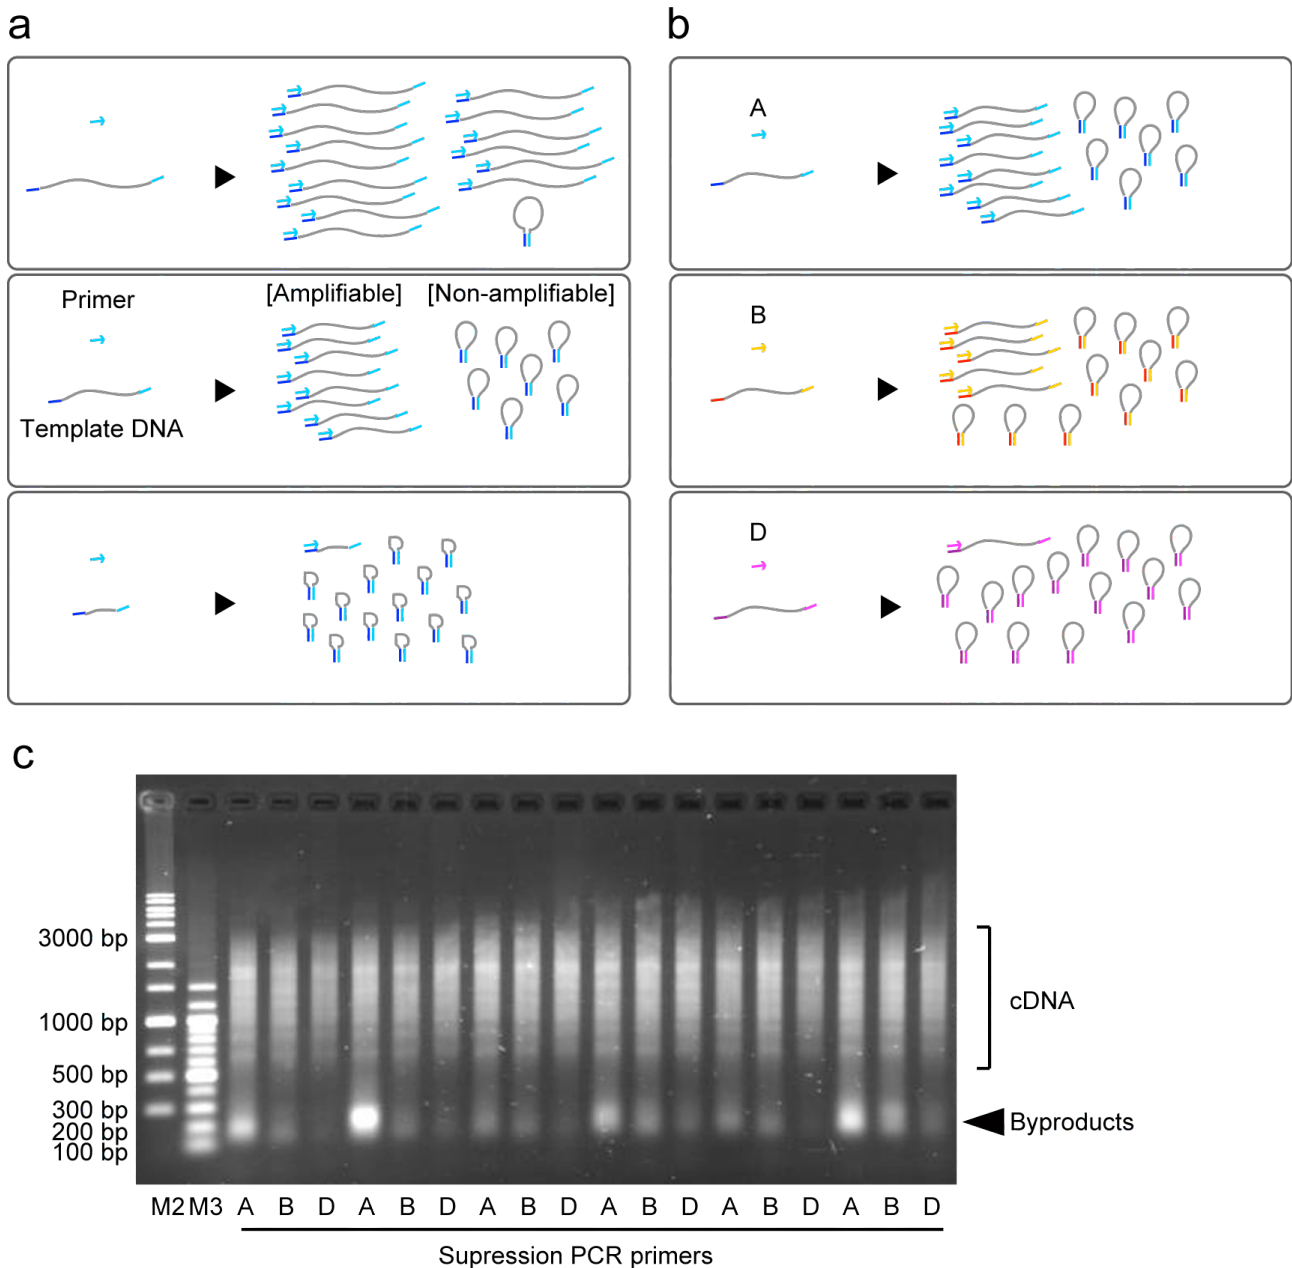

**Figure S4 Optimization of suppression PCR for Quartz-Seq.**

(a, b) Schematic representation of the effects of suppression PCR. (a) The template DNA has complementary sequences at both ends (blue lines and sky-blue lines). These complementary sequences can bind each other. The PCR primer (sky-blue arrows) also binds one end of the template DNA (blue line). The self-bound template DNA forms a “pan-like” structure, and the DNA is not amplified by PCR. The self-binding between the ends of the template DNA competes with the binding between the PCR primer and one end of the template DNA (sky-blue line). If the template DNA is short, one end of the template DNA (blue line) tends to quickly bind the other end of the template DNA (sky-blue line) rather than the PCR primer. If the template DNA is long, one end of the template DNA (blue line) tends to quickly bind the PCR primer rather than the other end of the template DNA (sky-blue line). (b) The suppression PCR effect depends on the features of the complementary sequence ends (e.g., cDNA length and GC content). (c) We tested three types of suppression PCR primers for the amplification of 10 pg of total RNA. We synthesized byproducts on purpose to evaluate the suppression PCR effect of each primer. The suppression PCR primers were as follows: A primer (TATAGAATTCGCGGCCGCTCGCGAT), B primer

(GTATAGAATTCGCGGCCGCTCGCGAT), and D primer (TGTATAGAATTCGCGGCCGCTCGCGAT). The B and D primers efficiently suppressed byproduct synthesis compared with the A primer. However, the production of cDNA with a size of approximately 500 bp was slightly decreased under the D primer condition compared with the A and B primer conditions. We used the B primer for Quartz-Seq.

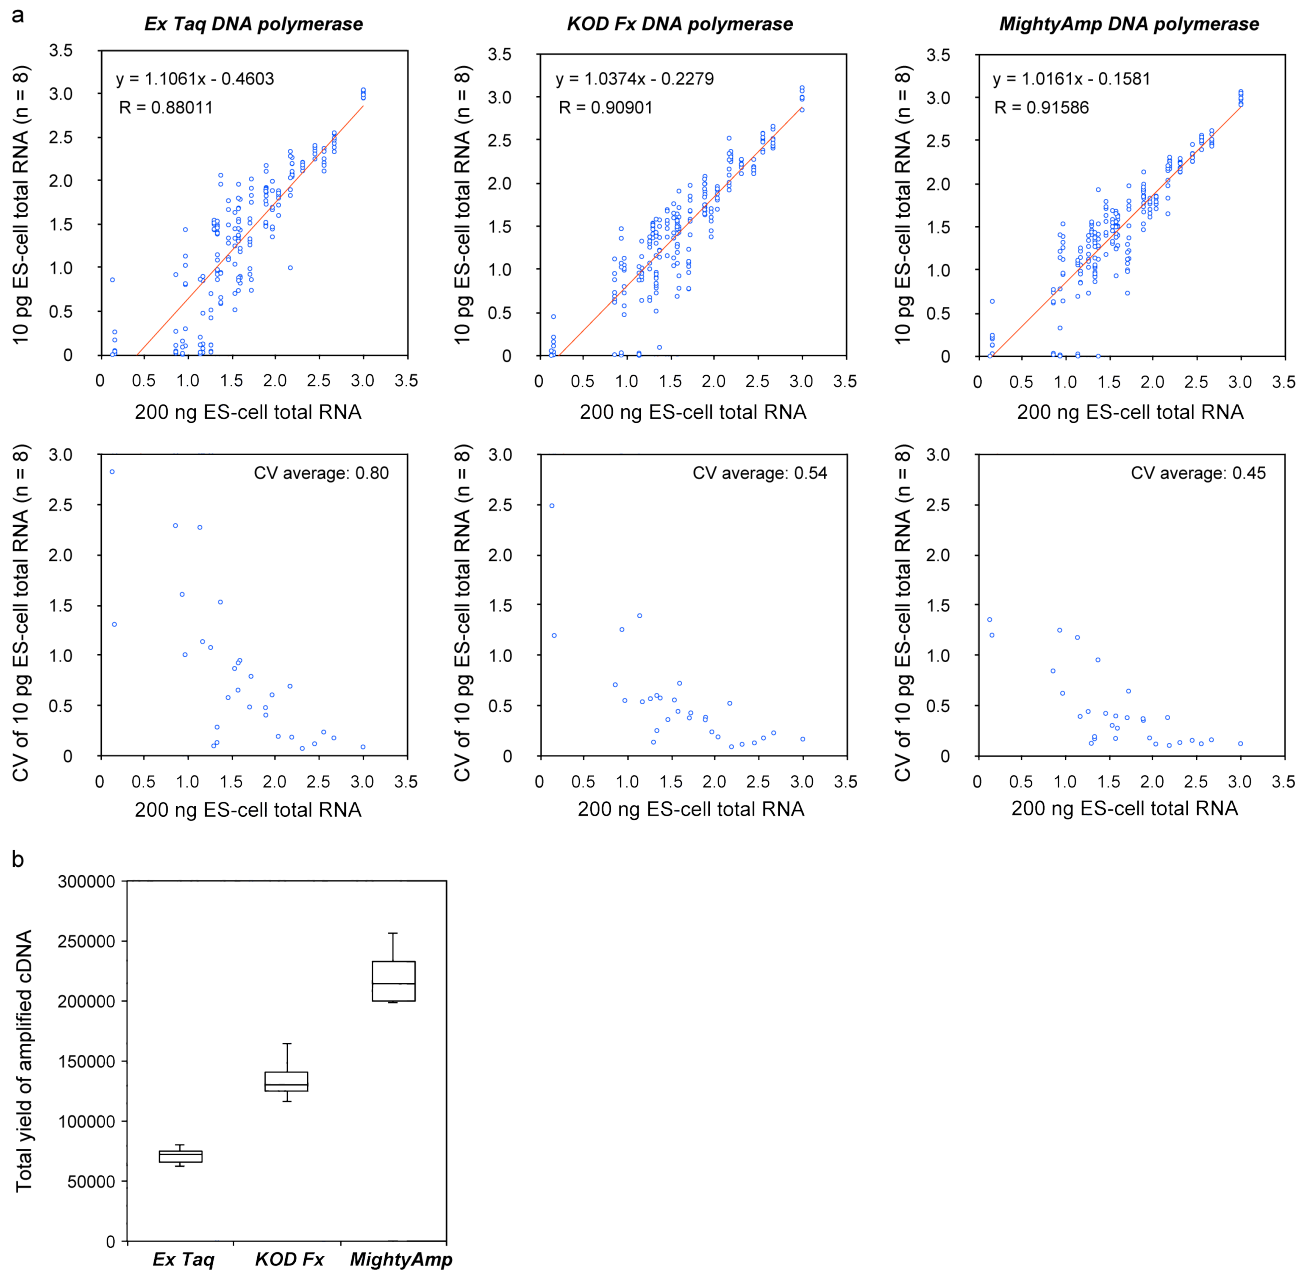

**Figure S5 Optimal DNA polymerase for whole-transcript amplification.**

The amplified cDNA from 10 pg of total ES-cell (EB5) RNA with spike RNAs (1000, 100, 20 and 5 copies of *Lys*, *Dap*, *Phe*, and *Thr*, respectively, per 10 pg of total RNA) was prepared using the Ex Taq DNA polymerase, the KOD Fx DNA polymerase and the MightyAmp DNA polymerase. The PCR cycle number was 16. After the PCR enrichment, the amplified cDNA was purified with 50  $\mu$ l of EB buffer. **(a)** The non-WTA sample from 200 ng of total ES-cell (EB5) RNA with spike RNAs was prepared by reverse-transcription using SuperScript III and Oligo-dT primers. We obtained eight technical replicates in different DNA polymerase conditions. We detected the endogenous expression of 26 genes and the 4 spike RNAs using the amplified cDNA and the non-WTA samples. The expression level of each gene was normalized with the qPCR quantity of the spike RNAs in the non-WTA sample. All of the expression levels were translated into copy numbers. The X- and Y-axes represent the  $\log_{10}(\text{copy}+1)$ . The detected genes were the following (in order of decreasing expression level): *Lys*, *Trim28*, *Ywhae*, *Sox2*, *Dppa5*, *Prdx1*, *Lefty1*, *Actb*, *Nanog*, *Dap*, *Dnmt1*, *Eras*, *Pou5f1*, *Dppa3*, *Alpl*, *Tial1*, *Ezh2*, *Fgf4*, *Ifitm3*, *Gapdh*, *Phe*, *Ehmt2*, *Nodal*, *Tbp*, *Foxh1*, *Dnmt3b*, *Thr*, *Tyk2*, *Jak1*, and *Gata6*. The results of eight independent amplifications (from

10 pg of total RNA) are plotted against the non-WTA control (200 ng). **(b)** The box plots show the total yield of the amplified cDNA using the sum of the qPCR quantity of 30 genes.

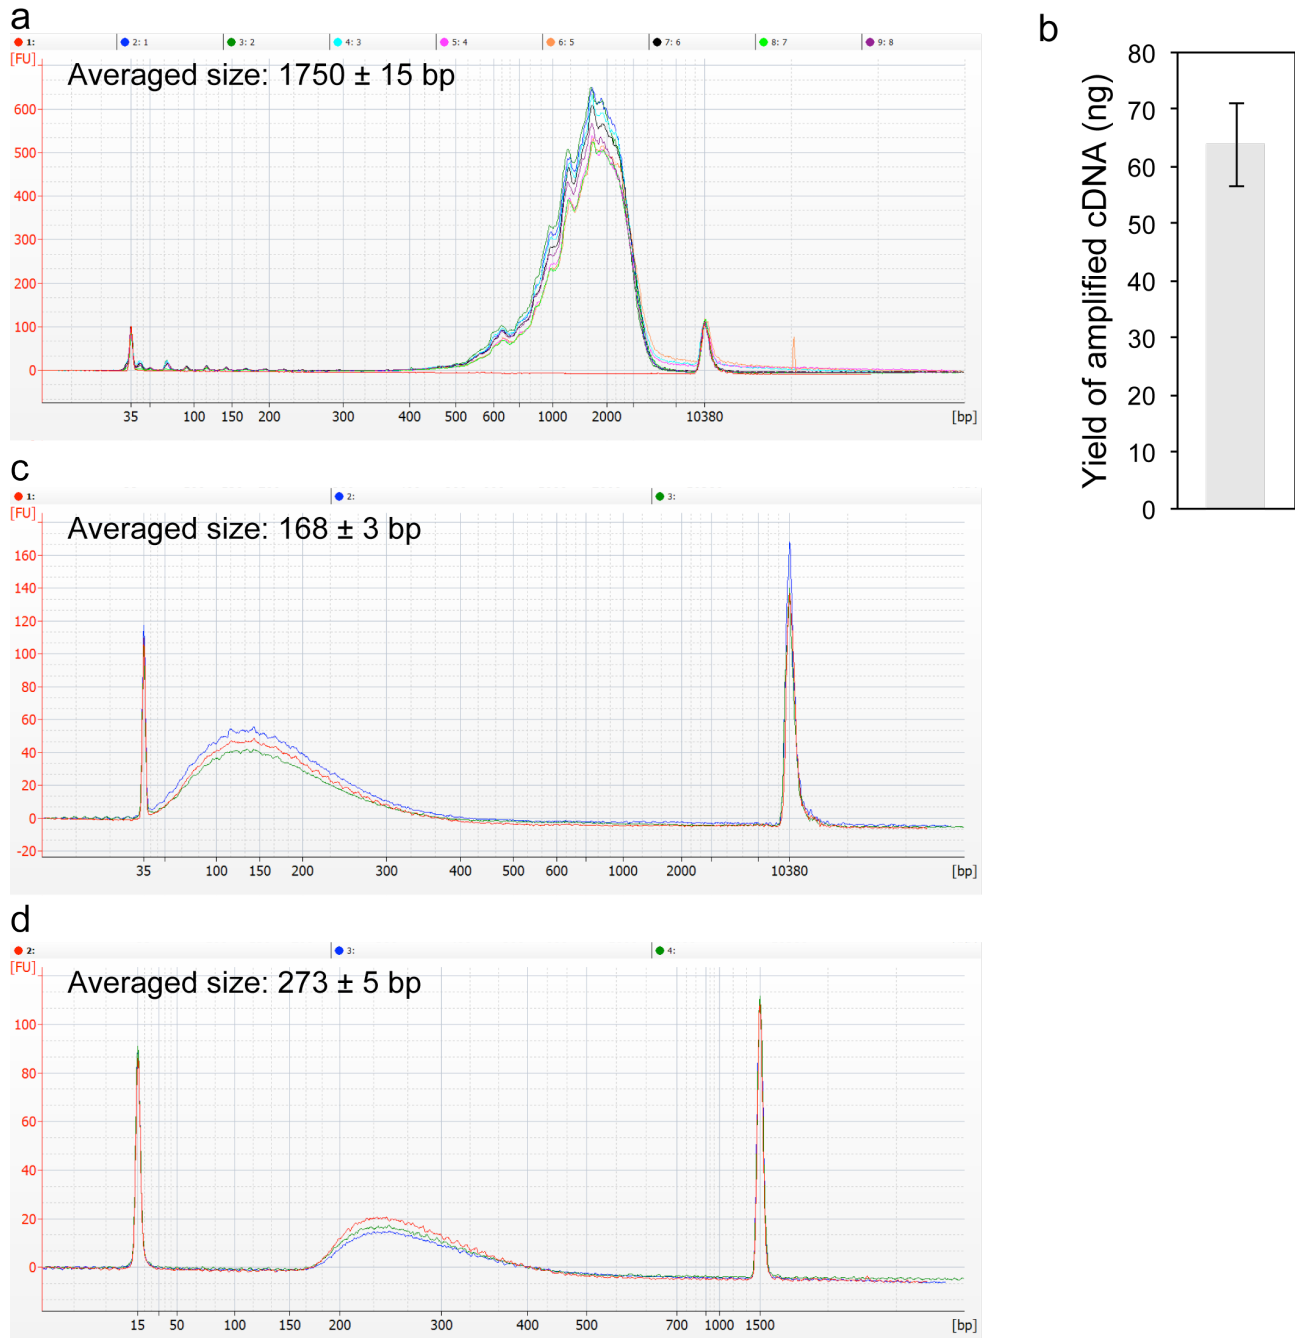

**Figure S6 Quality check of the library preparation for single-cell Quartz-Seq.**

**(a)** The amplified cDNAs were obtained from diluted 10 pg of total RNA. The PCR cycle number was 21. The distribution of the amplified cDNA was analyzed using the Bioanalyzer High Sensitivity DNA Kit (amplified sample,  $n = 8$ ; blank,  $n = 1$ ). The amplified cDNA size ranged from approximately 400 bp to 4000 bp. **(b)** The total yield of amplified cDNA was quantified using PicoGreen ( $n = 8$ ,  $63.8 \pm 7.2$  ng). **(c)** The shearing DNA from the amplified DNA ( $n = 3$ ) was analyzed using the Bioanalyzer High Sensitivity DNA Kit. **(d)** The DNA sequencing library from the amplified DNA ( $n = 3$ ) was analyzed using the Bioanalyzer DNA 1000 Kit.

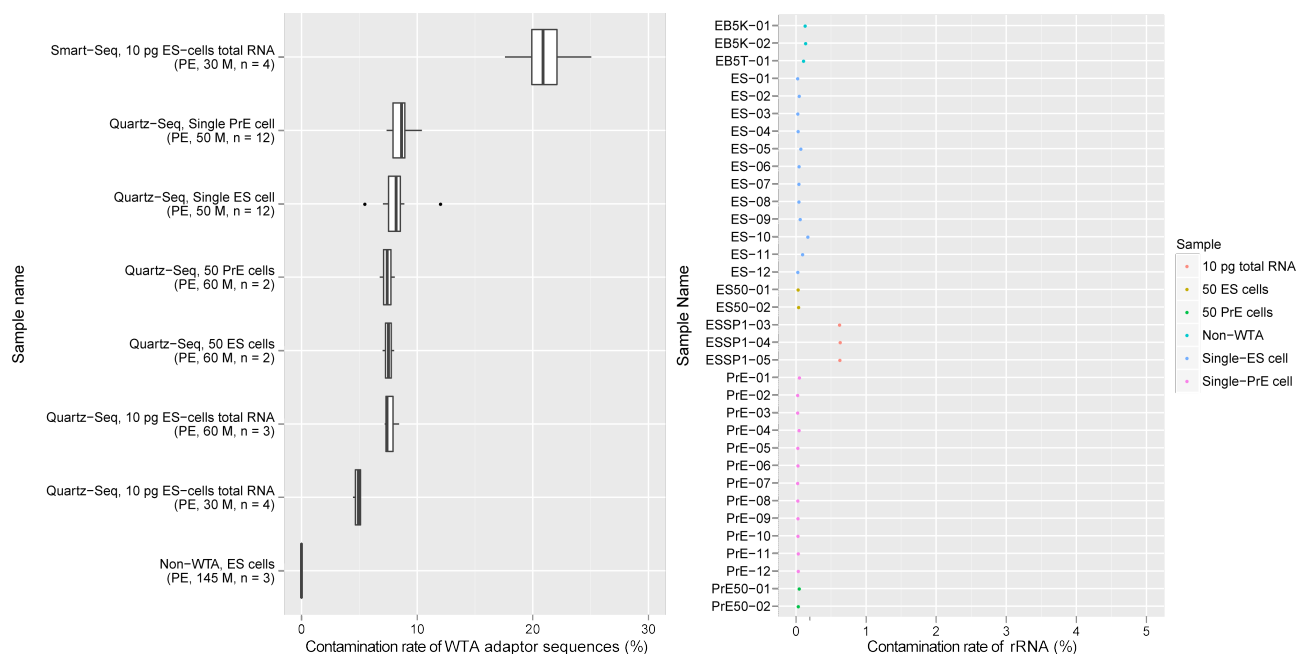

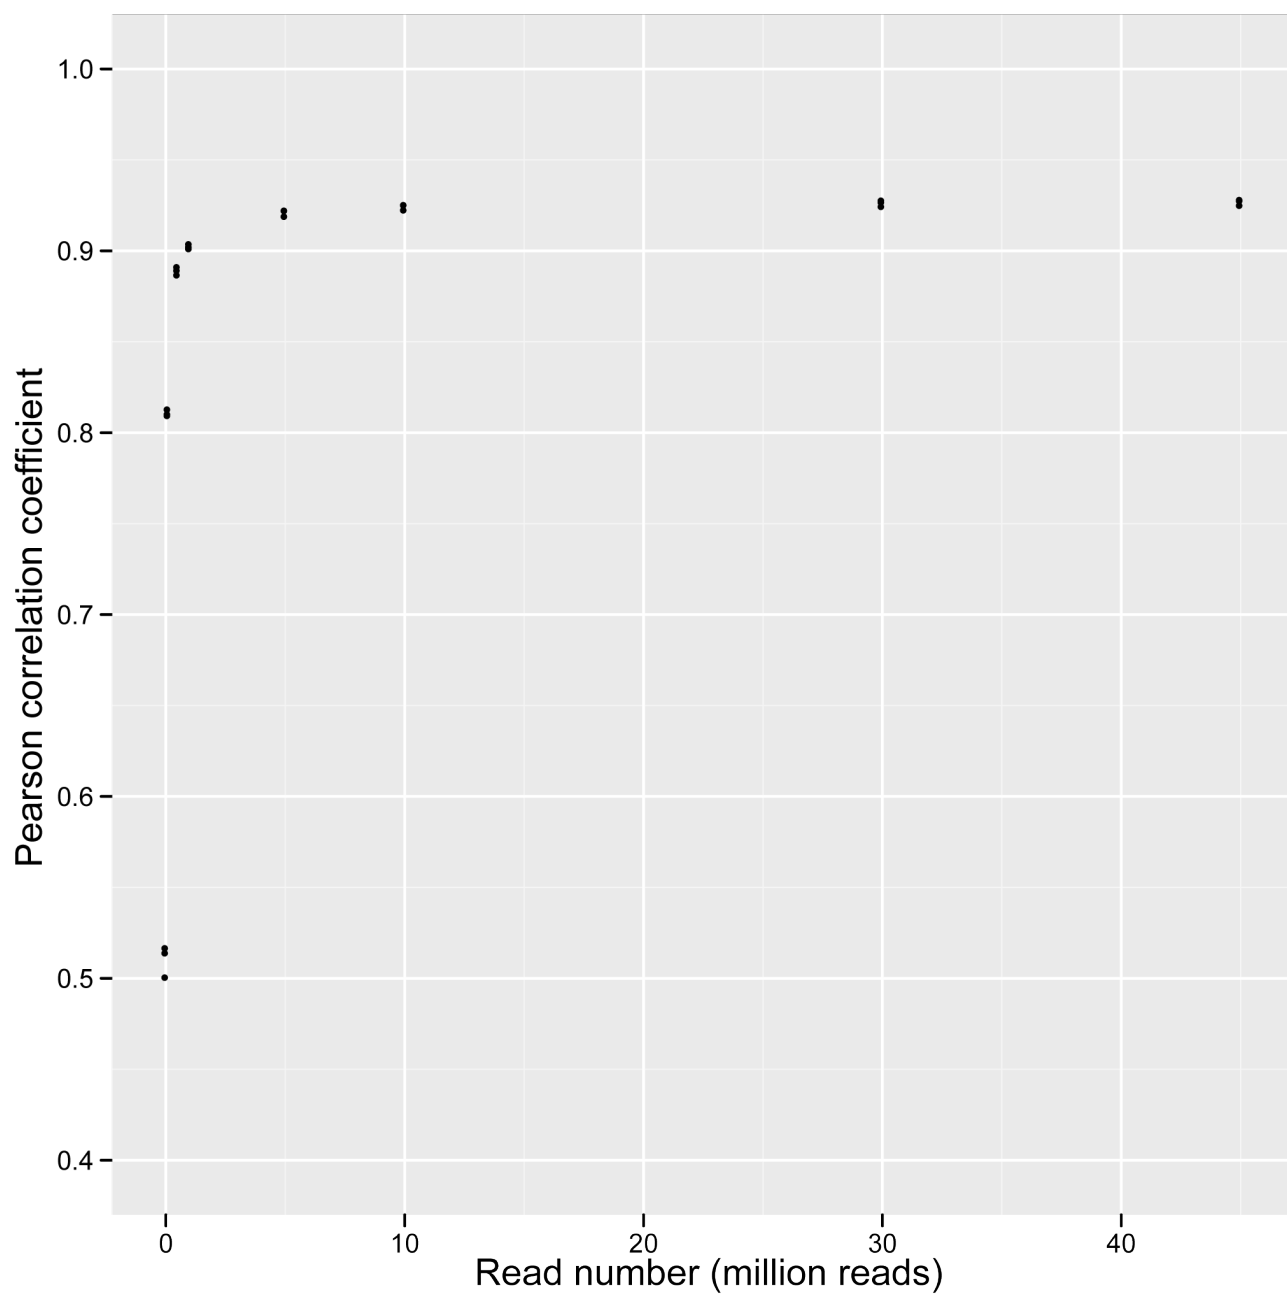

**Figure S9 Relationship between the read number and the reproducibility.**

The down sampling of the sequence reads of single-cell Quartz-Seq. The X-axis indicates the read number (in million reads) of Quartz-Seq. The Y-axis is the Pearson correlation between the technical replications of independent amplifications ( $n = 3$ ).

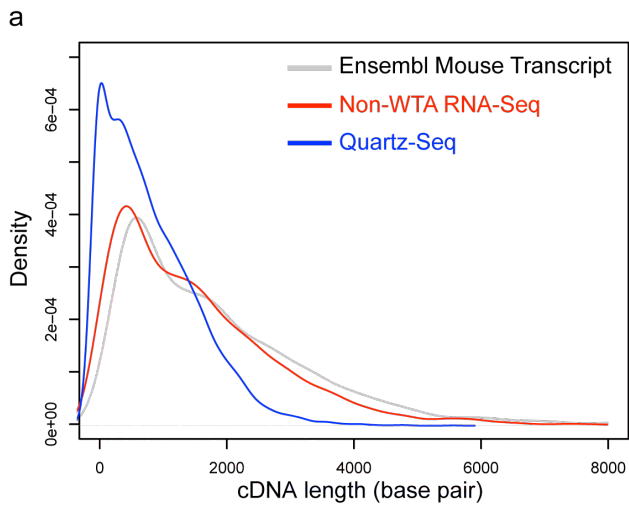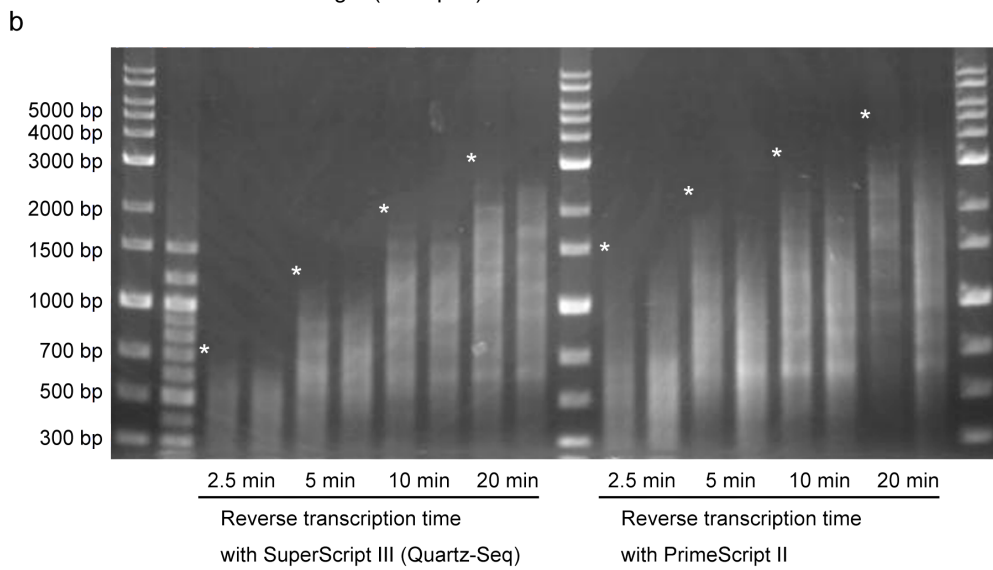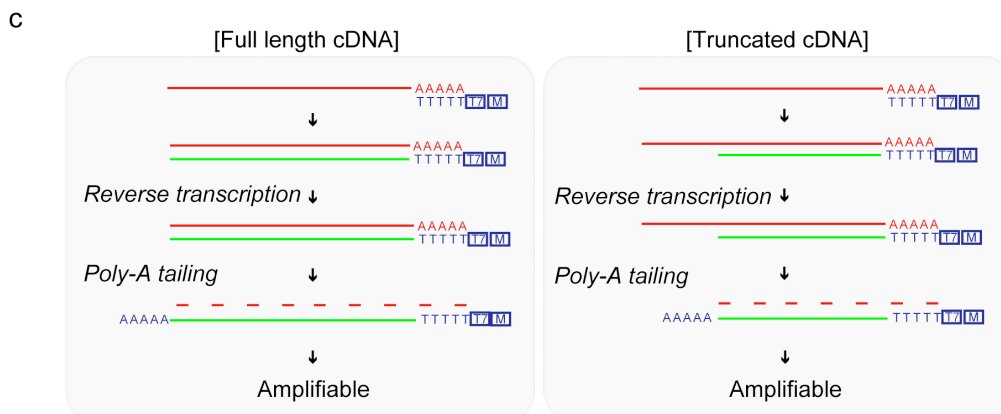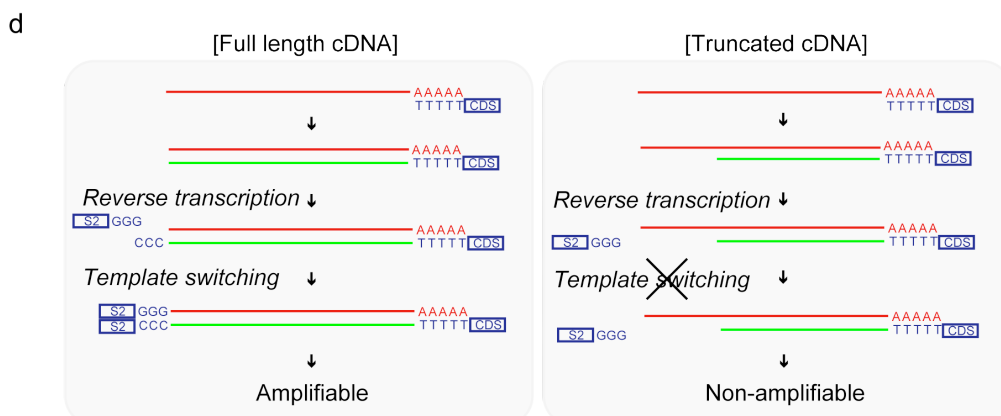

**Figure S10 Optimization of cDNA length in the technical development of single-cell Quartz-Seq.**

**(a)** We detected 5,929 transcripts that were reproducibly expressed in single-cell Quartz-Seq with 10 pg of total RNA from an ES cell (FPKM  $\geq 10$ ). The Full-length Ensembl Mouse Transcript was expressed (FPKM  $\geq 10$ ) in the ES cell (gray line). The red line shows the cDNA length produced by conventional RNA-Seq. The blue line shows the cDNA length produced by single-cell Quartz-Seq using 10 pg of total RNA. The X-axis is the cDNA length (base pairs), and the Y-axis shows the density of the number of genes. **(b)** We amplified cDNA using 10 pg of mouse ES total RNA as the starting material. In the reverse-transcription step of Quartz-Seq, we used SuperScript III (Life Technologies) or PrimeScript II (TaKaRa-Clontech). The asterisks represent the maximum size of almost all the amplified cDNAs. The size of the cDNA amplified with SuperScript III (20 min) was less than 3,000 bp, but that amplified with PrimeScript II (20 min) was greater than 3,000-4,000 bp. To avoid PCR-bias for long cDNA, we used SuperScript III and intentionally restricted the reverse-transcription time (20 min). **(c)** Schematic representation of the poly-A tailing reaction for reverse-transcribed cDNA. The poly-A tailing reaction targets both full-length and truncated cDNAs. Quartz-Seq is based on the poly-A tailing reaction. **(d)** The schematic representation of the template switching reaction for reverse-transcribed cDNA. The 5' end of the completed transcribed cDNA was modified by the terminal transferase activity of reverse transcriptase. The template switching reaction is enriched in the 5' ends of the modified cDNA. However, the template switching reaction is suppressed in the truncated cDNA. Smart-Seq is based on a template-switching reaction.

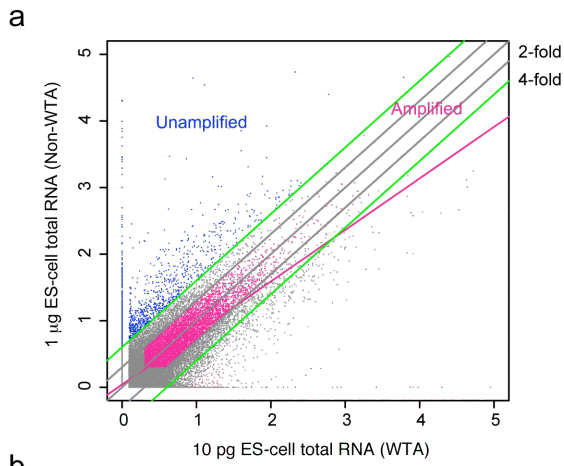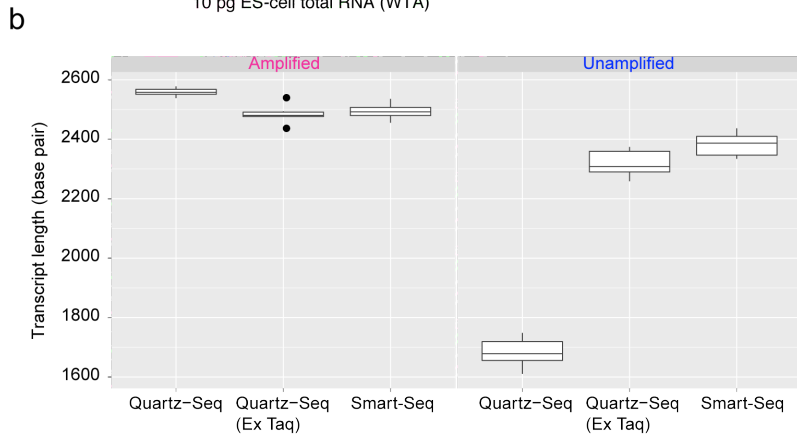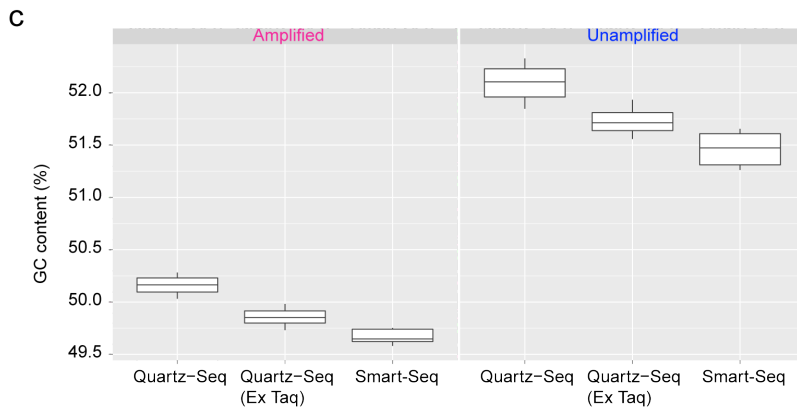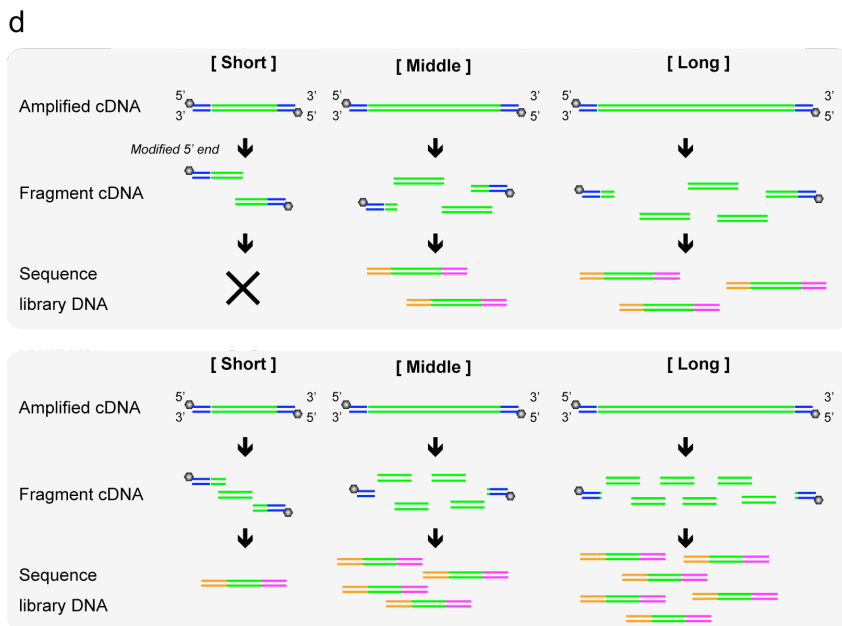

**Figure S11 Trend of unamplified isoforms for each single-cell RNA-Seq method.**

We compared the conventional RNA-Seq method with each single-cell RNA-Seq method. We prepared the Quartz-Seq data (n=4), Smart-Seq data (n=4), and modified Quartz-Seq data (n=3, Quartz-Seq [Ex Taq]) using 10 pg of the total RNA from the ES cells. We used Ex Taq DNA polymerase (TaKaRa) instead of MightyAmp DNA polymerase in the modified Quartz-Seq. Ex Taq DNA polymerase was used in previous methods such as those of Kurimoto et al. and Tang et al. **(a)** Scatter plot comparing conventional RNA-Seq with single-cell RNA-Seq. The X-axis represents the isoform expression from each single-cell RNA-Seq method, and the Y-axis represents the isoform expression from a conventional RNA-Seq. The red points (amplified) indicate isoforms with an FPKM expression larger than 1.0 and exhibiting a less than two-fold expression change between technical duplicates. The blue points (unamplified) indicate isoforms with an FPKM larger than 1.0 and exhibiting a greater than four-fold expression change. **(b)** Using the Ensembl Mouse Transcript database, we calculated the full-length sizes of the amplified and unamplified isoforms for each method. **(c)** We calculated the average GC content of the amplified and unamplified isoforms for each method. **(d)** Schematic representation of the relationship between cDNA length and sequence library DNA. Amplified cDNA has a WTA adaptor sequence at both ends (Blue lines). The WTA adaptor was modified by an amination or another modification at the 5' end (hexagon). These 5' modifications block the ligation between the cDNA fragments using a WTA adaptor and sequence adaptors (orange lines and purple lines). The upper panel indicates the fragmentation effect in weak fragmentation conditions. The lower panel indicates the fragmentation effect in strong fragmentation conditions. In general, it is more difficult to convert short cDNA to sequence library DNA than long cDNA.

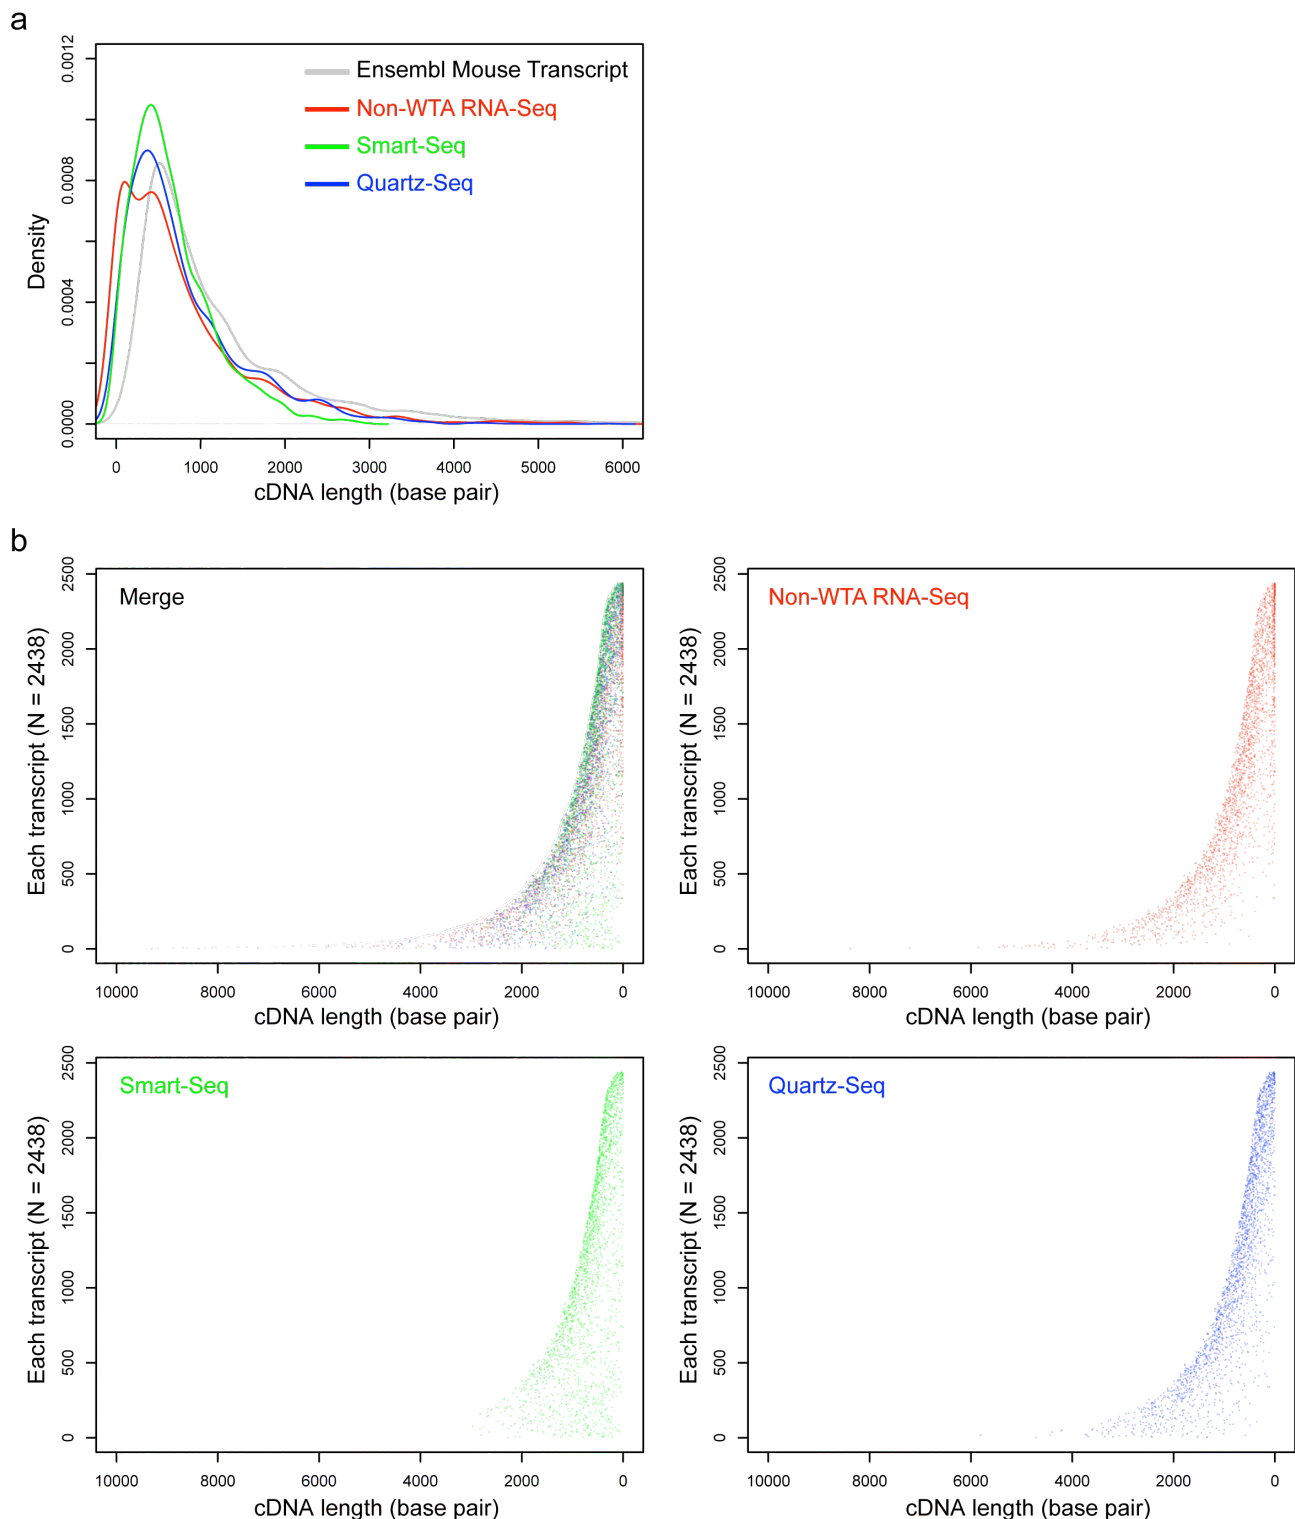

**Figure S12 Amplified cDNA lengths resulting from single-cell RNA-Seq methods.**

We compared the cDNA length between Quartz-Seq and Smart-Seq using 10 pg of total RNA. **(a)** We detected 2,438 transcripts that were reproducibly expressed in single-cell Smart-Seq with 10 pg of total RNA from ES cells (FPKM  $\geq 10$ ). We used the 2,438 transcripts for the subsequent evaluation. We calculated the cDNA length for each method using the 2,438 transcripts. The gray line represents the full-length cDNAs from the Ensembl Mouse Transcript database. The red line shows the cDNA lengths from non-WTA RNA-Seq with 1  $\mu$ g of ES total RNA. The green line shows the cDNA lengths from Smart-Seq with 10 pg of ES total RNA. The blue line shows the cDNA lengths from Quartz-Seq with 10 pg of ES total RNA. The X-axis is the cDNA length (base pairs), and the Y-axis shows the density of the number of transcripts. The cDNA length from Quartz-Seq was not different from that of Smart-Seq and may be slightly better than that of Smart-Seq for all ranges studied. However, the cDNA lengths from Smart-Seq were slightly better than those from

Quartz-Seq in the 500 to 1,000 bp range. The cDNA lengths from Quartz-Seq were better than those from Smart-Seq in the >1,500 bp range. **(b)** We plotted each transcript (from the 2,438 transcripts) with respect to cDNA length. The X-axis is the cDNA length (base pairs). Each dot represents a transcript, which is aligned along the Y-axis according to the full length of its corresponding Ensembl Mouse Transcript.

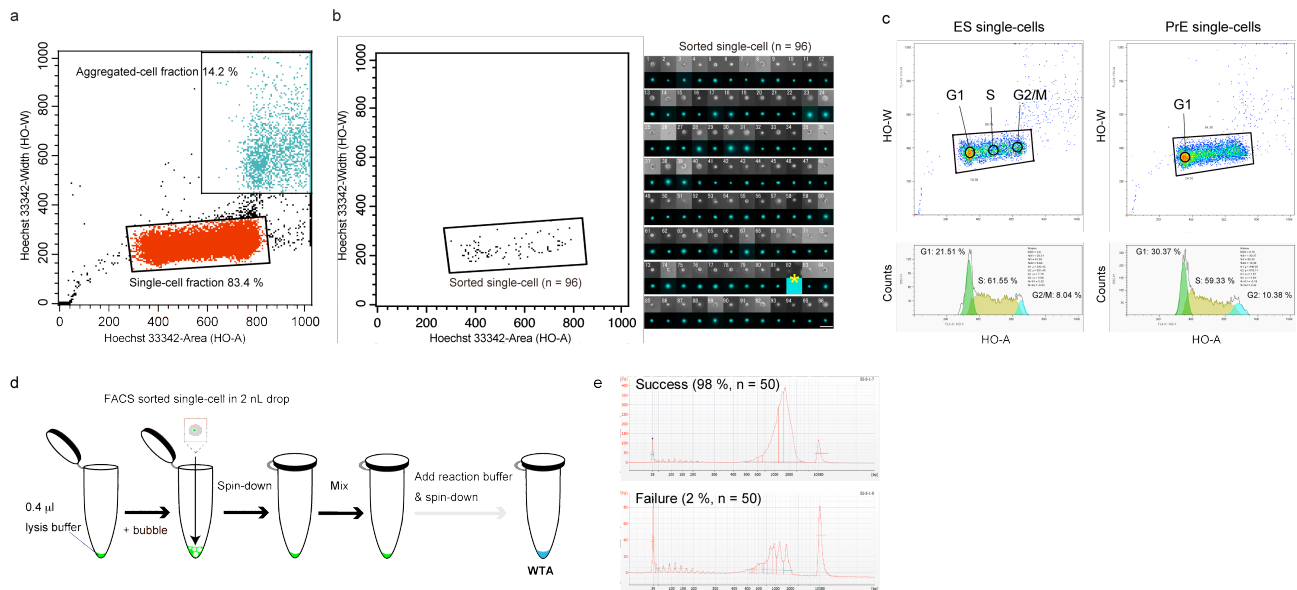

**Figure S13 Success rate of whole-transcript amplification from single cells sorted by fluorescence-activated cell sorting (FACS).**

(a) The cultured cells were fractionated into single-cell fractions (red dots, 83.4 %) and aggregated-cell fractions (green dots, 14.2 %) by FACS flow. (b) Fidelity of single-cell sorting by FACS. We sorted a single cell to a 10- $\mu$ L PBS drop in 96-well microplate from the single-cell fraction; this separation was confirmed by microscopic observation. The yellow asterisk represents a dried-out well. We confirmed that the sorted cells from the single-cell fraction were in fact single cells (100 %, n = 95, the dried-out well was not included in the analysis). (c) Single-cell sorting using ES cells or PrE cells. Single cells were sorted from each phase of the cell-cycle according to the Hoechst 33342 area. The data analysis was performed using the FlowJo software. The percentages of cells in the different cell-cycle phases were estimated using the Watson Pragmatic model. (d) Schematic representation of the single-cell collection using FACS-sorting. The volume of the droplet with a single-cell was approximately 2-3 nL. For expansion of drop area, just before single-cell collection, we added air-bubbles to the single-cell lysis buffer using a single-channel micropipette or a multi-channel micropipette. After that we collected single-cell to lysis buffer. (e) Success rate of the amplification: 98 % of the single-cell amplification (n = 49) was successful. Typical distribution of the resulting cDNA, which was analyzed using a Bioanalyzer High-Sensitivity Kit.

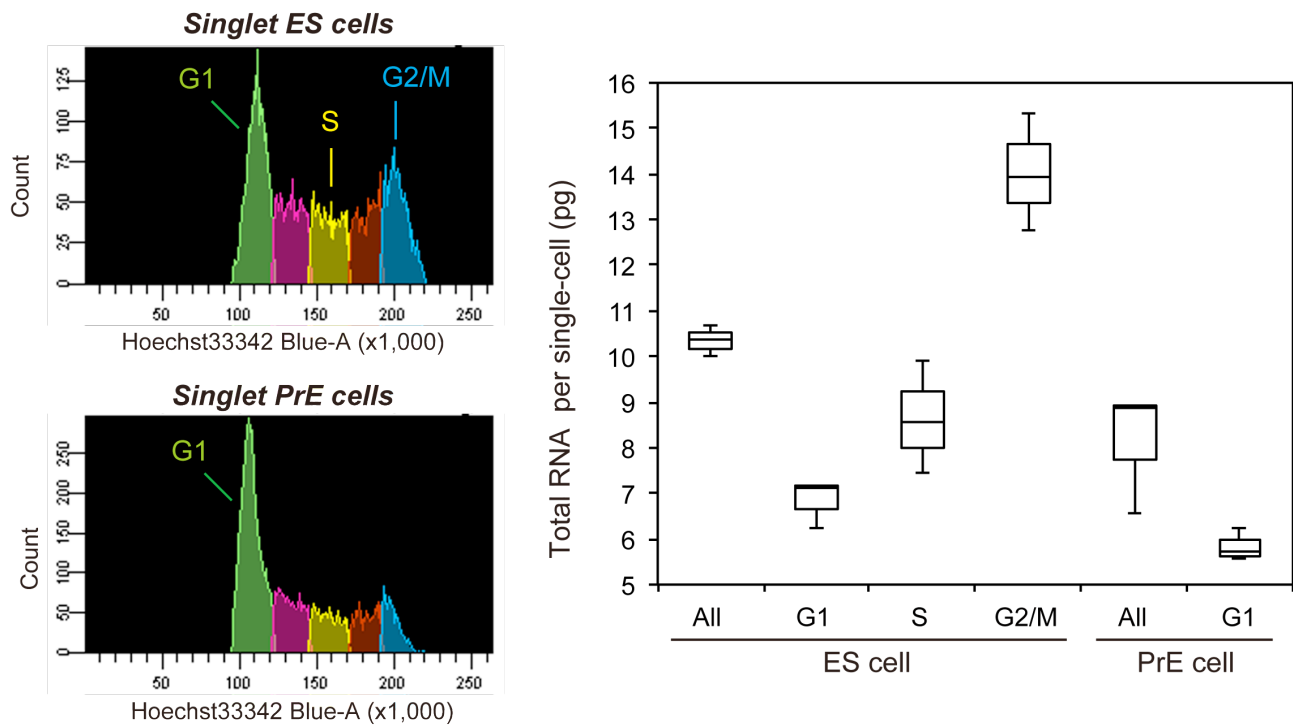

**Figure S14 Amount of total RNA from a single-cell at each cell-cycle phase.**

The single-cell fraction was split into five cell-cycle phases (G1, eS: early S, S, IS: late S, and G2/M) according to the Hoechst 33342-Area. The total RNA was purified from 50,000 cells in each phase of the cell cycle ( $n = 3$ ). The amount of total RNA from a single-cell was estimated by RiboGreen (Invitrogen). ES: All,  $10.3 \pm 0.4$  pg/cell; G1,  $6.8 \pm 0.5$  pg/cell; S,  $8.6 \pm 1.2$  pg/cell; G2/M,  $14.0 \pm 1.2$  pg/cell. PrE: All,  $8.1 \pm 1.3$  pg/cell; G1,  $5.8 \pm 0.3$  pg/cell.

a

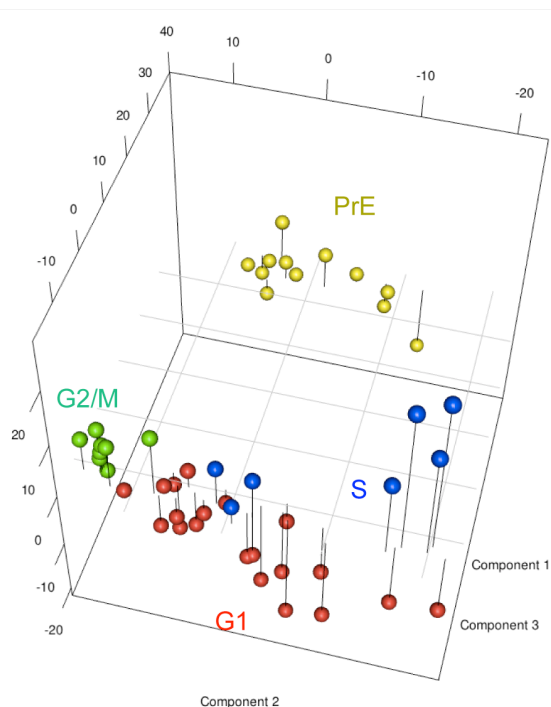

b

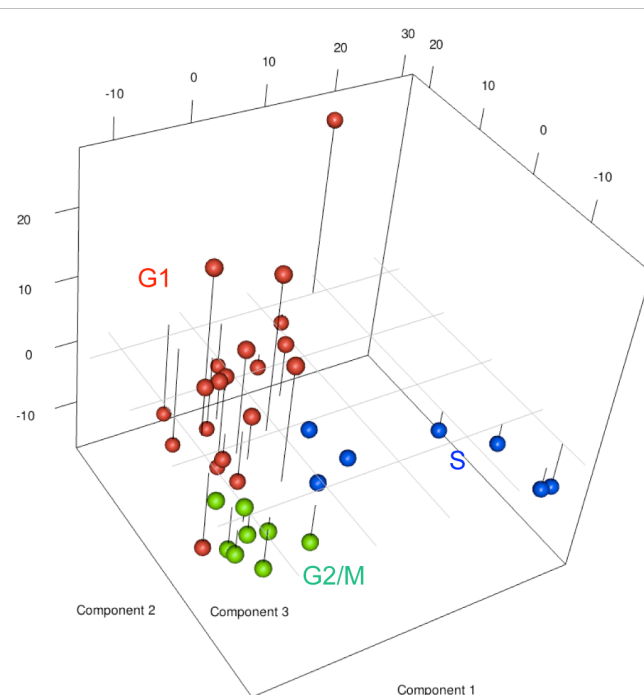

**Figure S15 Principal component analysis (PCA) of single-cells from different cell types at different cell-cycle phases.**

**(a)** PCA with single ES (G1, S, and G2/M phases) and PrE (G1 phase) cells. **(b)** PCA with single ES cells at differently cell-cycle phases. The differently colored dots represent the following: ES G1, red dots; ES S, blue dots; ES G2/M, green dots; PrE single cells, yellow dots. The X-, Y- and Z-axes represent the principal component 1, the principal component 2, and the principal component 3, respectively.

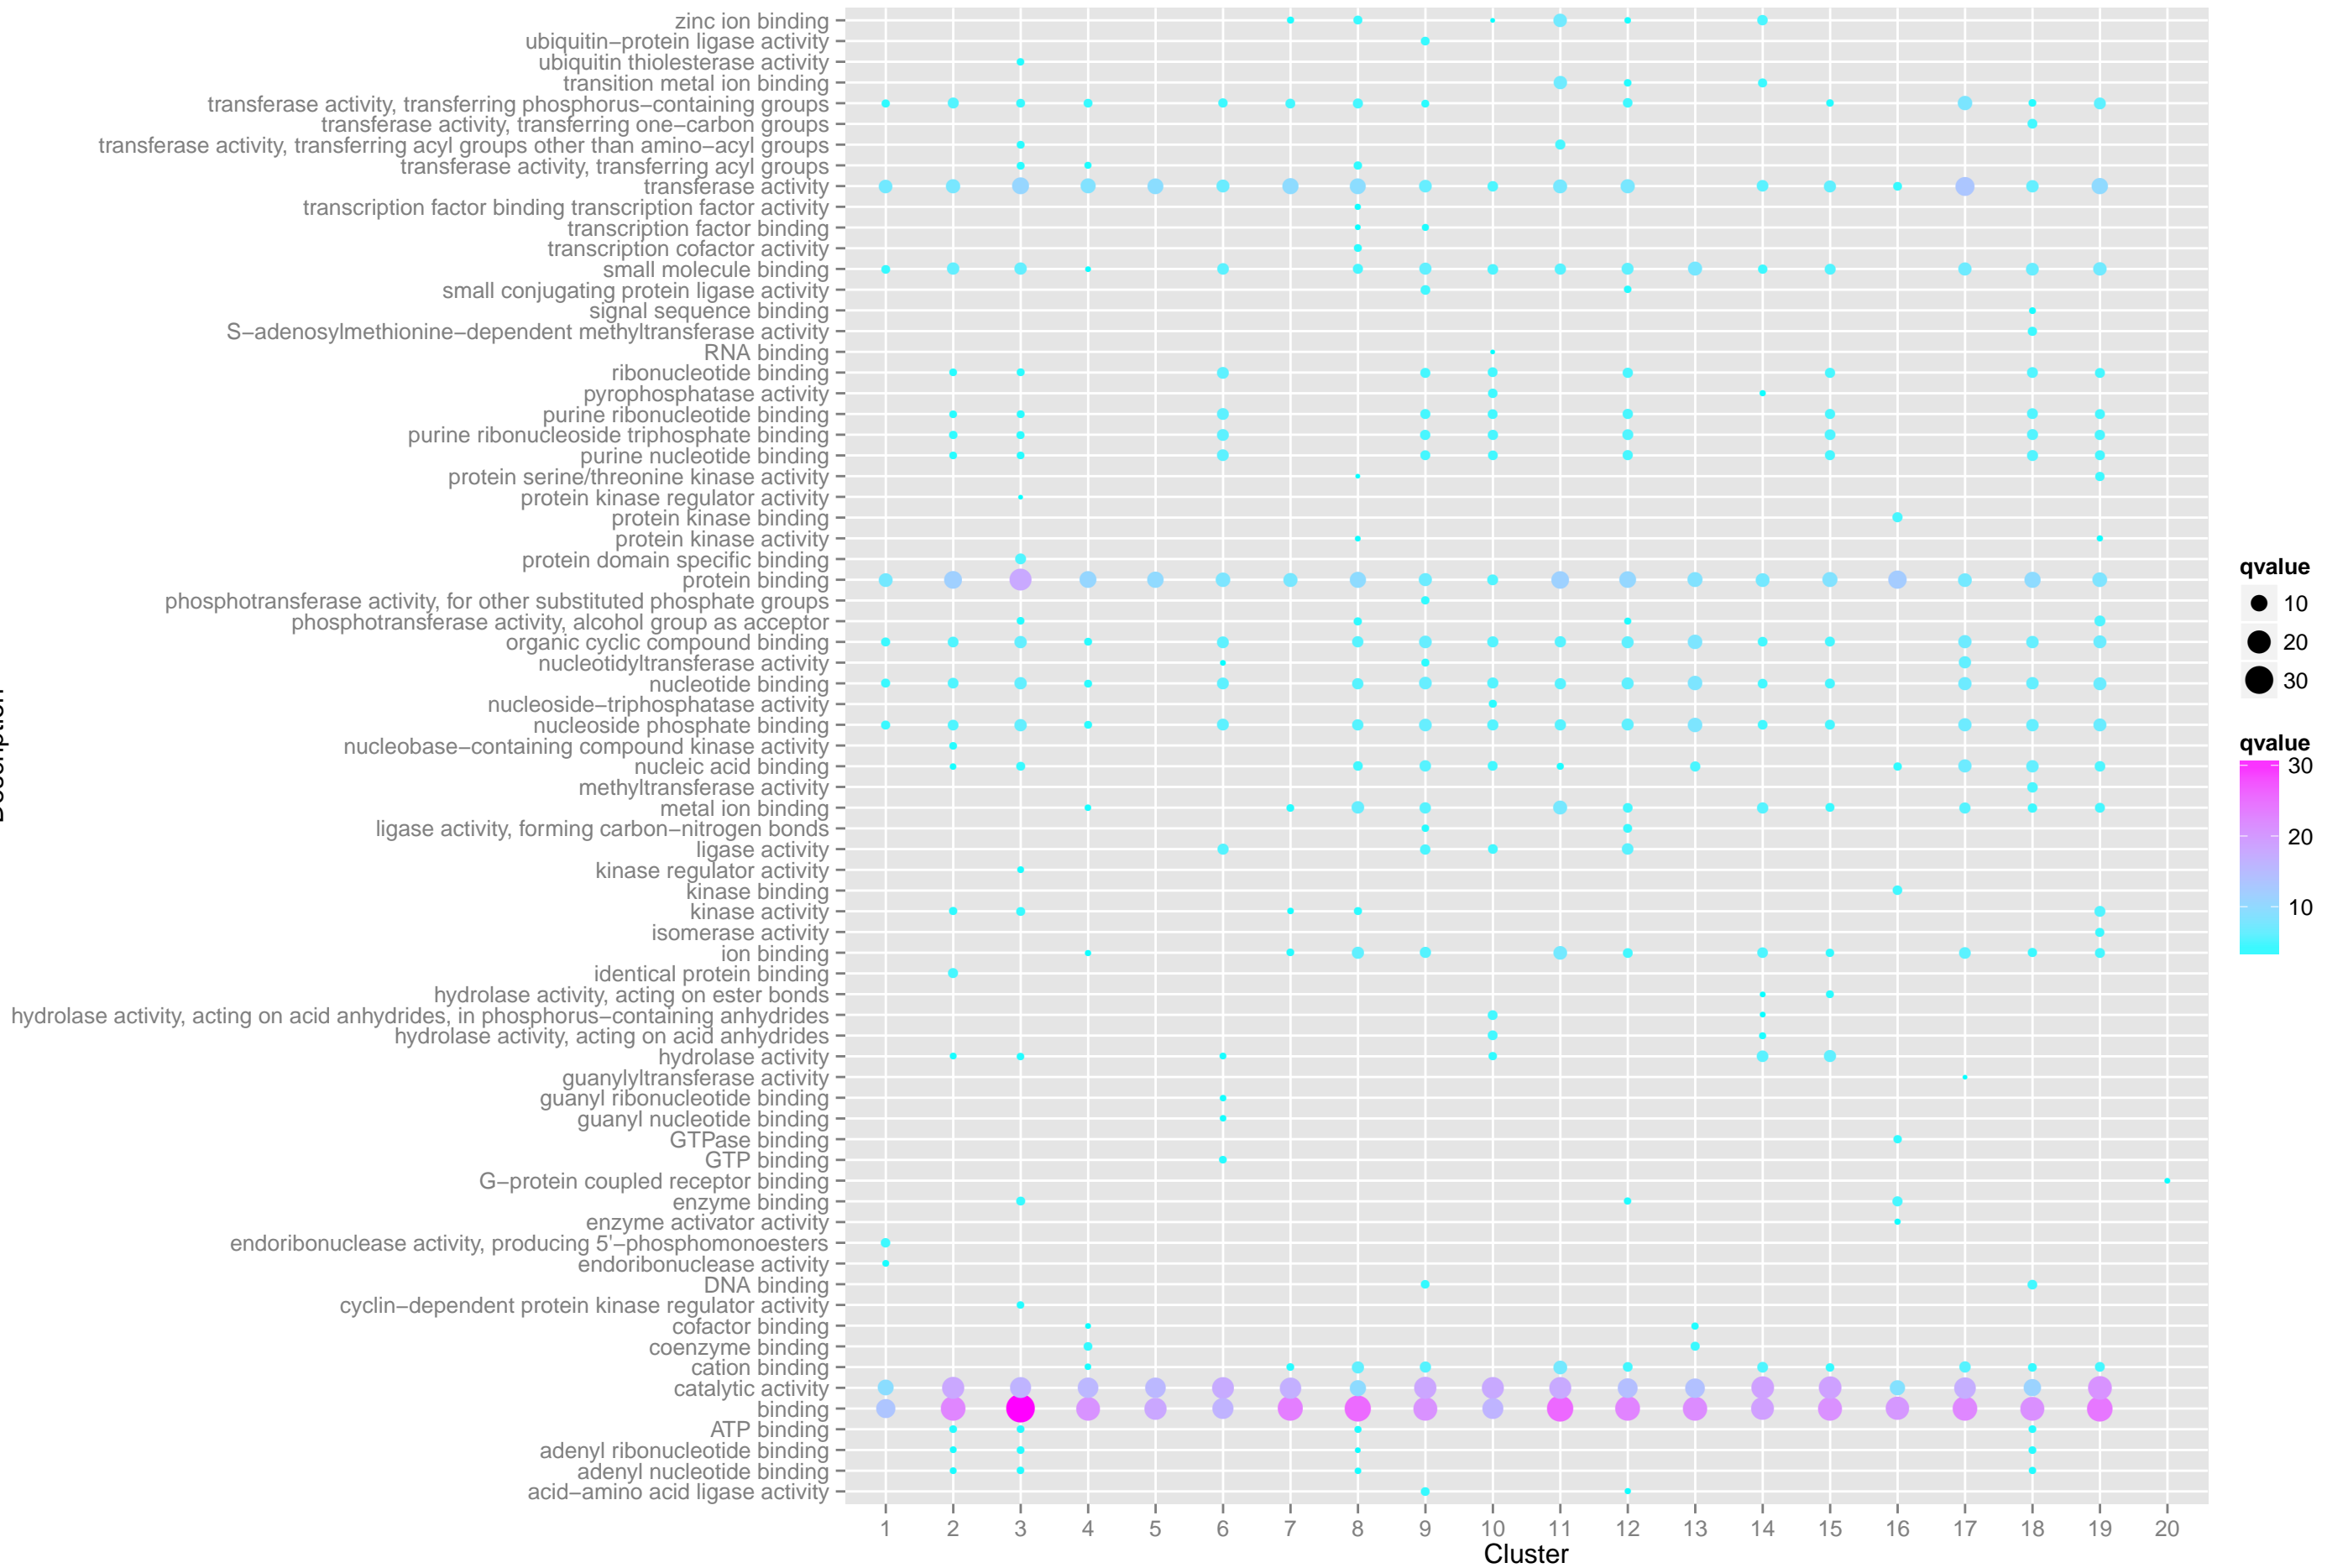

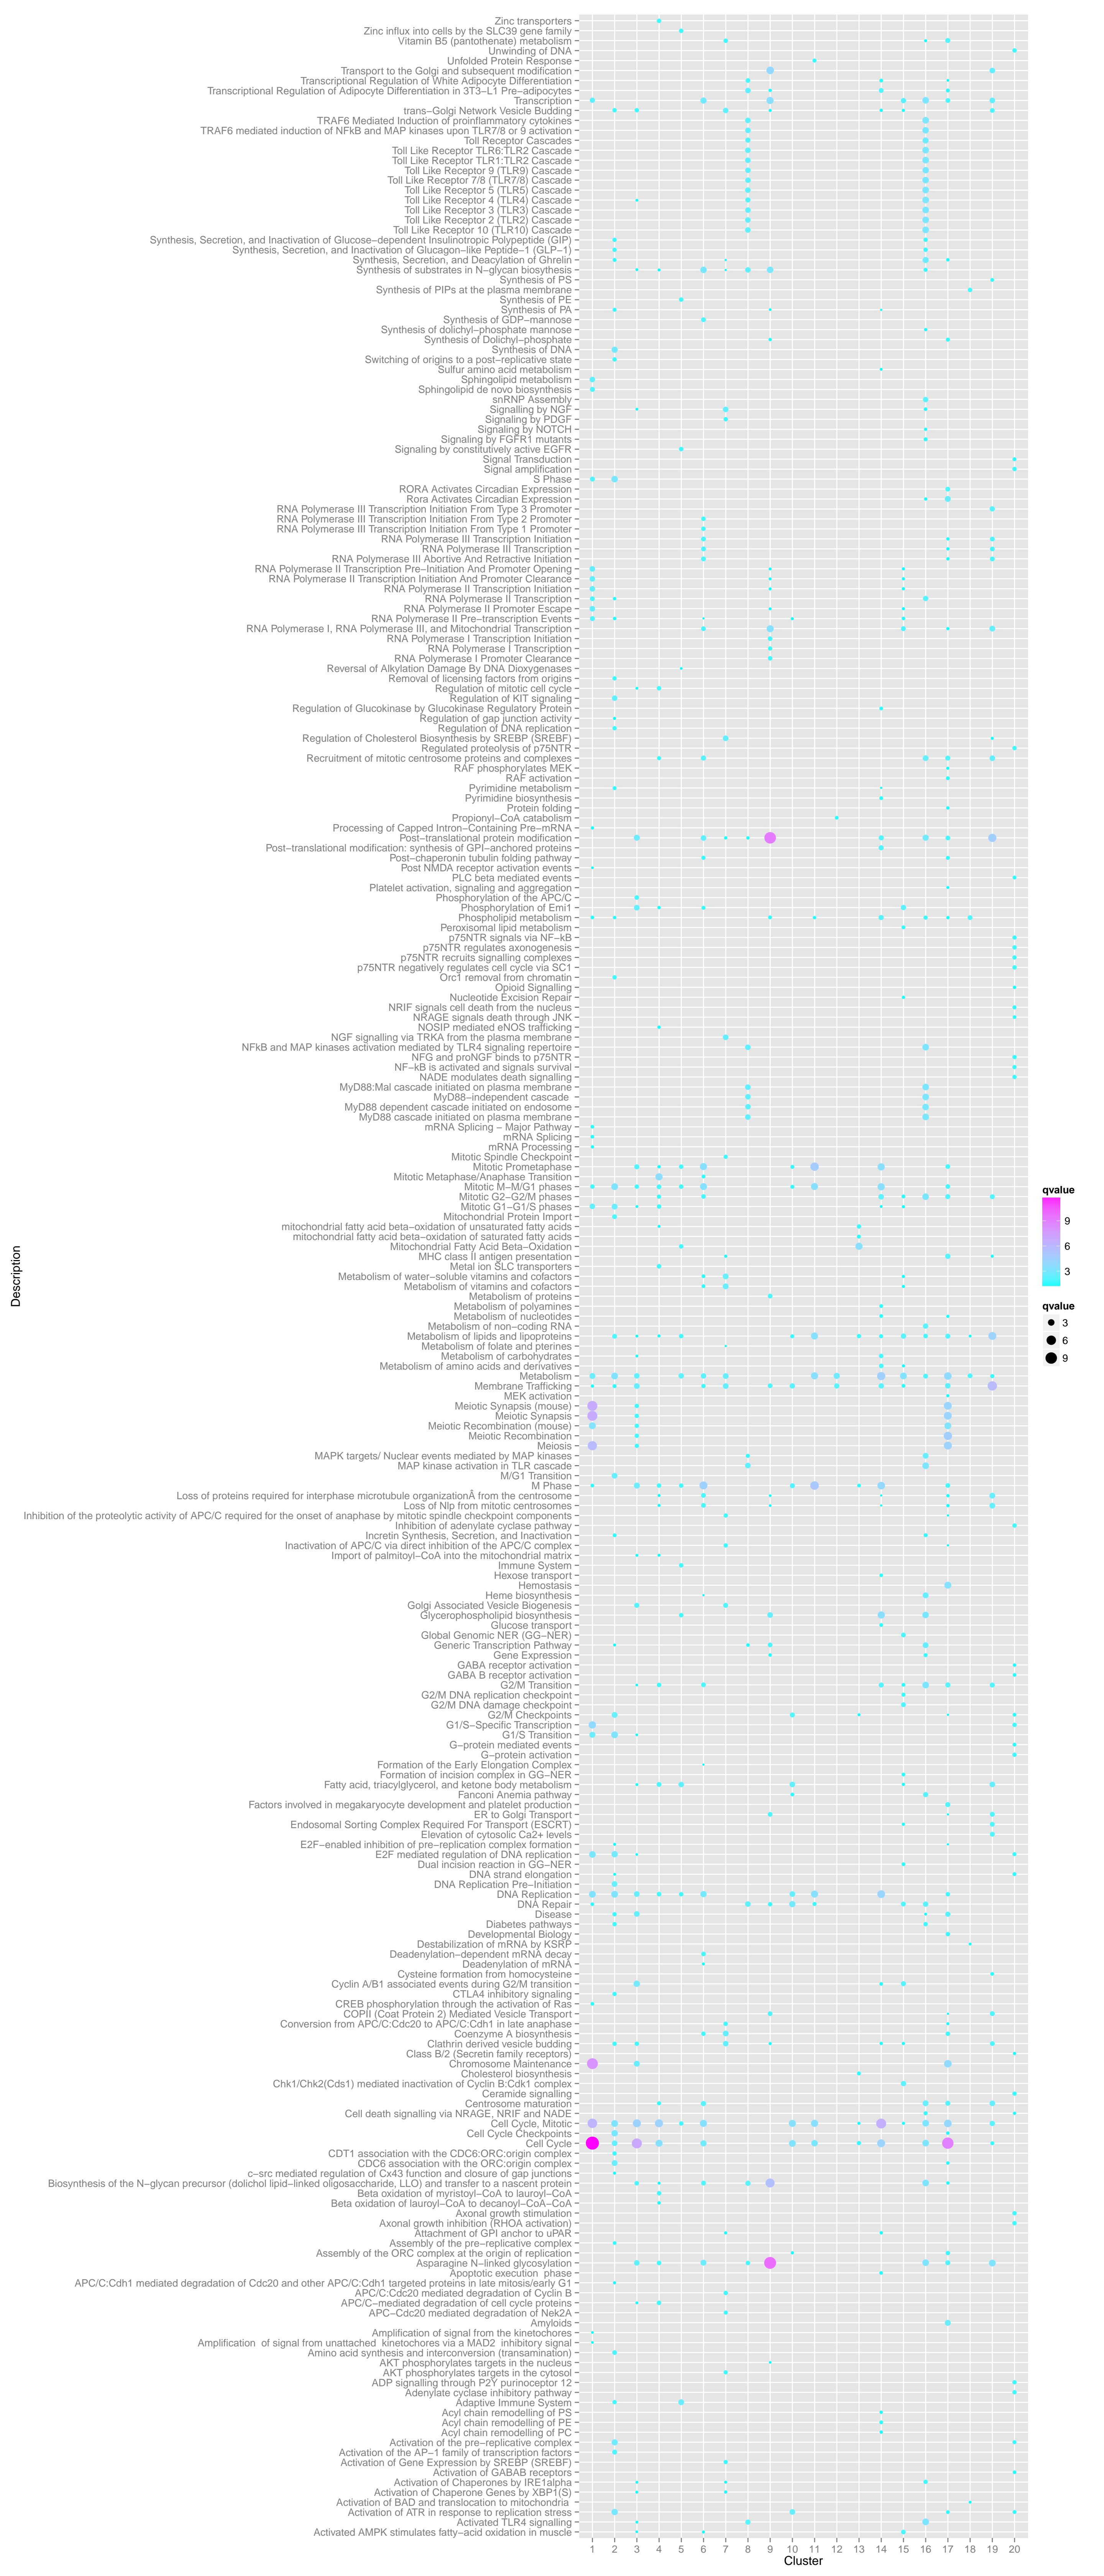

**Figure S16 Over-representation analyses for the principal component (PC) of single cells from same cell types in the same cell cycle phases (G1).**

Overrepresentation of Gene ontology terms (upper panel) or Reactome pathway database (lower panel) in each PC with 20 single ES (G1 phase). The differently colored and differently sized dots represent  $-\log_{10}(q \text{ value})$  of the hypergeometric test. The X- and Y-axes represent the principal components and the Gene Ontology term or Reactome pathway, respectively.

## Reproducibility

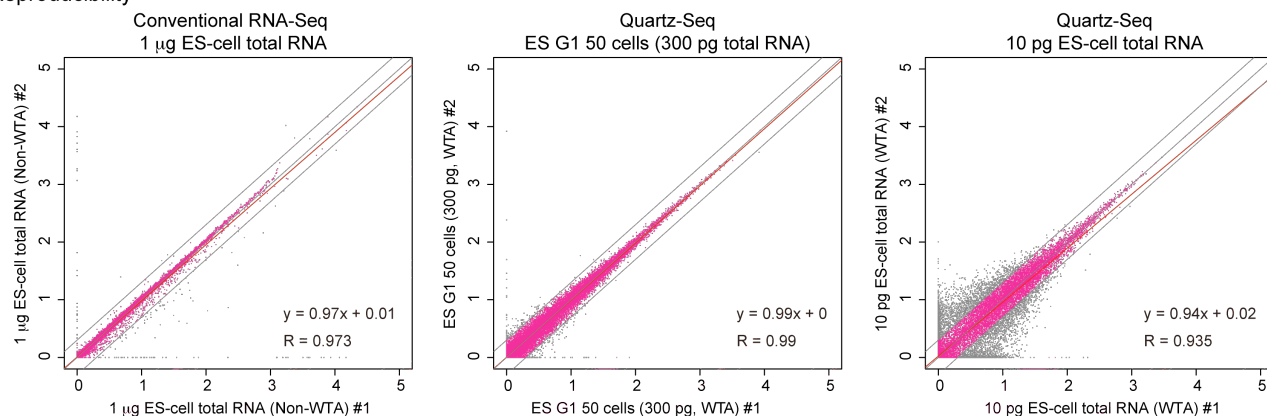

## Sensitivity

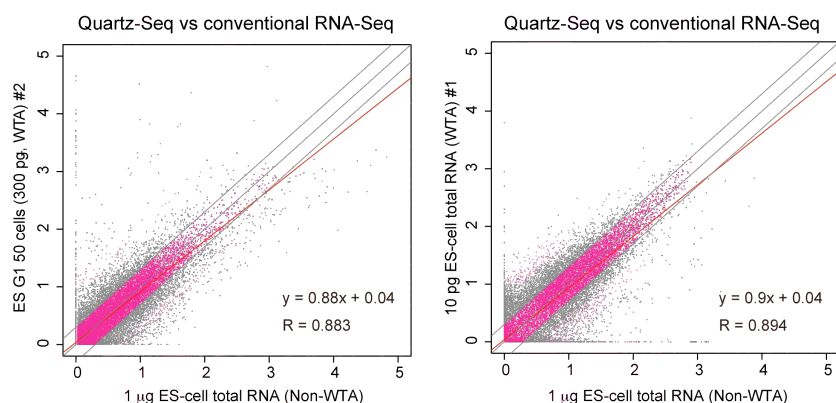

**Figure S17 Scatter plots of conventional RNA-Seq and Quartz-Seq using 50 ES cells in the G1 phase of the cell cycle and Quartz-Seq using 10 pg of total ES RNA.**

The upper panel shows the reproducibility of technical replicates of conventional RNA-Seq, Quartz-Seq (50 cells) and Quartz-Seq (10 pg of total ES RNA). 

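The panels compare pairs of samples by the FPKM of transcripts, whereas genes were compared here. Over all genes, the mean PCC was 0.9733 for the conventional pair, 0.9897 for the pair of 50 ES cells and 0.9375 ± 0.0019 for the pairs of 10 pg libraries (SD, n = 3 pairs). The pair of 50 ES cells had a higher PCC than the conventional pair, and with 1 pair each no error can be given for the difference. When only genes detected in both samples were used, the conventional pair had a PCC of 0.9929. The lower panels set 50 ES cells against conventional RNA-seq, for which the deposited values gave a PCC of 0.8866 ± 0.0010 (SD, n = 4 pairs) and 4942.8 of 9543.8 detected genes (51.79%) within 2-fold.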

The lower panel shows the sensitivity of Quartz-Seq with 50 single cells and 10 pg of total ES RNA. The left scatterplot is same in Figure 2. The respective Pearson correlation ( $R$ ) and regression equation are shown in each plot. The gray lines indicate a two-fold change and  $y = x$ . The red line is a linear regression. The red points indicate a transcript with an FPKM expression larger than 1.0 and exhibited less than two-fold expression changes between technical duplicates.

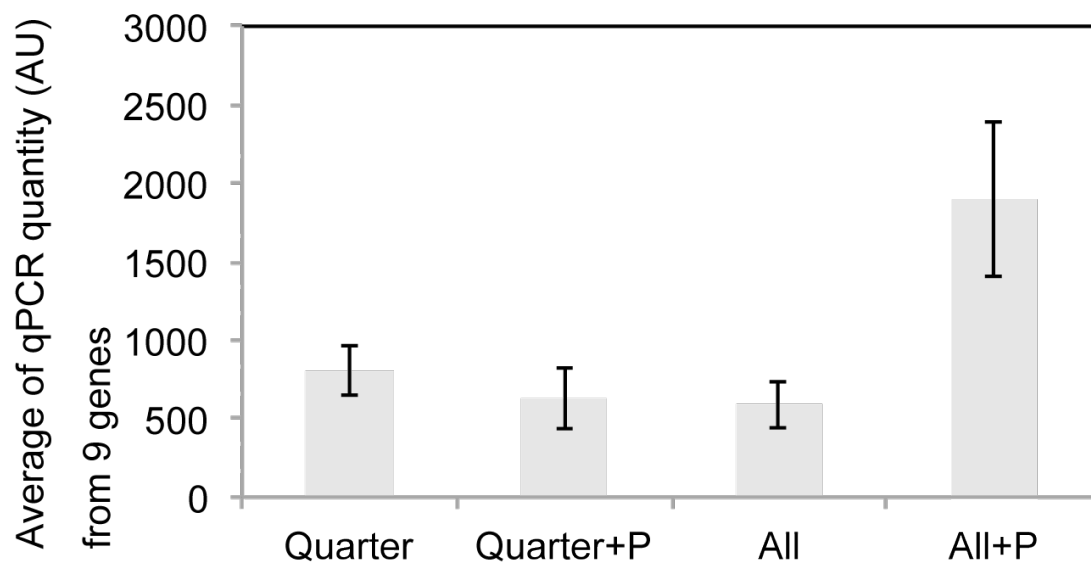

Quarter

Quarter+P

All

All+P

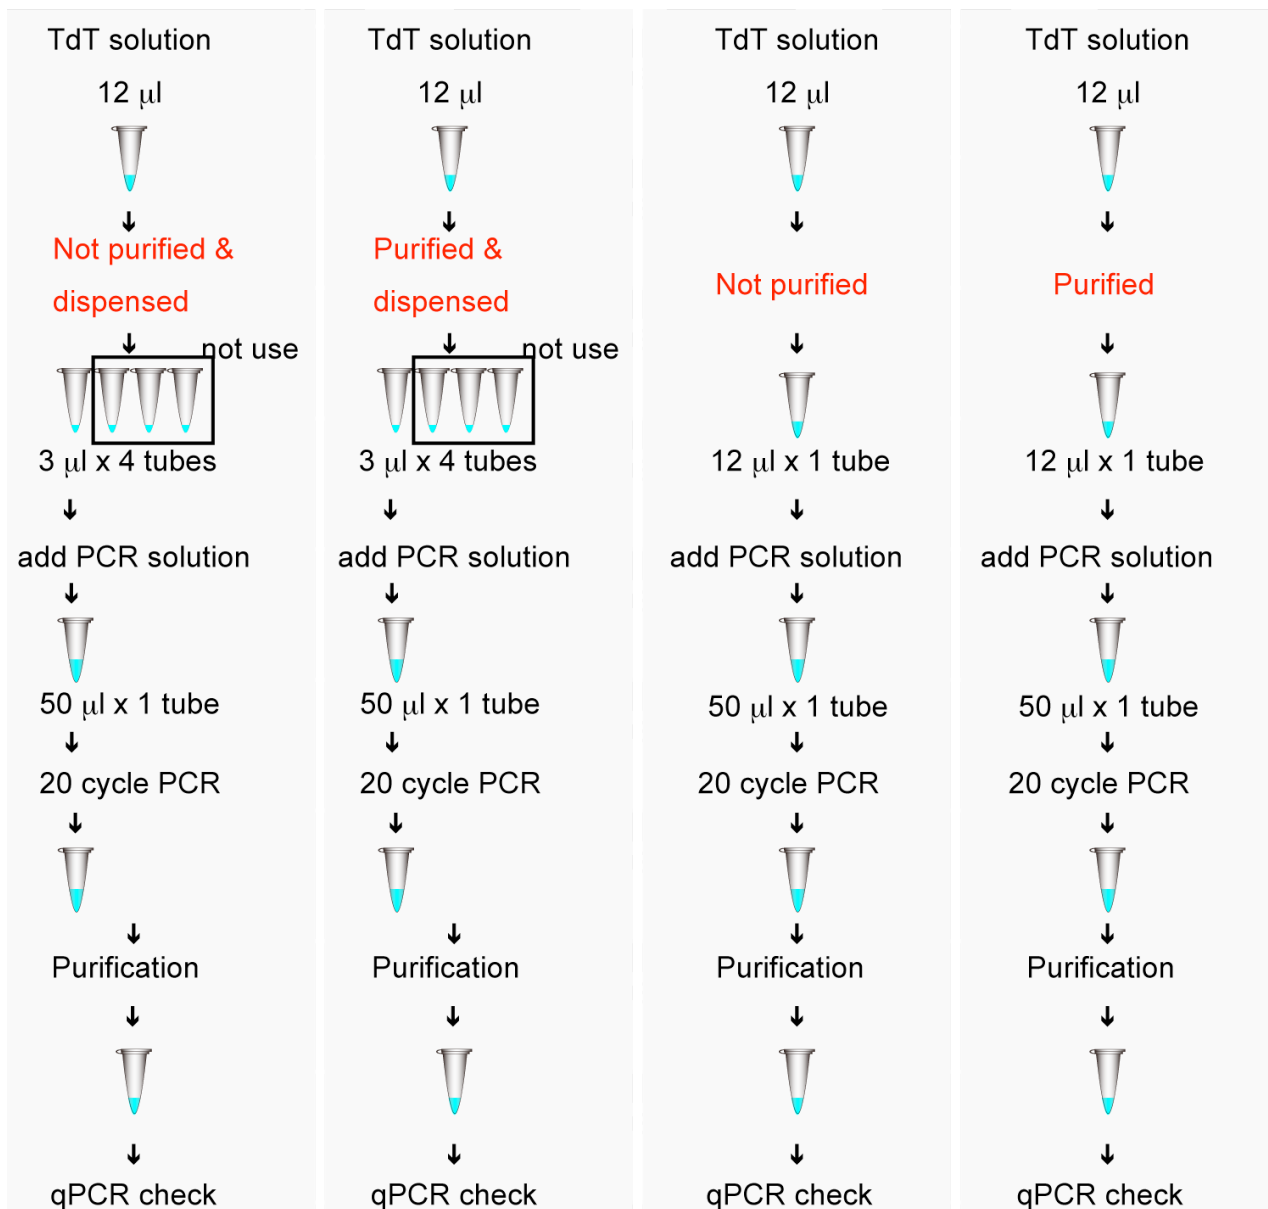

**Figure S18 Effect of carry over buffer on PCR efficiency.**

We performed the Kurimoto et al. method with 10 pg of total RNA from ES cells. After the terminal transferase (TdT) reaction, the TdT solution was dispensed into 4 tubes according to the original method. In this experiment, we used one-quarter or all of the TdT solution for the subsequent PCR amplification step with Ex Taq DNA polymerase (TaKaRa). After 20 cycles of PCR amplification, we purified the amplified cDNA with Agencourt Ampure XP beads. Subsequently, we evaluated the gene expression of 10 transcripts by qPCR. The bar plots show the yield of the amplified cDNA using the average of the qPCR quantity of the 10 genes for each condition (n=5). The detected genes were the following: *Trim28*, *Ywhae*, *Sox2*, *Prdx1*, *Nanog*, *Dppa5*, *Pou5f1*, *Lefty1*, *Dnmt1* and *Ifitm3*. One-quarter or all of the TdT solution was purified using Agencourt AmpureXP beads in the “Quarter+P” and “All+P” samples, respectively. When all of the TdT solution was used for the PCR amplification in single PCR tube, the PCR efficiency was disrupted by the presence of carry-over buffer.

# Supplementary material for: Quartz-Seq: a highly reproducible and sensitive single-cell RNA sequencing method, reveals non-genetic gene-expression heterogeneity
**Source:** Genome Biol. 2013 Apr 17;14(4):R31. doi: 10.1186/gb-2013-14-4-r31
**Supplement:** Additional file 2 — Supplementary note.

# Supplementary Notes

**Detailed technical development of whole-transcript amplification for Quartz-Seq**

**PCR enzyme selection**

The use of a purification-free single-tube reaction improved the sensitivity of the ChIP amplification method [[1](#_ENREF_1)]. We also adopted this approach in our method. In this approach, the buffer used in the previous steps is carried over into the following steps. In general, carry-over (buffer, proteins, and so on) prevents PCR amplification. In fact, we confirmed that approximately 24 % of the carry-over for PCR amplification obviously reduces the cDNA yield (see Additional file 1, Figure S18). To avoid the carry-over effect, we designed our method to reduce the total volume of carry-over for the subsequent PCR reaction. Moreover, we tested two PCR enzymes (KOD Fx [Toyobo] and MightyAmp [TaKaRa-Clontech]) that are robust for crude sample and GC-rich sequences. MightyAmp DNA polymerase was able to achieve high sensitivity and reproducibility in a single-tube PCR amplification (see Additional file 1, Figure S5 and Figure S11). We designed the Quartz-Seq method to ensure that the length of almost all the resulting cDNA was less than approximately 3,000 base pairs (see Additional file 1, Figure S10). After a 21-cycle PCR enrichment of 10 pg of total RNA, we obtained approximately 63 ng of amplified cDNA. This cDNA amount is sufficient to perform all of the following applications: sequencing; microarray analysis; and quality checks, such as the BioAnalyzer, PicoGreen, and qPCR assays.

**Library preparation for Quartz-Seq**

We used aminated PCR suppression primers for WTA, and the contamination rate from the WTA adaptor regions increased with the use of non-aminated primers (13.27 ± 0.13 %).

**Evaluation of Quartz-Seq with an unpurified single-cell-sized sample**

We demonstrated the results of single-cell Quartz-Seq with 10 pg of purified total RNA, which does not contain crude cell lysate. We should also evaluate single-cell Quartz-Seq using a single-cell-sized sample containing crude cell lysate. We performed single-cell Quartz-Seq with unpurified single-cell-sized samples of pooled cells. 

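The single-cell-sized samples were made from 12 cells lysed together in a larger volume of buffer, from which aliquots of 1 cell's volume were amplified separately. They therefore hold the experimental error of amplifying that amount of RNA, without differences between cells. The files hold 3 samples of pooled ES lysate and 6 of pooled PrE lysate, both from cells in G1 phase. The paper's sample table lists 34.01 to 48.72 M analyzed read pairs for the ES samples (median 36.96 M) and 34.79 to 50.97 M for the PrE samples (median 40.23 M). FPKM was greater than 1 for 8782.3 ± 86.0 genes in an ES sample (SD, n = 3) and 8649.2 ± 38.3 genes in a PrE sample (SD, n = 6). The samples were compared in pairs, with the same measures as for the 10 pg libraries, and the single cells were treated in the same way.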

We present all of the evaluation data (e.g., Pearson correlation coefficient and the number of detected transcripts) in Supplementary table 1 (with an isolated single-cell sheet and a single-cell-level sample). We prepared an unpurified single-cell-sized sample for Quartz-Seq. We used ES and PrE cells in G1 phase, which contained approximately 6 pg of total RNA per cell (see Additional file 1, Figure S14). Twelve single cells in G1 phase were dissolved in a 12-fold volume of lysis buffer. Subsequently, a single-cell-sized lysis sample was dispensed into single PCR tube. 

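In a pair of single-cell-sized samples, 7033.3 ± 74.3 genes had FPKM greater than 1 in both ES samples (SD, n = 3 pairs) and 6994.0 ± 40.3 in both PrE samples (SD, n = 15 pairs). The ES range was 6986 to 7119 genes and the PrE range 6896 to 7055, so the types overlapped. Of these genes, 64.85 ± 1.19% in ES and 63.90 ± 0.58% in PrE samples were within 2-fold. With FPKM greater than 1 in either sample the counts were 10531.3 and 10304.3 genes.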

Quartz-Seq was capable of reproducibly detecting 6,977 ± 122.9 transcripts in a mouse ES single-cell-sized sample in G1 phase (n = 3) and 6,996.4 ± 40.8 transcripts in a mouse PrE single-cell-sized sample in G1 phase (n = 6). 

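The PCC between single-cell-sized samples was 0.8508 ± 0.0031 for ES with ES (SD, n = 3 pairs), 0.8524 ± 0.0034 for PrE with PrE (n = 15 pairs) and 0.7846 ± 0.0032 for ES with PrE (n = 18 pairs). The ES and PrE values differed by less than 1 SD, whereas every pair of different types had a lower PCC than every pair of the same type. With only the genes detected in both samples, the 3 values fell to 0.805, 0.792 and 0.726.

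**Figure D2:**
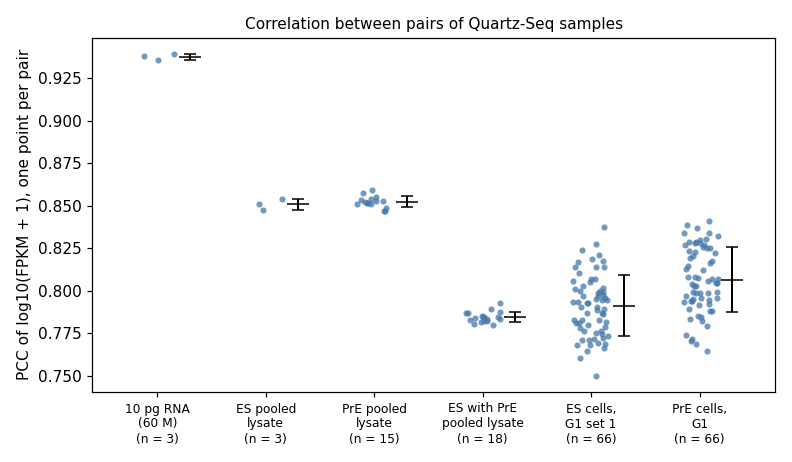
Correlation between pairs of Quartz-Seq samples, with the PCC of log10(FPKM + 1) on the y axis, which does not start at 0, 1 point per pair, n the number of pairs, and the mean ± SD of the pairs beside the points. Pairs of pooled lysate of the same type average 0.851 and 0.852, below the 0.937 of 10 pg of purified RNA and above the 0.791 and 0.807 of single ES and PrE cells.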

The Pearson correlation coefficient (PCC) between pairs of samples with a single-cell-sized sample was as follows: ES vs. ES, 0.85 ± 0.004; PrE vs. PrE, 0.852 ± 0.003; and ES vs. PrE, 0.782 ± 0.003. The PCC between pairs of samples using 10 pg of purified total RNA was 0.93 ± 0.002. 

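For 10 pg of purified total RNA, the 3 pairs of libraries had a PCC of 0.9375 ± 0.0019 (SD, n = 3 pairs), with a range left by omitting each library in turn of 0.9355 to 0.9392. The samples of pooled lysate, which hold 6 to 7 pg of RNA from ES or 6 pg from PrE cells, had PCCs of 0.8508 and 0.8524 by the same measure. The gap is many times the SD of either group of pairs. The groups also differ in depth, since the 10 pg libraries had a median of 58.26 M analyzed read pairs and the lysate samples medians of 36.96 and 40.23 M. With only detected genes the PCC of the 10 pg libraries was 0.8968.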

The PCC of Quartz-Seq with only 6 pg of a single-cell-sized sample was sufficiently high to reveal non-genetic gene expression heterogeneity.

**The PCCs and numbers of detected transcripts of single-cell RNA-seq data with isolated single cells**

We also presented the variability of isolated single cells. 

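In a pair of single cells in G1 phase, 5926.9 ± 357.9 genes had FPKM greater than 1 in both cells for the 12 ES cells and 6292.1 ± 374.4 for the 12 PrE cells (SD, 66 pairs each). Counted per cell, 7885.7 ± 500.1 genes of an ES cell and 8116.3 ± 487.5 of a PrE cell had FPKM greater than 1 (SD, n = 12 cells each). The cell types overlapped in this number, which ran from 6960 to 8533 in ES cells and from 7322 to 8741 in PrE cells. With FPKM greater than 1 in either cell, a pair had 9844.4 genes for ES and 9940.4 for PrE cells.

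**Figure D3:**
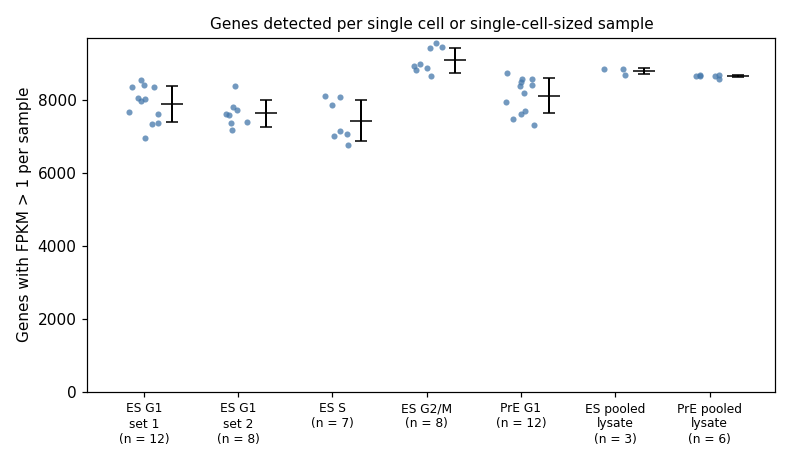
Genes detected per single cell or single-cell-sized sample, with the number of genes with FPKM greater than 1 on the y axis, 1 point per cell or sample, and the mean ± SD of each group beside its points. ES cells in G2/M phase average 9083.9 genes, above the ES cells in G1 and S phase and the PrE cells, and the pooled-lysate samples scatter less than the single cells.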

Quartz-Seq was capable of reproducibly detecting 5,758.8 ± 524.2 transcripts in mouse ES single cells in G1 phase (n = 12) and 6,298.8 ± 489.6 transcripts in mouse PrE single cells in G1 phase (n = 12). 

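Between single cells in G1 phase, the PCC was 0.791 ± 0.018 for ES with ES (SD, 66 pairs), 0.807 ± 0.019 for PrE with PrE (66 pairs) and 0.736 ± 0.020 for ES with PrE (144 pairs). The 8 ES cells of the second set had a PCC of 0.803 ± 0.015 (28 pairs). The mean PCC of the 3 pooled-lysate ES samples was 0.0596 higher than that of the 12 single ES cells, and few choices of 3 among the 15 samples reached as high a difference (exact permutation test, p = 0.0044). With the second set of ES cells the difference was 0.0482 (exact permutation test, p = 0.0061), and without each pooled-lysate sample in turn it stayed between 0.0564 and 0.0626.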

The PCC between pairs of real single-cells was as follows: ES vs. ES, 0.79 ± 0.01; PrE vs. PrE, 0.807 ± 0.02; and ES vs. PrE, 0.729 ± 0.01. The PCC between pairs of single-cell Smart-Seq data with T24 cells has been reported to be approximately 0.74 [[2](#_ENREF_2)]. T24 cells contained approximately 20 pg of total RNA per cell. Our single-cell Quartz-Seq worked well for real single cells.

We reanalyzed the CEL-Seq data with a mouse ES cell. We counted the number of highly reproducible expressed transcripts that were larger than 1.0 in tpm using those data. CEL-Seq detected 4,070.3 ± 332.4 transcripts in mouse ES single-cells (n = 9). However, Quartz-Seq detected 6,069.1 ± 854.9 transcripts in mouse ES single-cells in all cell-cycle phases (n = 35). 

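By phase, a pair of ES cells had 5926.9 ± 357.9 genes with FPKM greater than 1 in both cells in the first G1 set (SD, 66 pairs), 5729.2 ± 243.5 in the second G1 set (28 pairs), 5547.5 ± 345.5 in S phase (21 pairs) and 7335.6 ± 254.6 in G2/M phase (28 pairs). Over all 595 pairs of the 35 cells the mean was 6072.5 ± 554.6. The count rose to 9945.3 when FPKM greater than 1 in either cell was enough.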

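Over the 595 pairs of the 35 single ES cells, the PCC was 0.804 ± 0.026 (SD). It was 0.791 ± 0.018 in the first and 0.803 ± 0.015 in the second G1 set, 0.789 ± 0.018 in S phase and 0.858 ± 0.014 in G2/M phase (SD over 66, 28, 21 and 28 pairs). With only genes detected in both cells the mean over all pairs was 0.748. CEL-Seq data are not in the files analyzed here, and the CEL-Seq value in the sentence is the paper's.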

The PCC of Quartz-Seq was 0.804 ± 0.02, whereas the PCC of CEL-Seq was 0.681 ± 0.03. These results also suggested that single-cell Quartz-Seq has a better quantitative performance (reproducibility and sensitivity) for real single cells.

1. Shankaranarayanan P, Mendoza-Parra MA, Walia M, Wang L, Li N, Trindade LM, Gronemeyer H: **Single-tube linear DNA amplification (LinDA) for robust ChIP-seq.** *Nat Methods* 2011, **8:**565-567.

2. Ramskold D, Luo S, Wang YC, Li R, Deng Q, Faridani OR, Daniels GA, Khrebtukova I, Loring JF, Laurent LC, et al: **Full-length mRNA-Seq from single-cell levels of RNA and individual circulating tumor cells.** *Nat Biotechnol* 2012.

How the deposited data were processed for this re-analysis (not part of the article)

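The analysis started from the authors' deposited FPKM values, 1 file per library for 77 libraries of 15 kinds. As the paper describes, the authors removed sequencing and WTA primers with Trimmomatic, mapped the reads to mm9 with TopHat 2.0.3 at default parameters and computed FPKM with Cufflinks 2.0.1 against the Ensembl Mouse Transcript annotation. Replicates were not pooled. Every file lists the same Ensembl genes with 1 FPKM value per gene, and no 2 files held the same values, since 0 pairs of files were identical. Raw reads, read counts and isoform-level values are not in the files analyzed here, so counting methods that model read numbers were not used.

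Read pairs per library were taken from the paper's sample table and are the paper's values. They range from 30.0 M in the adjusted Quartz-Seq and Smart-Seq libraries to 156.05 M in a conventional library. As a check from the files, the lowest FPKM values of each library fall in steps that depend on its depth, and the relative depths from these steps lay within 20.02% of the listed ones in every kind of library. A gene was counted as detected at FPKM greater than 1, and limits of 0.1 and 10 were alternatives. FPKM is a share of a library's fragments, so a few highly expressed genes can lower the values of the rest. Quantile normalization was therefore an alternative for the PCCs, the shares within 2-fold and the SD correlation, and was not applied to the other results.

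Libraries were grouped by the kind given in their labels. The 12 and 8 single ES cells in G1 phase that the labels list as amplification sets 1 and 2 were kept apart, and set 1 was used in the main comparison with the PrE cells. The labels give no amplification set for the S, G2/M and PrE cells. The LIMprep replicates were treated as ES samples, although a part of their labels names the other type.

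Pairs of libraries were compared by Pearson correlation of log10(FPKM + 1) over all genes, by the genes with FPKM greater than 1 in both, and by the share of these within 2-fold. Groups of libraries were compared by permutation of whole libraries, exact where all assignments could be listed and otherwise with 100000 resamples. Unamplified genes had an FPKM more than 4-fold below the mean of the 2 conventional libraries, and amplified genes were within 2-fold. GC content and cDNA length came from the longest transcript of each gene in GENCODE vM1 on NCBIM37. Genes with FPKM greater than 1 in at least 3 of the 24 cells were compared between ES and PrE cells by an exact Wilcoxon rank-sum test with Benjamini-Hochberg adjustment at 0.05, with limma as an alternative. Clustering used Ward linkage on 1 - Pearson correlation with 1000 bootstrap resamplings of genes. PCA was run on centered log10(FPKM + 1), and phases were compared on components 1 to 3. Variances of the amplification sets were compared by F-tests with the paper's limit of 0.6 for an adjusted p of a variance that does not differ. For the number of differing genes and of differing variances, 100 splits of the same cells, the real one among them, gave the numbers reached by chance. The random seed was 1.

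The software was Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1.

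The choices that the paper leaves open, and 114 alternatives to the main choices, were written down before the files arrived. A further 3 settings, all of them combinations of quantile normalization with a 2-fold limit on FPKM + 1, were chosen after the values had been seen. The list of cell-cycle marker genes was also drawn up after the files arrived. Named genes were all genes that the paper names as expression markers. By a rule fixed before the files arrived, the 5 genes with the largest log2 difference in each direction were added. They were taken from genes that the paper does not name, with an adjusted p under 0.05 and no overlap between the types.

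The tests were tested on simulated data. With an 8-fold change in 200 genes, the Wilcoxon test with 12 cells per group recovered 83 genes among those with mean FPKM greater than 5, with 0 false calls, and 181 genes among those with FPKM greater than 1 in all 12 cells, with 5 false calls. With a 6-fold change of the SD in 200 genes, the F-test recovered 193 genes with 14 false calls. These F-test counts hold for the simulated values only. On the measured values, random splits of the G1 ES cells gave 1790 to 2235 genes with differing variances at an adjusted p under 0.05. The number of false calls in the simulation therefore does not carry over to these cells.

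A value was counted as different from the paper's when a correlation lay apart by more than the larger of the SD found here, the error the paper states and 0.5 of the last digit the paper prints, or when its sign changed. Counts, lengths and percentages were counted as different when they lay beyond the same error and also more than 1.5-fold apart. The tolerance for the last printed digit means that a correlation the paper gives with few digits is compared only to that precision.

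Left out were the qPCR, microarray and CEL-Seq measurements, the published Smart-Seq data of single cells, the adaptor rate, the reduction of reads and the over-representation of pathways, since their values or annotations are not in the files analyzed here.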

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

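In some groups of replicates, the lowest and highest library or cell was compared with its neighbor by Dixon's ratio at the 0.05 level. Among libraries and lysates, these groups were the Quartz-Seq and Smart-Seq libraries of adjusted depth and the pooled PrE lysate. Among single cells, they were the second set of G1 ES cells, the S cells and the G2/M cells. The other groups were not checked, among them the first set of G1 ES cells and the single PrE cells. Of 90 such comparisons in 45 sets of values, 5 were flagged, and about 1 in 20 would be flagged by chance, so some or all of the 5 values could stand apart without a cause. None was removed from any result. The tests of explanations for these values were designed only after the values had been seen.

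In Smart-Seq library 3, the 10 genes with the highest FPKM held 7.988% of the FPKM total, against 7.740 to 7.756% in the other 3 libraries. The gene *Gm10180* held 1.107% of the FPKM total there and 0.450 to 0.803% in the others. Without this gene the share of the 10 highest genes was 7.456%, close to the 7.531 to 7.785% of the other libraries and no longer above them. The higher share of this library thus rests on a single gene. All libraries were made from ES-cell RNA, so a technical origin in the amplification or sequencing of that gene is likely.

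On the third principal component of the 35 ES cells, S cell 4 scored 16.49, whereas the other S cells scored from -8.19 to 2.46. As for a low yield of the cell, 0 S cells had fewer genes detected. The cell had 6767 genes with FPKM greater than 1, the next lowest S cell had 7000 and the highest 8096. The other S cells with few genes, 7000, 7057 and 7144, scored -4.11, -4.24 and -8.19, however, and G1 cell 12 of the first set with 6960 genes scored -43.26, so a low yield does not go with a high score. The cause is open, and a technical and a biological origin cannot be told apart.

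In the second set of G1 cells, 3 genes each had a single low cell. *Zfp42* had a log2(FPKM + 1) of 7.255 in cell 1 (FPKM 151.8), against 8.922 to 9.282 in the other cells of the set. The first set ranged from 7.888 to 9.831 and the pooled-lysate ES samples from 8.078 to 8.645. *Lefty1* had 0.423 in cell 4, against 5.635 to 7.473 in the other cells, 3.842 to 9.652 in the first set and 6.664 to 7.150 in the pooled lysate. *Spp1* had 0.637 in cell 7, against 6.034 to 9.412 in the other cells, 3.784 to 10.232 in the first set and 6.774 to 8.025 in the pooled lysate. *Spp1* was also below FPKM 1 in 2 S cells, and the lowest G2/M cell had 1.112 for *Lefty1*.

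A low yield of the cell as a whole does not explain these values, since 6 cells of the set had fewer genes detected than the low *Zfp42* cell, 5 fewer than the low *Lefty1* cell and 3 fewer than the low *Spp1* cell. Loss of the transcripts of a single gene during reverse transcription could not be tested in a cell measured only once. The pooled lysate varied far less in *Lefty1* and *Spp1*, which were expressed there in every sample. Technical loss and a biological difference between cells cannot be told apart here.

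The comparison of samples of 50 ES cells with samples of 50 PrE cells is one that the paper does not report. Of the 3213 genes that differed between single ES and PrE cells, 97.79% had the same direction between the 50-cell samples. Random agreement of direction cannot account for this share, although the background was high, since 71.69% of the 9287 genes that did not differ between single cells also had the same direction. For 2973 genes (92.53%) the 2 samples of one type were both above the 2 samples of the other. The 50-cell samples and the single cells share the preparation method and the cell culture, so a bias common to them would also give agreement, and it was not tested.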

How the results depend on the processing

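The main settings and the alternatives were chosen before the files arrived, except for the 3 combinations of quantile normalization with a 2-fold limit on FPKM + 1, which were chosen after seeing the values. Over 151 results there were 874 alternative values, of which 642 were counted as the same. A tested difference counted as the same when its direction and the outcome of its test at 0.05 were kept, whatever its size, a correlation or share when it stayed within its error, and a count when it stayed within 1.5-fold. In this sense 79 results kept their label under every alternative, and so did 10 of the 20 main conclusions. These were the differences between Quartz-Seq and Smart-Seq in PCC with conventional RNA-seq and in the share within 2-fold of it, the higher PCC within than between cell types, the higher PCC of pooled-lysate samples than of single cells, the excess of unamplified genes in Smart-Seq, the shorter cDNA of unamplified genes in Quartz-Seq, the clustering by cell type, the share of distance between phases, the higher number of detected genes in G2/M cells and the number of variances that did not differ. For the shorter cDNA, the sign-flip test on 4 libraries cannot give a p below 0.125, so its label rests on direction alone. The size of several of these results changed widely. The excess of unamplified genes went from 4846.5 of 10617 genes to 733.5 of the 3342 with FPKM greater than 10. The difference in share within 2-fold of conventional RNA-seq went from 30.71 to 13.95 percentage points with quantile normalization of both methods and the conventional libraries together. It was 12.47 under the added normalization of all samples and 31.74 under that of each pair. The excess of detected genes in G2/M cells went from 1301.8 to 383.0 with FPKM greater than 10. The share of distance between phases went from 33.62 to 8.17% with 1 - Pearson correlation.

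The PCC of the 10 pg Quartz-Seq libraries of the greater depth, 0.9375, became 0.9207 with a pseudocount of 0.1, 0.8968 with detected genes only and 0.9018 with Spearman correlation, and stayed between 0.9355 and 0.9392 without each library in turn. Their share within 2-fold, 76.76%, became 60.68% with FPKM greater than 1 in either library, 64.28% with the mean FPKM of the pair greater than 1 and 82.027% with the 2-fold limit on FPKM + 1. With that limit after quantile normalization of the group it was 82.025%, of each pair 82.003% and of all samples 72.53%. Leaving out each library gave 76.34 to 76.99%.

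The PCC of these libraries with conventional RNA-seq, 0.8871, became 0.8952 with a pseudocount of 0.1, 0.7822 with detected genes only, 0.8945 with quantile normalization, 0.8318 with Spearman correlation and 0.8925 with the TruSeq library, and stayed between 0.8854 and 0.8890 without each Quartz-Seq library. The share within 2-fold of conventional RNA-seq, 48.64%, became 38.04% with FPKM greater than 1 in either library, 40.49% with the mean of the pair, 55.70% with the limit on FPKM + 1 and 63.23% with quantile normalization. Under the added combinations it was 69.77% for the group, 70.26% for each pair and 55.94% for all samples. Leaving out each library gave 47.89 to 49.45%.

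The differences between Quartz-Seq and Smart-Seq kept their direction without each library in turn, and the smallest p with 7 libraries is again 0.0286. The PCC difference was 0.2052 to 0.2075, with exact permutation p values from 0.0286 to 0.143, and 4 of the 8 were weaker. The difference in the share within 2-fold was 13.78 to 15.28 percentage points, with exact permutation p values from 0.0857 to 0.429, and all 8 were weaker, since other assignments of the 7 libraries gave differences as large. With all libraries this difference was 14.45 percentage points, 29.98 with the mean FPKM of the pair, 7.57 with quantile normalization and 9.78 under the added normalization of all samples. Against conventional RNA-seq, the PCC difference was 0.2032 to 0.2051, the share difference 30.21 to 31.04 percentage points, and the difference in unamplified genes 4819.75 to 4876.08, all with an exact p of 0.0286. The PCC of pooled-lysate samples minus that of single cells was 0.0564 to 0.0626 without each pooled-lysate sample (exact permutation p from 0.011 to 0.022).

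The share of unamplified genes depended on expression in Smart-Seq. It was 58.80 to 60.39% of all 10617 genes and 34.23 to 36.15% of the 3342 genes with FPKM greater than 10 in conventional RNA-seq. In Quartz-Seq it changed little, from 13.49 to 14.34% of all genes and from 12.63 to 14.09% of the 3342. As counts, these 3342 genes held 446.0 unamplified genes in Quartz-Seq and 1179.5 in Smart-Seq, against 1485.3 and 6331.8 over all genes. The difference was 733.5 in place of 4846.5 genes. The GC difference between unamplified and amplified genes of Quartz-Seq reversed, from 1.306 to -0.332 percentage points, when genes more than 4-fold different in either direction were counted.

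Genes higher in ES and PrE cells numbered 1419 and 1794 in the main setting. They fell to 848 and 1102 at an adjusted p under 0.01, to 417 and 470 under the rule of Figure 5 and to 882 and 1171 with FPKM greater than 1 in at least 12 of the 24 cells. limma without a block gave 989 and 1329 genes. With the cell number from the labels as a replicate block it gave 859 and 1235, and the pairing check gave a correlation of 0.0080 for same-numbered and -0.0007 for other cells (permutation test, p = 0.083), so the block had little to remove. The log2 difference ES minus PrE, Dnmt1, was 0.0005 in the main setting and reversed to -0.0138 with limma on log2(FPKM + 0.1), to -0.370 with the second set of ES cells and to -0.148 with both sets. Its adjusted p in the main setting was 0.914, so *Dnmt1* has no direction to reverse.

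The SD correlation of the G1 sets, 0.851, became 0.8409 with a pseudocount of 0.1 and 0.6700 with genes detected in at least 3 of the 20 cells. With the trend on mean expression removed in those genes it was 0.7504.

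Of the other results, 183 values changed, 179 by moving beyond their error. Most were PCCs and shares within 2-fold. Detected genes only lowered 17 of 19 PCCs. FPKM greater than 1 in either sample lowered all 19 shares that moved and raised 9 counts of detected genes. For Smart-Seq, the genes within 2-fold of conventional RNA-seq rose from 781.9 to 1353.5 with quantile normalization. Depth limits the comparison of the conventional libraries, with 144.68 to 156.05 M read pairs, with libraries of 30.0 M, in which weakly expressed genes are more often missed.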

Differences from the paper's values

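Of the values that could be compared with the paper, 11 differed beyond the tolerance, 6 of them from the text, 4 from the supplement and 1 read from a figure. The alternatives named here were set before the files arrived unless stated otherwise.

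The paper gives a PCC of 0.93 among the 10 pg Quartz-Seq libraries, and the files gave 0.9375. The alternatives, 0.9207 with a pseudocount of 0.1, 0.8968 with detected genes only, 0.9018 with Spearman correlation and the leave-one-out values of 0.9355 to 0.9392, did not close this. Table S1 of the paper itself gives 0.9376. For Quartz-Seq with conventional RNA-seq at the adjusted depth, the paper gives 0.88 and the files 0.8688. Quantile normalization closed it with 0.8791, while a pseudocount of 0.1 with 0.8898, detected genes only with 0.6992 and Spearman correlation with 0.8293 did not. For 50 ES cells with conventional RNA-seq, the value is about 0.88 in Figure S17, read by eye, and 0.8866 in the files. A pseudocount of 0.1 with 0.9105, detected genes only with 0.7716, quantile normalization with 0.8911 and Spearman correlation with 0.8682 did not close it.

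Table S1 gives a PCC of 0.978 between the conventional libraries, and the files gave 0.9733. No alternative closed it, with values of 0.9817 for a pseudocount of 0.1, 0.9929 for detected genes only, 0.9732 for quantile normalization and 0.9620 for Spearman correlation. For the 10 pg Quartz-Seq libraries with conventional RNA-seq, Table S1 gives 0.8957 and the files 0.8871. A pseudocount of 0.1 with 0.8952 and quantile normalization with 0.8945 closed it, and detected genes only, Spearman correlation, the TruSeq library with 0.8925 and leaving out libraries did not. For Smart-Seq with conventional RNA-seq, Table S1 gives 0.7033 and the files 0.6646, and no alternative closed it, with 0.6867 for quantile normalization.

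For Smart-Seq, the paper gives 2906 genes within 2-fold of conventional RNA-seq in the text and 2906.12 in Table S1, and the files gave 781.9. Quantile normalization, with 1353.5 genes, did not close it, nor did the other alternatives. The settings added after seeing the values, with 1481.3, 1841.1 and 1935.4 genes, did not close it either. The share is 46.3% in the paper and 17.27% in the files. FPKM greater than 1 in either library with 6.906%, the mean of the pair with 7.945%, the limit on FPKM + 1 with 19.24% and quantile normalization with 26.84% did not close it. Of the settings chosen after seeing the values, quantile normalization of each pair with the limit on FPKM + 1 (32.45%) and of all samples (34.31%) came within 1.5-fold of the paper's share, and that of the group (29.37%) did not.

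The paper gives 3924 unamplified isoforms for Smart-Seq, and the files gave 6331.8 genes. FPKM greater than 10 in conventional RNA-seq with 1179.5, the TruSeq library with 6396.8 and differences in either direction with 8990.5 did not close it. The paper gives 17064 variances that did not differ between the G1 sets, and the files gave 10098. An adjusted p above 0.05 as the limit brought it within 1.5-fold with 12648, while a pseudocount of 0.1 with 10778 and a filter on detection with 9996 did not. Only 14253 genes had variance in both sets and could be tested, so no limit on the adjusted p can reach 17064. A further 2810 genes had variance in only 1 set. With these included, the number of genes with variance in at least 1 set comes close to 17064. The paper does not state how it counted such genes.

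Some values stayed within the tolerance of 1.5-fold but lay well apart. The share of Quartz-Seq genes within 2-fold is 82.1% in the paper and 76.76% here, and the limit on FPKM + 1 gave 82.03%. The share within 2-fold of conventional RNA-seq is 68.1% in the paper and 48.64% here. Quantile normalization gave 63.23%, and, as a setting chosen after seeing the values, quantile normalization of the group with the limit on FPKM + 1 gave 69.77%. The mean cDNA length of unamplified isoforms of Quartz-Seq is 1684.0 bp in the paper and 2373.1 bp here by the longest transcript of a gene, and the mean over all transcripts gave 1661.9 bp.

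In direction and order, the paper has more genes higher in ES than in PrE cells, 1620 against 1436, whereas here 1419 and 1794 genes were higher, and every alternative also gave more in PrE cells. The paper draws *Gapdh* and *Actb* among the genes without a difference in Figure 4b, whereas their adjusted p here was 0.00026 and 0.0033, with *Gapdh* higher in ES and *Actb* in PrE cells. In the tree of Figure 4a, ES cell 3 joins the other ES cells last, and here ES cell 12 did. The paper describes high *Pou5f1* and *Zfp42* in a few PrE cells, and here 0 of 12 PrE cells reached the lowest of the 12 ES cells for each gene. For *Pou5f1* this depends on the ES cells chosen, since the highest PrE cell, with an FPKM of 159.7, was above the lowest cell of the second G1 set (138.9) and the lowest S cell (125.7). By the longest transcript, the unamplified genes of Quartz-Seq were longer than the mean of all annotated transcripts, 1828.6 bp, whereas the paper has them shorter, and the mean over all transcripts of a gene placed them below it.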

Other observations

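The predictions for the tests that follow were written before their results, and the ones made after seeing a value are those on the flagged values.

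The number of genes that differ between ES and PrE cells was compared with 100 splits of the 24 cells, the real one among them. As many genes as the 1419 higher in ES cells came from 1 of the 100 splits, the real one, and so did as many as the 1794 higher in PrE cells, again 1 of 100. The next largest split gave 330 genes, and 96 splits gave none. Chance therefore does not account for these numbers, but the labels cannot exclude that ES and PrE cells were prepared in different batches.

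Across the 12 PrE cells, the mean of *Pou5f1* and *Zfp42* rose with the mean of 10 other ES markers (Pearson r = 0.607, permutation p = 0.0348), as carry-over of ES cells or incomplete differentiation could give. Spearman rho was 0.189 (permutation p = 0.553), and without the 2 cells farthest from the median r was -0.152 (permutation p = 0.636, n = 10). The relation thus rests on 2 cells. Of the 3 correlations across cells reported here it had the largest p, so Benjamini-Hochberg adjustment leaves that p unchanged, and the labels give no batches among the PrE cells. Carry-over of ES cells would bring the other markers in proportion to *Pou5f1*. Mean FPKM in PrE against ES cells was 50.3 against 354.2 for *Pou5f1*. Among the 10 other markers, *Utf1* had the highest PrE mean, 9.4 against 446.1, and *Nanog* had 0.0015 against 199.6. These levels argue against carry-over as the source of *Pou5f1*. *Zfp42*, with 13.5 against 486.1, is nearer to *Utf1*, so less can be said for it. Incomplete differentiation and chance cannot be told apart with 12 cells.

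Single PrE cells varied more than single-cell-sized samples of pooled PrE lysate. The mean squared distance was 6484.8 between single cells and 4555.1 between the pooled samples, a ratio of 1.424, and of all 18564 choices of 6 among the 18 samples only the real one was as close (share 5.39e-05, the smallest possible). A difference between cells fits this, and so would a lysate that was handled more uniformly than single cells, which the files cannot test. The PCC of a single ES cell with the samples of 50 ES cells was 0.869 ± 0.018 (SD, n = 12), at most 0.902, and the mean of the 12 cells reached 0.969. Averaging removes both technical noise and differences between cells, so this rise does not separate them.

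The phases of the ES cells differed on the first 3 principal components, and several explanations were tested. A different number of detected genes does not account for all of it. After each gene was regressed on that number, the share of squared distance between phases fell from 33.62 to 24.73%. The phases still differed (permutation p = 3e-05). A G2/M program of expression is consistent with the higher G2/M markers of G2/M cells (exact permutation p = 1.61e-06). An S phase program was not seen in the S markers (exact permutation p = 0.529). A difference between amplification sets could contribute, since the sets of G1 cells, which share a phase, had a share of 0.266 of the squared distance between them (exact permutation p = 0.0018). As the labels give no set for S and G2/M cells, phase and set cannot be fully told apart.

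The first component of the 35 ES cells was related to the number of detected genes (r = 0.622, permutation p = 6e-05, rho = 0.653, permutation p = 6e-05, r = 0.649 without the 2 cells farthest from the median). Within phases r was 0.747 in G1, 0.944 in S and -0.087 in G2/M cells. In the PCA of the 20 G1 cells the first component also followed the number of detected genes (r = -0.595, permutation p = 0.00609, rho = -0.632, permutation p = 0.0034). Without the 2 cells farthest from the median r was -0.575 (permutation p = 0.0137), and within the sets it was -0.567 and -0.523. The 24 S phase markers had a mean absolute loading 1.42 times that of random genes of the same expression (permutation p = 0.0105). Absolute loadings do not show whether the markers rise together along the component. These markers also did not separate S from G1 cells (exact permutation p = 0.529). The yield of a cell may therefore shape this component, while the part of progress through G1 is not decided. Since cells further in the cycle hold more RNA, yield and progress cannot be told apart.

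The similar variances of the G1 sets were compared with 100 splits of the 20 cells. As many variances that did not differ as between the sets were found in 67 of the 100 splits, and as many differing variances in 100 of 100, so by these counts the sets are not less alike than random groups of the same cells. The counts cover only genes that varied in both sets, and the sets had the fewest of these, 14253 against at least 14473 in the random splits. The SD correlation was lower in only 3 splits, and the sets differed on the first component of the G1 cells (exact permutation p = 0.0056), so a difference between the sets is not excluded. How far expression level carries the SD correlation of 0.851 over all genes was not tested. Among the 11889 genes with FPKM greater than 1 in at least 3 of the 20 cells, the SD correlation was 0.670. It was 0.7504 after the trend on mean expression was removed, so among these genes expression level alone does not carry it. Technical noise that is characteristic of each gene could account for part of it. The SDs over 6 pooled-lysate PrE samples, which hold no differences between cells, had a correlation of 0.823 with the SDs over 12 single PrE cells. After the trend was removed this was 0.690, below the 0.7504 between the sets. A reproducible SD is therefore consistent with technical noise as well as with fluctuation between cells, and the higher variance of single cells, 0.261 against 0.180, is the part that pooled lysate does not show.

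The low share of Quartz-Seq genes within 2-fold of conventional RNA-seq could come from a few genes that take much of the FPKM total of the conventional libraries. After scaling to the total without the 10 highest genes, the share was 49.43%, a rise of 0.78 percentage points. The test decides little, since the totals without these genes were already similar in the 2 kinds of library. The same scaling lowered the share of the Quartz-Seq libraries of 30.0 M read pairs to 37.06% and raised that of Smart-Seq to 26.78%, so the part played by these genes remains open. The median log2 ratio to conventional RNA-seq of 0.855 for Quartz-Seq and 2.69 for Smart-Seq shows a shift over most detected genes.

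As a check of the sample labels, the PCCs of 879 pairs were compared with those in Table S1, with a mean absolute difference of 0.0054. Had sample labels been exchanged between the files and Table S1, exchanging them back would lower the difference, and 0 of 243 exchanges of 2 labels within a group did. For Smart-Seq this check is weak, since its PCCs with conventional RNA-seq are all lower than in Table S1 by about the same amount.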
